# Nuclear-capture of endosomes depletes nuclear G-actin to promote SRF/MRTF activation and cancer cell invasion

**DOI:** 10.1038/s41467-021-26839-y

**Published:** 2021-11-24

**Authors:** Sergi Marco, Matthew Neilson, Madeleine Moore, Arantxa Perez-Garcia, Holly Hall, Louise Mitchell, Sergio Lilla, Giovani R. Blanco, Ann Hedley, Sara Zanivan, Jim C. Norman

**Keywords:** Cell migration, Growth factor signalling, Membrane trafficking

## Abstract

Signals are relayed from receptor tyrosine kinases (RTKs) at the cell surface to effector systems in the cytoplasm and nucleus, and coordination of this process is important for the execution of migratory phenotypes, such as cell scattering and invasion. The endosomal system influences how RTK signalling is coded, but the ways in which it transmits these signals to the nucleus to influence gene expression are not yet clear. Here we show that hepatocyte growth factor, an activator of MET (an RTK), promotes Rab17- and clathrin-dependent endocytosis of EphA2, another RTK, followed by centripetal transport of EphA2-positive endosomes. EphA2 then mediates physical capture of endosomes on the outer surface of the nucleus; a process involving interaction between the nuclear import machinery and a nuclear localisation sequence in EphA2’s cytodomain. Nuclear capture of EphA2 promotes RhoG-dependent phosphorylation of the actin-binding protein, cofilin to oppose nuclear import of G-actin. The resulting depletion of nuclear G-actin drives transcription of Myocardin-related transcription factor (MRTF)/serum-response factor (SRF)-target genes to implement cell scattering and the invasive behaviour of cancer cells.

## Abstract (web summary)

Effective delivery of signals from the cell surface to the nucleus is a key to activate gene transcription. Here, the authors show how endosomes containing EphA2 are transported and captured at the nuclear surface, triggering depletion of G-actin from the nucleus and activating MRTF signalling.

## Introduction

Many plasma membrane receptors, including receptor tyrosine kinases (RTKs), are endocytosed following ligand engagement and are trafficked through the endosomal system in a way which is thought to influence signalling outcomes^1^. It is established that signal termination can occur after endocytosis, where ubiquitinated receptors are sorted for lysosomal degradation^2^. More recently, an increasingly complex picture is emerging in which certain endosomal compartments and membrane subdomains, including late and recycling endosomes, constitute platforms that influence downstream signalling coding^3^. Many of these endosomal compartments are positioned very close to the nucleus and this may facilitate communication of signals to the transcriptional machinery. An early study demonstrated that the Rab5 effector, APPL, translocates to the nucleus, wherein it interacts with the nucleosome remodelling machinery to drive transcription and cell proliferation. In this case, internalization of the RTK, epidermal growth factor receptor 1 (EGFR1) releases APPL from Rab5 and, by doing so, APPL is free to shuttle into the nucleus to interact with the histone deacetylase complex NuRD/MeCP1 to regulate chromatin structure and gene expression^4,5^. The involvement of endosomal trafficking in positioning a signalling event near the nucleus was subsequently described for mesenchymal-epithelial transition factor (MET). MET is an RTK for hepatocyte growth factor (HGF), which plays key roles in transducing signals that lead to increased cancer cell invasion and metastasis, and much signalling downstream of MET is thought to be mediated via activation of the oncogene activator of transcription, STAT3. Microtubule-dependent transport moves endosomes containing MET into close proximity of the nucleus to co-localize with the STAT3 transcription factor^6^. The close juxtaposition of this complex to the nucleus has been proposed to minimize signal dissipation, thus facilitating efficient activation of the transcriptional machinery in the nucleus.

There are numerous reports of RTKs, and the intracellular domains of RTKs, being imported into the nucleus to perform signalling roles^7^. RTKs such as fibroblast growth factor receptor 1 or platelet-derived growth factor receptor-β have been shown to be translocated as holoreceptors into the nucleus, whereas apparently intact ErbB2 (Erb-B2 RTK 2), VEGFR1 (vascular endothelial growth factor receptor 1) or MET have not only been shown to be found in the nuclear milieu, but also their C-terminal portions may be delivered to the nucleus following cleavage in the cytosol by enzymes such as secretases^8^. RTKs have been shown to perform several roles in the nucleus, with transcriptional coregulation being prominent among the processes thought to be downstream of nuclear-imported RTKs and their C-terminal portions. Nevertheless, the nuclear translocation of transmembrane receptors poses several topological ‘questions’—such as ‘how do transmembrane receptors cross the nuclear membranes?’ and, perhaps more challengingly, ‘what is the membrane domain topology of a type I membrane protein when it resides within the nucleoplasm?’. Mechanistic information enabling us to address these questions had been scarce until, more recently, EGFR1 was shown to be delivered to the nucleoplasm via docking and fusion of endosomes with the nuclear membrane^9,10^. This study identified a pathway that transports internalized EGFR1 through the early endosomal system towards the nucleus, whereupon EGFR1-containing endosomes associate physically with the outer nuclear membrane. These nuclear-associated endosomes then discharge their content into the nucleoplasm in a manner dependent upon the SUN1/SUN2 nuclear envelope proteins. Interestingly, these investigators found that the SUN/SUN2 complex delivered EGFR1 itself to the nucleus. Thus, although questions remain as to the topology of the nuclear RTK, this study has provided substantive evidence for a mechanism through which the endosomal system may directly interface with gene expression.

This body of work prompted us to further investigate endosomal pathways that might physically link external cues at the plasma membrane level to transcriptional responses in the nucleus. In this work we develop a quantitative proteomic method to pin-point key endosomal cargoes, which are translocated from the plasma membrane to the nucleus following activation of MET by the addition of HGF. This indicates that HGF promotes endocytosis of EphA2, another RTK, followed by capture of EphA2-positive endosomes upon the nuclear surface, in an interaction mediated by a nuclear localization signal (NLS) in the cytoplasmic domain of EphA2. This event promotes both actin polymerization in the juxta-nuclear region and phosphorylation of the actin monomer-binding protein, cofilin. We then proceed to use a combination of cell biological and mathematical modelling approaches, to determine that it is primarily the ability of nuclear-captured EphA2 to phosphorylate cofilin leading to depletion of nuclear G-actin, which drives changes in gene expression to enable cell migration and invasion.

## Results

### EphA2 mediates capture of endosomes at the nuclear surface

To study the influence of MET signalling on the intracellular destination of plasma membrane cargoes, we surface-labelled H1299 cells with a cell-impermeant biotinylation reagent at 4 °C. We rapidly warmed the cells to 37 °C, to allow internalization of cell surface proteins, and this was conducted in the presence and absence of HGF. Fluorescence microscopy was then used to image the distribution of internalized biotinylated material. This revealed a population of endosomes transporting plasma membrane-derived material into very close proximity of the nuclear membrane and this population was significantly increased by HGF addition (Fig. 1a).

**Fig. 1:**
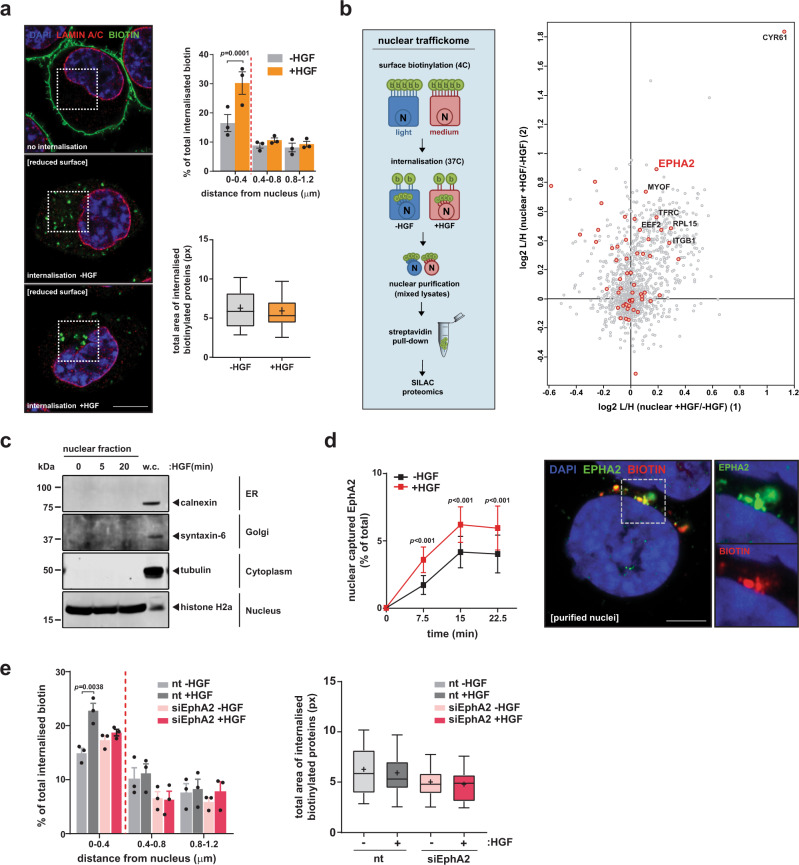
HGF promotes nuclear-capture of EphA2-positive endosomes. **a** H1299 cells were surface-biotinylated and allowed to internalize in the presence or absence of HGF. Biotin remaining at the cell surface was removed and distribution of biotinylated proteins visualized with streptavidin (green) and counterstained with DAPI (blue) and LaminA/C (red). Scale bar, 10 μm. Internalized particles (lower graph) and their distance from the nuclear surface (upper graph) was quantified. Values are mean ± SEM (upper graph) (*n* = 3 individual experiments), statistical significance was determined by one-way analysis of variance (ANOVA). Box and whiskers: 10–90 percentile whiskers, + represents mean, black line represents median (lower graph). **b**, **c** SILAC-labelled cells were surface-biotinylated and internalized as for **a**. Nuclei were purified and the biotinylated proteome determined by mass spectrometry (schematic). Western blotting confirmed integrity of the nuclear preparations (**c**). The scatter plot indicates the SILAC ratios of the biotinylated nuclear-associated proteome (+HGF/−HGF) from two independent experiments ((1) and (2)) plotted on the *x* and *y*-axes, respectively. Biotinylated proteins enriched in the nuclear fraction in response to HGF are represented in the upper right-hand quadrant. Proteins moving from the plasma membrane to the nuclear fraction are highlighted by red dots. **d** Surface-biotinylated cells were allowed to internalize in the absence or presence of HGF for the indicated times. Nuclei were purified and the presence of biotinylated-EphA2 in these purified nuclei determined using a capture-ELISA (left graph) and by super-resolution microscopy (right panels, scale bar 5 μm). Data are expressed as the proportion of surface-labelled EphA2, which is translocated to the nuclear preparation. Values are mean ± sem, *n* = 3 individual experiments, statistical test is repeated-measures two-way ANOVA. **e** H1299 cells were transfected with siRNAs targeting *EPHA2* (siEphA2) or a control (nt), surface-labelled and allowed to internalize in the presence or absence of HGF. Internalized biotinylated particles were determined as for **a**. Values are mean ± SEM (left graph) (*n* = 3 individual experiments), statistical significance was determined by two-way analysis of variance (ANOVA). Box and whiskers: 10–90 percentile whiskers, + represents mean, black line represents median (right graph).

These observations prompted us to develop a stable isotope labelling (SILAC)-based mass spectrometry (MS) proteomic approach to identify the cargoes trafficking from the plasma membrane to endosomes that are physically associated with the nucleus. H1299 cells were SILAC-labelled with medium (M) or light (L) amino acids and surface-biotinylated at 4 °C. Internalization of cell surface proteins was then triggered by increasing the temperature to 37 °C in the presence or absence of HGF for 30 min. Following this, nuclei and their associated endosomes were purified, biotinylated proteins isolated from these using streptavidin beads and the proteome of the isolates analysed by MS (Fig. 1b diagram). Western blotting (WB) confirmed that the purified nuclear preparations were uncontaminated with membranes from the endoplasmic reticulum and Golgi, and from cytoplasmic components (Fig. 1c). The results obtained indicated that activation of MET by HGF promoted translocation of a number of proteins, mainly receptors, from the plasma membrane to the nucleus, and another RTK, EphA2, was among these (Fig. 1b and Supplementary Data 1). To confirm this, we developed an approach to quantify the delivery of surface receptors to the nuclear fraction. We biotinylated cell surface proteins at 4 °C and warmed the cells to 37 °C in the presence and absence of HGF, as for Fig. 1a, to allow internalization of surface receptors. Following cooling back to 4 °C, we then purified nuclei (as for Fig. 1b, c) and used a capture-enzyme-linked immunosorbent assay (ELISA) to quantify the biotinylated-EphA2, which had relocated from the cell surface to this subcellular fraction. This indicated that ~5% of surface EphA2 moved from the cell surface to the nucleus within 15 min for internalization, and that this was significantly increased in the presence of HGF (Fig. 1d). Super-resolution Airyscan microscopy confirmed that this nuclear-associated EphA2 was present in vesicles that were attached to the nuclear surface (Fig. 1d). Furthermore, small interfering RNA (siRNA) knockdown of *EPHA2* opposed recruitment of plasma membrane-derived vesicles to the nuclear surface, indicating that EphA2 is not a passive cargo of this pathway, but that it is necessary for their delivery to and/or attachment of these endosomes to the nucleus (Fig. 1e).

Ephrin ligand-independent functions of EphA2 are known to be mediated by phosphorylation of Ser^897^ in its cytotail^11,12^. Ser^897^ is phosphorylated following activation of signalling downstream of several growth factor including epidermal growth factor, basic fibroblast growth factor, platelet-derived growth factor, tumour necrosis factor-α (TNFα) and HGF^11^. Moreover, these authors demonstrate that this is owing to the ability of these growth factors to drive signalling pathways leading to activation of Akt, although TNFα’s capacity to drive increased phospho-Ser^897^ more likely proceeds via activation of ribosomal S6 kinase  (and not Akt)^12^. HGF is long-established to drive Akt signalling via engagement of MET^13^ and we have previously shown that HGF-driven internalization of EphA2 requires Akt-driven phosphorylation of EphA2 at Ser^897^ in its cytotail^14^. To further elucidate factors required for HGF-driven packaging of EphA2 into endosomes, we deployed an siRNA to oppose clathrin heavy chain expression (Fig. 2a) and which blocks endocytosis of the transferrin receptor (the hallmark cargo of clathrin-coated pits) (Fig. 2b). This indicated that EphA2 internalization (both in the absence and presence of HGF) is strongly clathrin-dependent (Fig. 2c). We next tested the involvement of a battery of Rab GTPases and other endosomal regulators known to be involved in cell adhesion and migration (including Rabs 4, 5, 7, 11, 17, 21 and 25, CD63 and LAMP1/2). This highlighted Rab17 as being required for both HGF-driven internalization (Fig. 2d) and nuclear-capture (Fig. 2e) of EphA2. Super-resolution imaging also enabled us to identify vesicles containing both EphA2 and Rab17 at the membrane of purified nuclei (Fig. 2f). Moreover, live-cell fluorescence imaging indicated that Rab17 accompanied EphA2 on its centripetal journey from the plasma membrane to vesicles captured at the nuclear surface (Fig. 2g and Supplementary Movie 1).

**Fig. 2:**
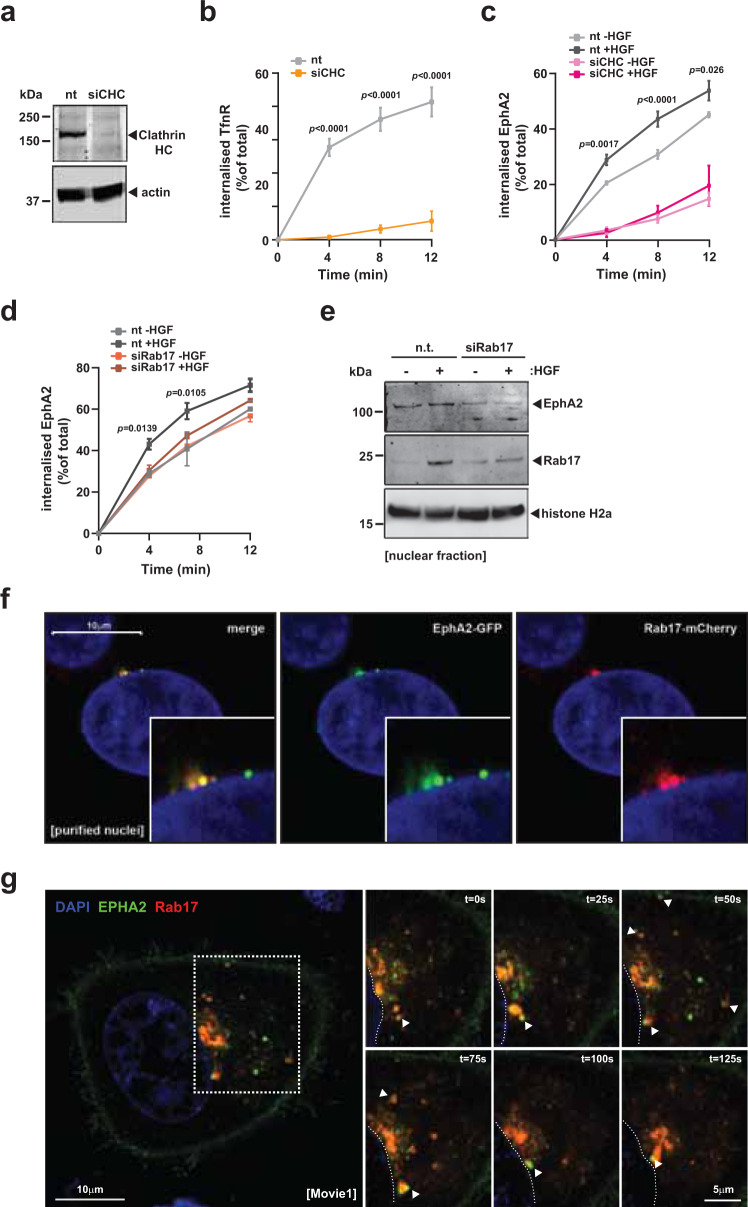
Clathrin and Rab17 control internalization and intracellular trafficking of EphA2. **a**–**d** H1299 cells were transfected with siRNA targeting clathrin heavy chain (siCHC), Rab17 (siRab17) or control (nt). Surface-biotinylated cells were allowed to internalize for the indicated times in the absence or presence of HGF and biotin remaining at the cell surface was removed. Internalized, biotinylated transferrin receptor (TfnR) (**b**) or EphA2 (**c**, **d**) were determined using capture-ELISA. Values are mean ± SEM, *n* = 3 independent experiments, statistical test is two-way analysis of variance (ANOVA). Knockdown of clathrin was determined by western blotting with actin as a loading control (**a**) and knockdown of Rab17 using qPCR (see Supplementary Fig. 3d). **e** Rab17 (siRab17) or control (nt) knockdown cells were incubated in the presence or absence of HGF for 5 min. Nuclei were purified, and EphA2 and Rab17 in these purified nuclei were determined using western blotting with histone H2a as loading control. **f** Cells expressing EphA2-GFP and Rab17-mCherry were incubated with HGF for 5 min. Nuclei were purified and the distribution of GFP (green) and mCherry (red) visualized using super-resolution microscopy; scale bar, 10 μm. **g** Cells expressing EphA2-GFP (green) and Rab17-mCherry (red) were challenged with HGF and movies collected using live confocal time-lapse fluorescence imaging (Supplementary Movie 1). Scale bar, 10 μm for the main panel and 5 µm for the insets. Stills (captured at the indicated times following HGF addition) from these movies are presented in the insets. The arrowheads indicate EphA2/Rab17-positive endosomes budding from the plasma membrane or moving towards the perinuclear region.

### EphA2 contains a juxtamembrane NLS required for nuclear-capture of endosomes

NLS are peptide sequences found in proteins that translocate from the cytoplasm to the nucleus. NLSs are recognized by importin-α, which in turn recruits importin-β nuclear receptors to promote the association of this complex with the nuclear pore to drive nuclear import^15^. As a bioinformatic analysis^16^ predicted a putative NLS in the juxtamembrane region of EphA2, we generated two mutants of this receptor (NLS1 and NLS2), designed to disrupt key basic residues responsible for importin-α recognition (Fig. 3a). As a proof-of-principle, we first determined that fusion of EphA2’s putative NLS with green fluorescent protein (GFP) (NLS-GFP WT), increased nuclear delivery of GFP (Supplementary Fig. 1a). Furthermore, EphA2-GFP fusion proteins in which the NLS was mutated (NLS-GFP[NLS1] and NLS-GFP[NLS2]) did not concentrate in the nucleus (Supplementary Fig. 1a), demonstrating that EphA2’s NLS-like sequence is likely to mediate functional interaction with the nuclear import machinery.

**Fig. 3:**
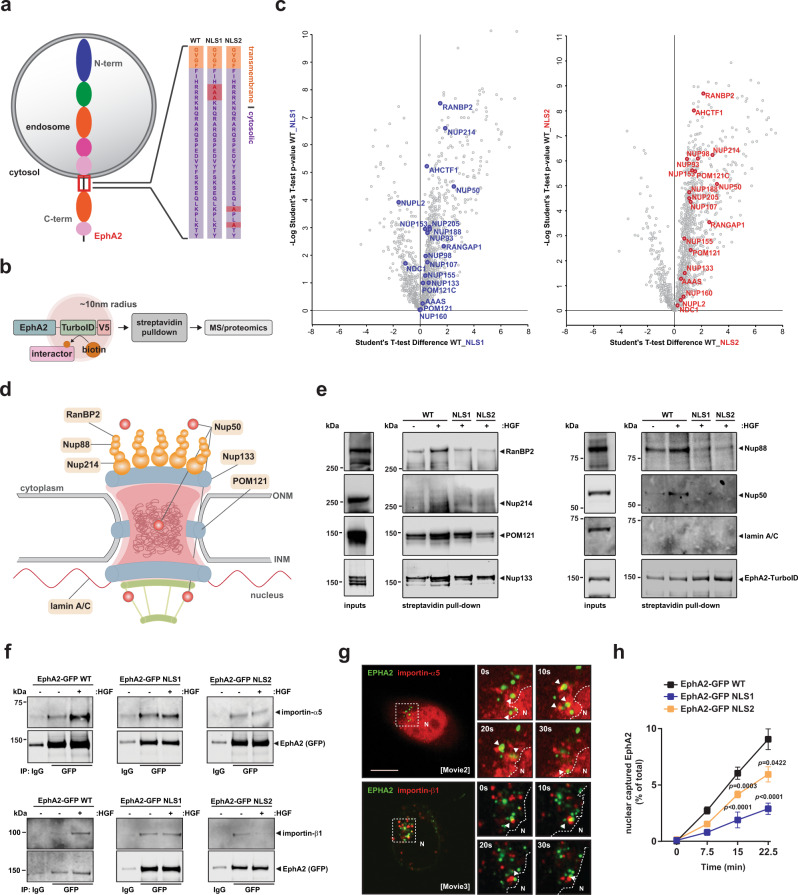
EphA2 interacts with the nuclear import machinery via a nuclear localization sequence in its cytotail. **a** Schematic diagram of the sequence of endosomally localized EphA2, indicating its predicted juxtamembrane NLS sequence and amino acid substitutions deployed to generate NLS1 and NLS2 mutants. **b** Schematic diagram of the EphA2-TurboID construct and workflow to determine the proximity interactome of EphA2. **c** H1299 cells stably expressing EphA2-TurboID constructs with wild-type EphA2 (WT) or mutated EphA2 NLSs (NLS1 and NLS2) were incubated with biotin for 1 h. Biotinylated proteins were isolated and analysed using MS-based proteomics (**b**). Scatter plots display the biotin-labelled protein enrichment (*x*-axis) commanded by wild-type EphA2 by comparison with EphA2s harbouring mutated NLS sequences (NLS1 and NLS2). Significance scores (−Log Student’s *t*-test *p*-value, *n* = 5 independent experiments) are plotted on the *y*-axes. Student’s *t*-test values > −Log 1.4 (<*p* = 0.05) are significant. Proteins annotated correspond to nuclear pore components that were identified in the proximity interactome. **d** Schematic diagram of the nuclear pore complex. Annotated proteins correspond to EphA2 proximity interactors confirmed in **e**. **e** Cells expressing EphA2-TurboID constructs were incubated with biotin in the presence or absence of HGF for 1 h. Biotinylated target proteins were analysed using western blotting. **f** Cells expressing the indicated GFP-tagged EphA constructs were incubated in the presence or absence of HGF for 5 min. EphA2-GFPs were immunoprecipitated and the presence of importins -α5 and -β1 was determined using western blotting. Blots are representative of four independent experiments. **g** Cells expressing EphA2-GFP (green) in combination with mCherry-importin-α5 (upper panels, red) or mCherry-importin-β1 (lower panels, red) were imaged by fluorescence time-lapse microscopy and movies collected (Supplementary Movies 2 and 3). Stills from these movies (selected at 10 s intervals) are displayed in the right panels. Scale bar, 10 μm. **h** Cells expressing the indicated GFP-tagged EphA2 constructs were treated with HGF for the indicated times and delivery of the tagged EphA2s to the nuclear fraction was determined using capture-ELISA as for Fig. 1d. Values are mean ± SEM, *n* = 5 independent experiments, statistical test is repeated-measures two-way ANOVA.

To further explore how EphA2 might interact with the nuclear import machinery, we deployed a proximity-labelling approach (Fig. 3b). We generated constructs in which either wild-type or NLS-mutated EphA2 was fused to an engineered biotin ligase, TurboID, which catalyses addition of biotin to proteins within its close proximity (<10 nm). These biotinylated proteins are then recovered using streptavidin beads to yield the proximal proteome of EphA2 (Fig. 3b). We confirmed that, following stable expression in H1299 cells, these TurboID-EphA2 fusion proteins appropriately localized to both the plasma membrane and endosomes (Supplementary Fig. 1b). Moreover, immunoblotting indicated that both the wild-type and NLS-mutated TurboID-EphA2 fusion proteins were efficiently expressed, and that they were able to efficiently autobiotinylate (Supplementary Fig. 1c). H1299 cells expressing wild-type or NLS mutant EphA2-TurboID constructs were then incubated with biotin in the presence of HGF and the resulting biotinylated proximal proteome was then determined using MS-based proteomics. This analysis indicated that the proximity proteome of EphA2 comprised several nuclear pore complex and nuclear pore-related proteins, and that interaction of these with EphA2 was favoured when its NLS was intact (Fig. 3c, Supplementary Fig. 1d and Supplementary Data 2). We validated a selection of these nuclear pore hits by WB and this demonstrated that EphA2 interacted with proteins located at the outer and central pore and cytoplasmic ring of the nuclear pore complex, but not with an abundant underlying inner nuclear membrane protein, such as laminA/C (Fig. 3d, e).

As it is the case for many NLS-containing cytoplasmic proteins that are recruited to the nuclear pore, EphA2 co-immunoprecipitated with both α- and β-importin subunits (including α5, β1 (Fig. 3f) and α7 importins and transportin-3 (Supplementary Fig. 1e) heterodimers) after HGF addition in a manner which was opposed by mutation of its NLS sequences (Fig. 3f and Supplementary Fig. 1e). Consistently, fluorescence time-lapse microscopy indicated that EphA2-positive vesicles appeared to contact structures that were positive for importin-α5 and β1-positive structures located near the nuclear surface (Fig. 3g and Supplementary Movies 2 and 3). Importantly, surface biotinylation/capture-ELISA approaches indicated that mutation of EphA2’s NLS opposed nuclear-capture of EphA2 vesicles (Fig. 3h), without compromising canonical signalling downstream of EphA2 (Supplementary Fig. 1f). Taken together, these data indicate that addition of HGF promotes clathrin- and Rab17-dependent endocytosis of EphA2. Following this, EphA2 and Rab17-positive endosomes are transported centripetally to associate with the nuclear pore in an interaction that requires a functional NLS in the cytoplasmic tail of EphA2.

### Nuclear-capture of endosomes is required for HGF-driven cell scattering and cancer cell invasion

Evidence is accumulating for a key role for EphA2 in the acquisition of invasive and metastatic behaviour in cancer^14,17–20^. Indeed, we have previously reported that an autochthonous model of pancreatic ductal adenocarcinoma (PDAC)—the ‘KPC’ model, which is driven by expression of mutants of *Kras* (K) and *Trp53* (P) under control of a pancreatic-specific *Cre* (C) recombinase—display reduced metastasis when conducted in EphA2-knockout mice^14^. Consistently, cells cultured from EphA2-knockout KPC tumours (KPC-PDAC cells) display profoundly reduced ability to invade into Matrigel towards a gradient of HGF (Fig. 4a). Invasiveness of cells from EphA2-knockout KPC cells was restored by expression of wild type, but not NLS mutants of EphA2 (Fig. 4a), indicating that nuclear-capture of endosomes contributes to an HGF-driven migratory process. Accordingly, cell scattering—the canonical cellular response to activation of HGF/MET signalling—was opposed by knockout (Fig. 4b, c) or siRNA (Fig. 4d–f) of *EPHA2* in KPC-PDAC and H1299 cells, respectively, and this was rescued by expression of wild-type, EphA2, but not its NLS mutants. Moreover, siRNA of *RAB17* (to reduce internalization of EphA2) opposed HGF-driven cell scattering (Fig. 4f). Taken together, these data indicate that internalization, centripetal transport, and NLS-mediated nuclear-capture of EphA2-positive endosomes is required for cells to mount a cell scattering and invasive response following addition of HGF.

**Fig. 4:**
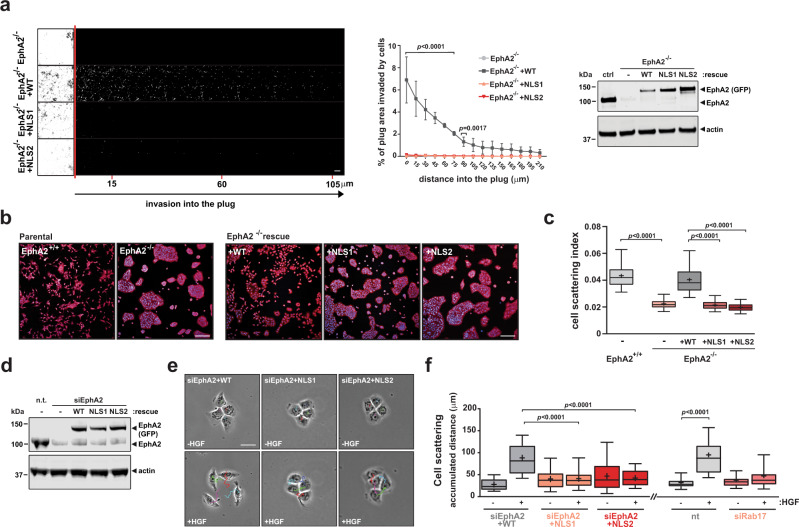
Nuclear-capture of EphA2 drives scattering and invasion in H1299 and PDAC cell lines. **a**–**c** Primary mouse cells were derived from pancreatic adenocarcinoma (PDAC) from KPC (Pdx1-Cre, Kras^G12D/+^, p53^R172H/+^) mice that were either wild-type (EphA2^+/+^) or knockout (EphA2^−/−^) for EphA2. EphA2-knockout PDAC cells stably expressing wild-type GFP-tagged EphA2 (EphA2^−/−^ + WT), or GFP-tagged EphA2s with mutated NLS sequences (EphA2^−/−^ + NLS1 and EphA2^−/−^ + NLS2) or empty vector control (EphA2^−/−^) were generated, and expression confirmed by western blotting (**a**; right panel). Invasion of PDAC cells toward a gradient of HGF was then determined using an inverted invasion assay (**a**). Optical sections were taken every 15 μm and consecutive images are displayed as a series running from left to right (**a**; left panel). Cell invasion at the indicated distances was quantified and expressed as a % of the total quantity of fluorescent cells in the plug (**a**; centre panel) (*n* = 3 independent experiments) Values are mean ± SEM. PDAC cells expressing EphA2 and its mutants were plated onto glass surfaces and their distribution quantified using high-content imaging (**b**). Box and whiskers: 10–90 percentile whiskers, + represents mean, black line represents median. Scale bar, 300 μm. The cell scattering index (% of objects not found in clusters of ≥5 cells) is displayed in the box and whisker plot (**c**), *n* = 3 independent experiments. Statistical test is one-way ANOVA. **d**–**f** H1299 cells were transfected with siRNAs targeting EphA2, Rab17, or control, in combination with ‘rescue vectors’ containing wild-type (WT) or the indicated NLS mutants of EphA2-GFP. Knockdown and rescue of EphA2 was determined using western blotting (**d**). Cells were plated onto glass surfaces and allowed to form colonies of ~4 cells/colony and then challenged with HGF (**e**). Cell scattering was quantified using ImageJ and is expressed as the accumulated distance travelled over 8 h (**f**). Box and whiskers: 10–90 percentile whiskers, + represents mean, black line represents median, *n* = 3 independent experiments, statistical test is one-way ANOVA.

### EphA2-mediated nuclear-capture influences expression of MRTF/SRF target genes

Engagement of MET with HGF exerts post-transcriptional influence over the cell’s migratory machinery—including actin polymerization and the turnover of cell-matrix adhesions^21^. In addition, HGF signalling has an established role in driving transcriptional programmes, which command invasive growth and metastatic behaviour^22^. Our finding that nuclear-capture of EphA2-positive endosomes is mediated via direct physical interaction with the nuclear pore, prompted us to consider the possibility that this process may be involved in transducing signals into the nucleus to drive a pro-invasive transcriptional gene expression programme. To establish whether transcriptional activity is required for invasive responses, we treated cells with actinomycin D (to inhibit RNA synthesis) and measured cell scattering following the addition of HGF. This clearly indicated that, although cells do retain the ability to migrate following inhibition of transcription (not shown), scattering of H1299 cells in response to HGF is completely opposed by the addition of actinomycin D (Supplementary Fig. 2). We, therefore, used RNA sequencing (RNAseq) to profile gene expression signatures driven by HGF and to determine whether components of this are dependent on EphA2 (Supplementary Data 3). This indicated that several HGF-responsive mRNAs were sensitive to siRNA of *EPHA2* (Fig. 5a left panel). 

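H1299, a human lung cancer cell line, was transfected with a non-targeting siRNA (nt) or with siRNA of *EPHA2* (siEphA2), and 48 h later the cells were left without HGF or given HGF at 10 ng/ml for 20 min. The siRNA left 47.9% of the mRNA of *EPHA2*, the receptor tyrosine kinase under study (ENSG00000142627, chromosome 1 of GRCh38 from 16124337 to 16156069). Its level without HGF was 8.93 ± 0.15 on the log2 CPM scale of the deposited values (SD, n = 3) in nt cells and 7.91 ± 0.16 (SD, n = 3) in siEphA2 cells. With HGF it was 9.03 ± 0.05 (SD, n = 3) in nt cells and 7.93 ± 0.19 (SD, n = 3) in siEphA2 cells. The 6 siEphA2 libraries, from 7.74 to 8.15, all lay below the 6 nt libraries, from 8.83 to 9.10. The difference was −1.06 on the log2 scale (two-sided exact permutation test over 924 relabellings, p = 0.0022). This test takes all libraries as independent, although libraries of the same experiment deviated together. Within one HGF state, 3 libraries against 3 can give no exact permutation p under 0.1, which is the value in both states.

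**Figure D1:**
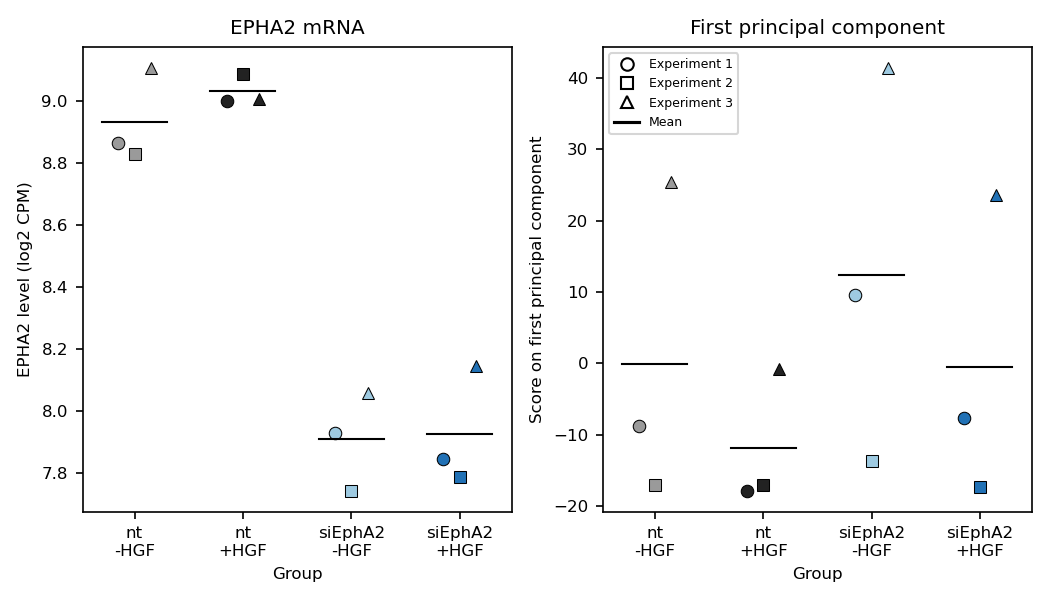
*EPHA2* mRNA in log2 CPM and the score on the first principal component in each of the 12 libraries, by group, with 1 marker shape per experiment and bars at the group means. The siEphA2 libraries lie between 7.74 and 8.15 for *EPHA2*, and the highest component score, 41.3, belongs to siEphA2 −HGF of experiment 3.

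Each of the 4 groups held 3 libraries, 1 from each of 3 independent experiments, made from polyadenylated RNA with the strand kept. The authors aligned the reads with HISAT2 2.1.0, counted them per gene with HTSeq 0.9.1 and passed the counts to voom of limma in R 3.4.4. The methods name the mouse build GRCm38 and the reporting summary names GRCh38. The deposited values are log2 CPM of 16004 genes. Because voom adds 0.5 to each count, whole reads could be recovered from these values, and 100% of those under 1000 reads were whole within 0.05 of a read. The recovered depth, summed over these 16004 genes, ran from 56843396 to 68403194 reads in nt −HGF (median 65236702), from 57123252 to 74626747 in nt +HGF (median 67809577), from 57249418 to 72346945 in siEphA2 −HGF (median 59385739) and from 48625859 to 61493042 in siEphA2 +HGF (median 49127530). For 4 of the 12 libraries the sample title names the other HGF state than the library name in the description. Libraries were grouped by the library name, which is also the column name of the deposited values. Changes were tested with limma on the log2 values over all 12 libraries, with Benjamini-Hochberg adjustment over 16004 genes, and a gene counts as higher or lower at an adjusted p under 0.05. Libraries of the same experiment deviated together from their group means, so the value of a fit with the experiment as a block is given wherever it changes a call or moves a count by more than 1.5 times. The first principal component held 66.2% of the variance of 12297 genes, and 3 libraries of experiment 3 had its highest scores, siEphA2 −HGF with 41.3, nt −HGF with 25.5 and siEphA2 +HGF with 23.6, while nt +HGF of experiment 3 had −0.83. Its gene loadings followed the GC content of the transcripts (Spearman's rho 0.81 across 12272 genes, which are not independent replicates). The HGF log2 fold change followed GC content across genes with a rho of −0.69 in nt and −0.56 in siEphA2 cells, the siRNA effect with 0.52 without HGF and 0.59 with HGF, and the difference of the HGF effect between siEphA2 and nt cells with 0.05.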

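In nt cells, 20 min of HGF raised mRNAs of immediate-early transcription factors, of a chemokine and of signalling enzymes, and each had a smaller fold change in siEphA2 cells. *NR4A2*, which encodes an orphan nuclear receptor, was 13.5-fold higher with HGF in nt cells and 2.89-fold in siEphA2 cells, and *CXCL2*, a neutrophil-attracting chemokine, 12.1-fold and 3.35-fold. *FOSB*, a subunit of the AP-1 transcription factor, was 9.16-fold higher in nt and 2.23-fold in siEphA2 cells, and *ATF3*, a stress-induced transcription factor, 3.99-fold and 1.39-fold. *SGK1*, a serine/threonine kinase, had folds of 3.89 and 1.52, and *NUAK2*, a kinase of the AMPK-related family, folds of 3.13 and 1.10. The paper lists 25 EphA2-sensitive mRNAs in Supplementary Data 3, a list chosen on these samples, so that its counts are not independent evidence of their direction. Of these 25, 22 were higher with HGF in nt cells by limma (25 adjusted over the list alone, and 25 over all genes with the experiment as a block), with a median log2 fold change of 1.82 and a range from 0.71 to 3.75. *EGR1*, *JUNB* and *RCAN1* were the 3 that did not pass over all genes without the block (adjusted p = 0.977, 0.733 and 0.445). Of the 22, 17 passed in every fit that left out 1 library. *ATF3* did not pass without nt −HGF 1, nt −HGF 2, nt +HGF 1 or nt +HGF 3 (adjusted p up to 0.088 in limma), *FOS* without nt +HGF 1, nt −HGF 2 or nt +HGF 3 (up to 0.063), *ZFP36L1*, a relative of the mRNA decay factor *ZFP36*, without nt −HGF 1, nt −HGF 2 or nt +HGF 3 (up to 0.056), *EDN1*, the vasoconstrictor endothelin 1, without nt −HGF 1 or nt +HGF 3 (up to 0.057), and *BHLHE40*, a circadian repressor, without any of 6 libraries (up to 0.201). In siEphA2 cells the median was 0.60, and 0 of 25 passed in limma over all genes (17 at an unadjusted p under 0.05, and 17 adjusted over the list alone). With the block 8 passed there (21 adjusted over the list alone), among them *CXCL2*, *DUSP1*, which encodes a phosphatase of MAP kinases, and *FOS*, another AP-1 subunit. Without HGF the siRNA moved the listed mRNAs by a median of 0.13, and 0 of 25 passed in limma with or without the block (3 and 4 at an unadjusted p under 0.05, and 0 and 2 adjusted over the list alone). By sign 19 of the 25 were higher. As a group they passed (camera, adjusted p = 0.023, and 0.020 with the block). They did not pass with an estimated correlation (adjusted p = 0.895). Camera with its preset correlation passed them in 19 of the 30 settings run.
The difference between the HGF effects of siEphA2 and nt cells was negative for all 25, with a median of −1.25 on the log2 scale and a range from −2.22 to −0.51. In limma without the block 0 of 16004 genes passed for this difference (149 at an unadjusted p under 0.05, 23 of them in the list, and 23 of 25 passed adjusted over the list alone). With the block 5 genes passed, all of them in the list. *ATF3* (ENSG00000162772, chromosome 1 of GRCh38 from 212565334 to 212620777) had a difference of −1.53 (standard error 0.15, adjusted p = 0.0011 from limma with the block, and 0.99998 without). *SGK1* (ENSG00000118515, chromosome 6 from 134169248 to 134318112) had −1.36 (standard error 0.17, adjusted p = 0.012 with the block). *NUAK2* (ENSG00000163545, chromosome 1 from 205302063 to 205321745) had −1.51 (standard error 0.22, adjusted p = 0.031 with the block). *FOSB* (ENSG00000125740, chromosome 19 from 45467995 to 45475179) had −2.04 (standard error 0.30, adjusted p = 0.031 with the block), and *NR4A1*, the orphan nuclear receptor Nur77 (ENSG00000123358, chromosome 12 from 52022832 to 52059507), −1.65 (standard error 0.25, adjusted p = 0.034 with the block). Over the alternatives the adjusted p of these 5 genes lay between 6.18e-06 (*NR4A1*) and 1 (*ATF3*), and each passed in 5 to 7 of the 32 or 33 settings. In 2 fits chosen after seeing the data, which let the HGF effect vary between experiments, 10 genes passed by the differences within each experiment and 17 with the block and an HGF term per experiment, all of them lower in siEphA2 cells and all in the list. The paper reports from Fig. 5a that *EPHA2* siRNA affected several mRNAs that respond to HGF.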

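SRF works with ternary complex factors, which ERK phosphorylates, and with MRTFs, which respond to free actin. Both groups of target mRNAs were among the gene lists fixed before the deposited values were examined. Values in the paper's tables had already been seen, and some lists were completed with older gene symbols after a first look at the list results. Of 15 measured targets of the ternary complex factor branch, 4 were higher with HGF in nt cells and none was lower by limma (12 higher adjusted over the list alone, and 12 over all genes with the experiment as a block). These 4 were *FOS* with a log2 fold change of 3.37, *NR4A1* with 2.45, *IER3*, an early-response gene linked to cell survival, with 1.37, and *SPRY4*, an inhibitor of receptor tyrosine kinase signalling, with 0.62. *SPRY4* did not pass when any of 7 single libraries was left out (adjusted p up to 0.273 in limma), among them nt −HGF 1, 2 and 3. Of 29 immediate-early transcription factors, 8 were higher and none lower (16 higher adjusted over the list alone, and 16 with the block), *JUN* with 1.32 and *KLF6* with 1.16 among them. Of 32 cytoskeletal MRTF targets, such as *ACTA2*, a smooth muscle actin (−0.19), *MYL9*, a myosin light chain (−0.17), and *VCL*, the adhesion protein vinculin (−0.02), 0 passed in limma (0 at an unadjusted p under 0.05) and 0 with the block (1 unadjusted). *ACTA2* was low, at −0.02 to 0.33 log2 CPM over the nt libraries. The paper reports by qPCR that *EPHA2* siRNA opposed the HGF-driven expression of *SRF* and of several cytoskeletal genes. With 3 libraries per group, small changes may have been missed here. Of the 13 mRNAs that the paper followed by qPCR as SRF and MRTF targets, *FOSB* (3.20), *ZFP36*, a protein that destabilises mRNAs (2.24), and *ATF3* (2.00) were higher, and with the block also *JUNB* (1.14) and *CCN1*, a matricellular protein (0.54).
As a group, the ternary complex factor targets were higher with HGF in nt cells than other genes (camera of limma, adjusted p = 1.31e-44, and adjusted p = 0.0028 with an estimated correlation), with a median log2 fold change of 0.83 in nt and 0.41 in siEphA2 cells. In siEphA2 cells the same test gave an adjusted p of 1.02e-09 and an adjusted p = 0.218 with an estimated correlation. Their HGF effect was lower in siEphA2 than in nt cells by a median of −0.69 (camera, adjusted p = 7.45e-20, and adjusted p = 0.017 with an estimated correlation). The immediate-early factors had a median difference of −0.45 (camera, adjusted p = 1.66e-27, and again adjusted p = 0.017 with an estimated correlation). For the cytoskeletal MRTF targets the median was −0.09 in nt cells (camera, adjusted p = 0.063), and with the block adjusted p = 0.033, which became adjusted p = 0.504 with an estimated correlation. Their median difference was 0.01 (camera, adjusted p = 0.317). These 32 transcripts held 52.8% GC on average, and after a correction for GC content, chosen after seeing the data, their median in nt cells was −0.02. The 13 qPCR targets passed in nt cells (camera, adjusted p = 8.97e-09, and adjusted p = 0.043 with an estimated correlation, which was adjusted p = 0.061 with the block). For their difference camera gave an adjusted p of 2.87e-06, and adjusted p = 0.105 with an estimated correlation. The paper's 25 mRNAs, which it chose on these libraries, held 5 of the 15 ternary complex factor targets, 10 of the 29 immediate-early factors, 4 of the 13 qPCR targets and 0 of the 32 cytoskeletal targets. Membership in these lists does not tell which branch acted. *JUNB* is in both the ternary complex factor and the qPCR list, and the former holds *EGR1*, which the paper calls an SRF/MRTF target. By chromatin immunoprecipitation the paper found that HGF raised the binding of MRTF, but not of Elk-1, at the *FOSB* and *JUNB* promoters.

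**Figure D2:**
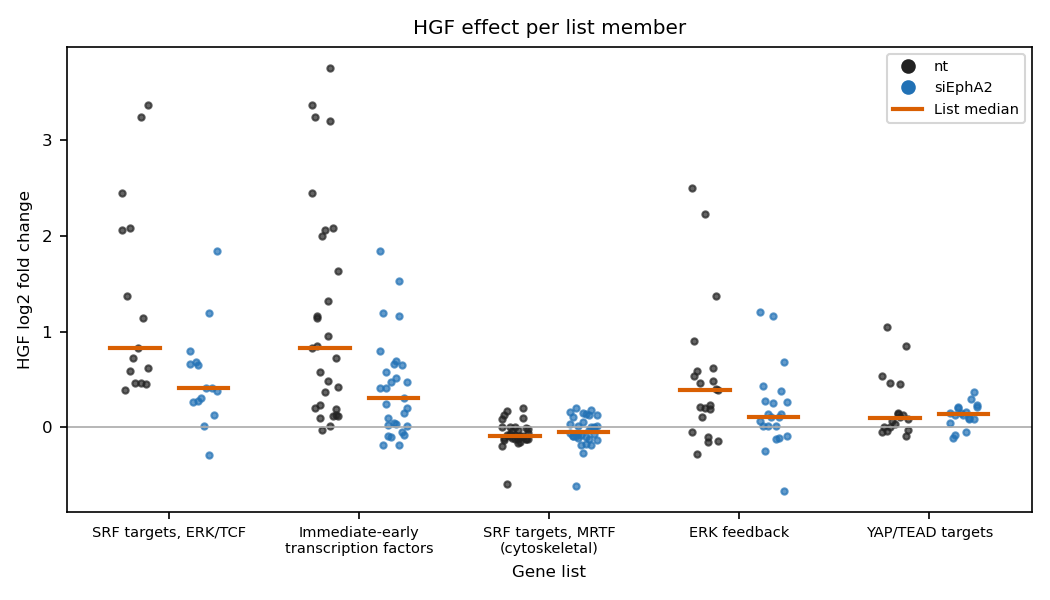
HGF log2 fold change (y axis) of each mRNA of 5 gene lists (x axis) in nt and siEphA2 cells, 1 point per mRNA, with a bar at the list's median. The median of the ternary complex factor targets is 0.83 in nt and 0.41 in siEphA2 cells, and that of the cytoskeletal MRTF targets in nt cells is −0.09.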

Serum-response factor (SRF) and myocardin-related transcription factor (MRTF) targets^23,24^ were strongly represented in this cohort of genes (Fig. 5a, right panel—highlighted in red). Four of the SRF targets highlighted by RNAseq (*ATF3*, *FOSB*, *JUNB*, and *ZFP36*) were further validated by qPCR, confirming that in both H1299 (Fig. 5b) and KPC-PDAC cells (Fig. 5c), HGF-driven expression of these genes was restored by re-expression of wild-type EphA2, but not when the cells expressed its NLS mutant counterparts.

**Fig. 5:**
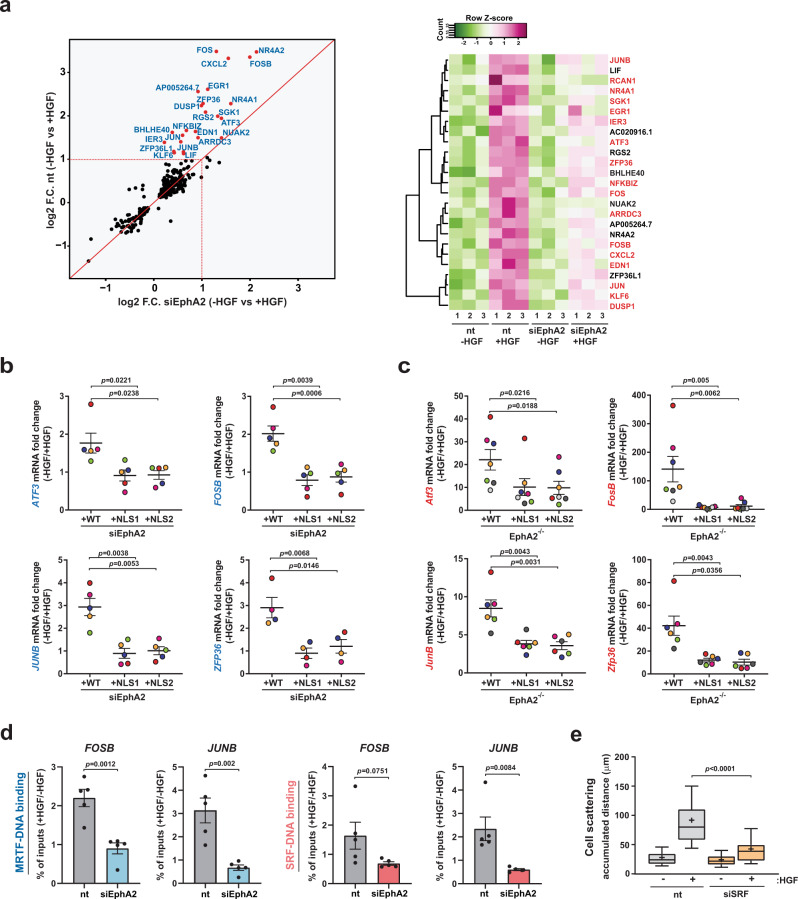
Nuclear-capture of EphA2 drives SRF/MRTF-dependent gene expression in H1299 and PDAC cell lines. **a** H1299 cells were transfected with siRNAs targeting EphA2 or control. Cells were challenged with HGF for 20 min and gene expression analysed by RNAseq. Each spot represents mRNAs that are significantly regulated by HGF. mRNAs whose HGF-dependent regulation is opposed by EphA2 knockdown are annotated. The heatmap displays the HGF-dependent regulation of the EphA2-dependent mRNAs (SRF target genes in red). *n* = 3 independent experiments. **b**, **c** EphA2 knockdown H1299 (siEphA2; **b**) or mouse primary PDAC cells from EphA2-knockout mice (EphA2^−/−^; **c**) were transfected with wild-type EphA2 (WT) or NLS mutants of EphA2 (NLS1 and NLS2). Cells were then incubated in the presence or absence of HGF for 20 min and levels of the indicated mRNAs (*FOSB*; *JUNB*; *ATF3*; *ZFP36*) determined using qPCR. HGF-driven (−HGF/+HGF) mRNA expression fold change is plotted on the *y*-axis. Bars are mean ± SEM, statistical test is one-way ANOVA. In **b**, *n* = 5 for (*FOSB*; *JUNB*; *ATF3*) and *n* = 4 (*ZFP36*) independent experiments. In **c**, *n* = 7 for (*Atf3*; *FosB*) and *n* = 6 (*JunB; Zfp36*) independent experiments. Paired data are denoted by dots of the same colour. **d** H1299 cells were transfected with an siRNA targeting EphA2 (siEphA2) or control (nt) and challenged with HGF. Promoter-bound MRTF (left panels) or SRF (right panels) were immunoprecipitated (ChIP) and quantified by qPCR. HGF-induced fold changes in immunoprecipitated genes are plotted on the *y*-axis. Values are mean ± SEM, *n* = 5 independent experiments, statistical test is two-sided *t*-test. **e** H1299 cells were transfected with siRNAs targeting SRF (siSRF) or control (nt). Cell scattering in the presence and absence of HGF was determined as for Fig. 4f. Box and whiskers: 10–90 percentile whiskers, + represents mean, black line represents median, *n* = 3 independent experiments, statistical test is one-way ANOVA.

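HGF raised 26 mRNAs in nt cells and lowered none by limma (257 of 16004 at an unadjusted p under 0.05), and with the experiment as a block it raised 72 and lowered none. Besides 22 mRNAs of the paper's list these were *SPRY4* (0.62), *SPRY2* with a log2 fold change of 0.91, an inhibitor of receptor tyrosine kinase signalling like *SPRY4*, *SAT1*, an enzyme of polyamine breakdown, with 0.66, and the unnamed gene ENSG00000279198 with 1.34. The names *SAT1* and ENSG00000279198 were chosen after their values were seen, and neither passed without any of 7 or 8 single libraries (adjusted p up to 0.164 and 0.253 in limma). With the block 47 mRNAs outside the list were higher, such as *PLK2*, a stress-responsive kinase (1.07), *RHOB*, a small GTPase (1.05), *ADM*, the peptide adrenomedullin (1.00), *ID1*, an inhibitor of DNA-binding factors (0.96), and *HBEGF*, an EGF receptor ligand (0.54). In siEphA2 cells 0 mRNAs passed in limma (314 at an unadjusted p under 0.05) and 10 were higher with the block, 8 of the list together with *NEAT1*, a long noncoding RNA (0.65), and *PLK2* (0.60).
Genes were also called for the HGF effect averaged over nt and siEphA2 cells, a choice that leans to neither arm. All of the 25 genes called this way were higher with HGF, and all 25 had a smaller change in siEphA2 cells, with a median ratio of siEphA2 to nt of 0.41 and a range from 0.08 to 0.71. Of these 25, 21 are in the paper's list, which was chosen on these libraries, so they are no second, independent set. With the block 75 genes were called, 73 higher and 2 lower, and 69 of the 75 (92%) had a smaller change in siEphA2 cells, with a median ratio of 0.48. Of these 75, 24 are in the paper's list.
Of 21 genes of ERK feedback, 5 were higher in nt cells and none lower (8 adjusted over the list alone, 9 with the block), led by *DUSP1* with 2.50 and *RGS2*, a regulator of G-protein signalling, with 2.23 (camera, adjusted p = 5.77e-22, and adjusted p = 0.0091 with an estimated correlation). Their median difference between siEphA2 and nt cells was −0.24 (camera, adjusted p = 1.48e-09, and adjusted p = 0.080 with an estimated correlation). Of 7 genes of ZFP36-type mRNA decay, *ZFP36* and *ZFP36L1* (1.11) were higher, and 3 passed with the block (camera, adjusted p = 1.62e-09, and adjusted p = 0.012 with an estimated correlation). Of 16 NF-κB and cytokine genes 3 were higher (4 with the block), *CXCL2* with 3.60, *NFKBIZ*, a nuclear IκB protein, with 1.66 and the cytokine *LIF* with 1.18. The list passed (camera, adjusted p = 2.20e-08, and adjusted p = 0.0038 with an estimated correlation), and with the block gave adjusted p = 0.050 with an estimated correlation. Its difference, with a median of −0.10, passed as well (camera, adjusted p = 1.22e-05, and adjusted p = 0.017 with an estimated correlation). With the block the latter was adjusted p = 0.062. Of these 16 genes, 4 had an unadjusted p under 0.05 for the difference in limma. The paper's 25 mRNAs, chosen on these libraries, held 3 of the 16, 3 of the 21 ERK feedback genes and 2 of the 7 decay genes. The tests of these 3 lists are therefore not independent of that choice. Of 17 scatter and invasion genes 0 passed in limma (3 at an unadjusted p under 0.05) and 3 with the block, *EGR1*, *HBEGF* and *KLF4* (camera, adjusted p = 6.02e-06, and adjusted p = 0.0091 with an estimated correlation). Of 18 YAP and TEAD targets 0 passed (4 unadjusted) and 5 with the block, among them *THBS1*, the matrix protein thrombospondin (0.85), *CCN2*, a matricellular protein (0.45), and *ANKRD1*, a nuclear ankyrin-repeat protein (0.46). Their camera test gave an adjusted p of 9.17e-05, and adjusted p = 0.025 with an estimated correlation, or adjusted p = 0.051 with the block. Of 9 replication histone genes 0 passed (3 unadjusted) and 1, *H2BC21*, with the block (camera, adjusted p = 0.0027, and adjusted p = 0.348 with an estimated correlation). The other 12 lists had adjusted p from 0.246 to 0.838 in camera. These were Eph receptors and ephrins, the nuclear-capture machinery, interferon response, ER and amino acid stress, heat shock, G1/S and G2/M cell cycle genes, cholesterol synthesis, hypoxia and glycolysis, mitochondrial transcripts, snoRNA hosts and reference genes. With the conditions of the sample titles in place of the library names, 0 genes passed in limma for HGF in nt cells (444 at an unadjusted p under 0.05).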

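In each of the 3 experiments the listed mRNAs changed less with HGF in siEphA2 than in nt cells of the same experiment, in 75 of 75 comparisons over 25 mRNAs. The paper chose this list on these libraries, so the count is not independent evidence of the direction, and the mRNAs are not replicates of the 3 experiments. *FOS* (ENSG00000170345, chromosome 14 of GRCh38 from 75278826 to 75282230) rose from 1.73 ± 0.57 to 5.10 ± 0.32 log2 CPM in nt cells (SD, n = 3 each). It was at 1.97 ± 1.06 and 3.82 ± 0.61 in siEphA2 cells (SD, n = 3 each). *ZFP36* (ENSG00000128016, chromosome 19 from 39406847 to 39409412) rose from 1.82 ± 0.41 to 4.06 ± 0.05 in nt cells and was at 1.98 ± 0.58 and 3.08 ± 0.25 in siEphA2 cells (SD, n = 3 each). *JUNB*, an AP-1 subunit (ENSG00000171223, chromosome 19 from 12791486 to 12793315), went from 4.54 ± 0.44 to 5.67 ± 0.04 in nt cells and from 4.65 ± 0.68 to 5.06 ± 0.30 in siEphA2 cells (SD, n = 3 each). Its HGF effect in nt cells had an adjusted p of 0.733 from limma without the block and of 0.0046 with the block.
The HGF change of *FOS* in experiments 1 to 3 was 3.56, 3.74 and 2.81 on the log2 scale in nt cells and 2.39, 2.17 and 0.97 in siEphA2 cells. For *ATF3* it was 1.91, 2.20 and 1.88 in nt and 0.40, 0.83 and 0.18 in siEphA2 cells. *NUAK2* had changes of 1.25, 2.26 and 1.43 in nt and of 0.16, 0.21 and 0.04 in siEphA2 cells. *JUNB* had 1.15, 1.59 and 0.67 in nt and 0.61, 0.75 and −0.13 in siEphA2 cells. Over the 25 genes called for the averaged HGF effect, the median change in siEphA2 cells was 0.49 of that in nt cells in experiment 1, 0.42 in experiment 2 and 0.26 in experiment 3. The spread between experiments was thus smaller than the gap between the arms for *ATF3* and *NUAK2*, whose 3 siEphA2 changes all lay below the 3 nt changes, and for *JUNB* the arms overlapped.

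**Figure D3:**
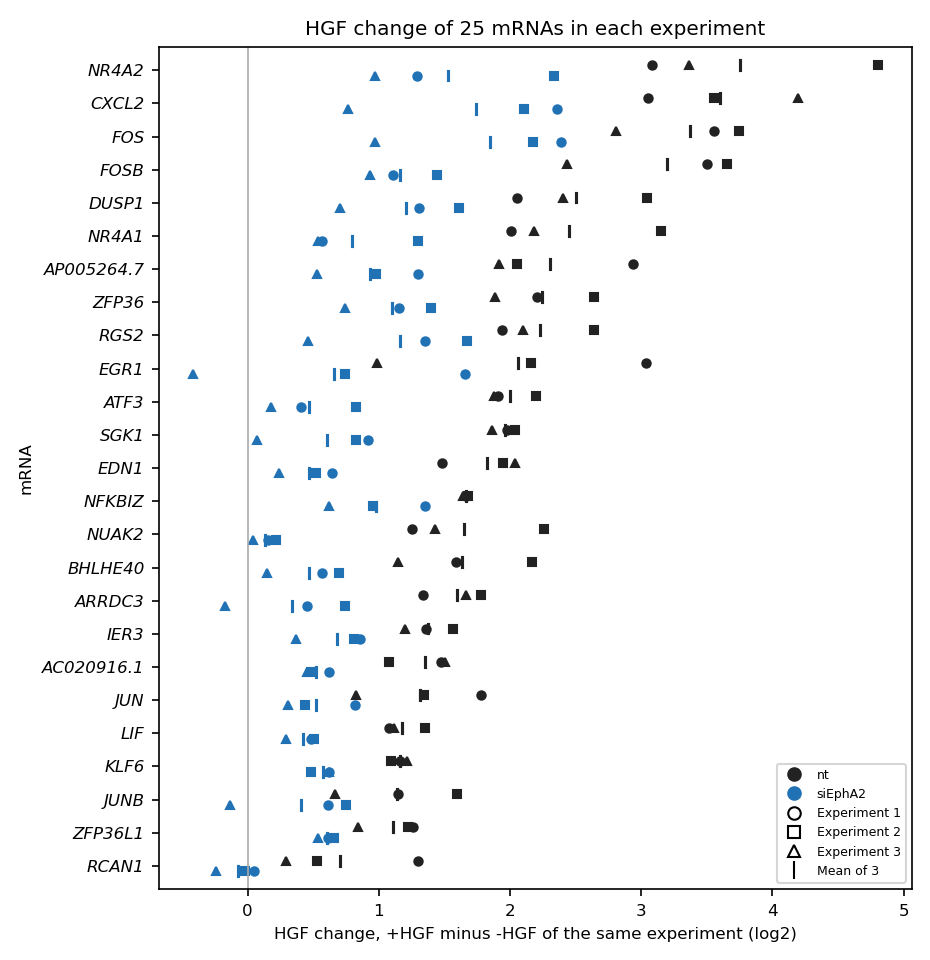
HGF change (x axis, log2, +HGF minus −HGF of the same experiment) of the 25 listed mRNAs (y axis), which the paper chose on these libraries, in nt and siEphA2 cells, 1 marker per experiment, with a bar at the mean of 3. Each siEphA2 marker lies to the left of the nt marker of the same experiment, as for *ATF3* with 0.40 and 1.91 in experiment 1.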

Similarly, knockdown of clathrin heavy chain, Rab17 and the cytoplasmic filament-associated component of the nuclear pore, RanBP2, opposed HGF-driven increases in *ATF3*, *FOSB*, *JUNB* and *ZFP36* expression (Supplementary Fig. 3a–e), consistent with a role for endocytosis, centripetal transport, and nuclear-capture of EphA2-positive endosomes in the ability of MET to communicate with the gene expression machinery. In addition, HGF-driven expression of other well-established MRTF targets, including SRF itself and several cytoskeletal genes^23^, was opposed by siRNA of *EPHA2* (Supplementary Fig. 3f), corroborating the influence of EphA2 and nuclear-capture on activation of broad range of MRTF target genes. To further interrogate this, we performed a series of chromatin immunoprecipitation^24^ assays that showed increased binding of MRTF (but not Elk-1) to *FOSB* and *JUNB* gene promoters following HGF addition, and that this was opposed by *EPHA2* knockdown (Fig. 5d and Supplementary Fig. 3g). Although this clearly demonstrates a requirement for EphA2 signalling in HGF-driven recruitment of MRTF to its target genes, it remains unclear how *EPHA2* knockdown might impact on MRTF/SRF protein levels under basal conditions. Finally, HGF-driven cell scattering was significantly inhibited by siRNA knockdown of *SRF*, indicating that regulation of gene expression links nuclear-capture to HGF-driven cellular responses (Fig. 5e and Supplementary Fig. 3h).

### Nuclear-capture influences MRTF/SRF target gene expression by depleting nuclear G-actin

MRTF is inhibited by association with monomeric actin (G-actin) and when actin polymerization is upregulated this activates gene expression by reducing the pool of G-actin available to inhibit MRTF^25^. We, therefore, considered the possibility that nuclear-capture may influence MRTF/SRF-dependent transcription by promoting actin polymerization. Live-cell imaging indicated that HGF drove actin polymerization in the vicinity of nuclear-captured EphA2 (Fig. 6a top panel and Supplementary Movie 4) and this was opposed by the expression of an NLS mutant of EphA2 (Fig. 6a left bottom panel and Supplementary Movie 5). EphA2 is known to promote actin polymerization and one mechanism through which it achieves this is via recruitment of ephexin4—a guanine nucleotide exchange factor (GEF) for the small GTPase, RhoG^26^. Activated RhoG, in turn, recruits ELMO2 and Dock4—a GEF for Rac1^27^—to drive actin polymerization. We confirmed the association between RhoG and EphA2 by demonstrating that these two proteins coimmunoprecipitate and additionally found that RhoG-EphA2 coimmunoprecipitation was enhanced by the addition of HGF (Supplementary Fig. 4a). We then used siRNA to suppress levels of RhoG and found that this reduced levels of F-actin in the juxta-nuclear region measured in the presence of HGF (Fig. 6a right bottom panel and Supplementary Movie 6). Consistently, siRNA targeting RhoG (*ARHGEF16*) opposed both transcription of SRF/MRTF target genes (Supplementary Fig. 4b, d) and HGF-driven cell scattering (Supplementary Fig. 4c), in the same way as did suppression of EphA2.

**Fig. 6:**
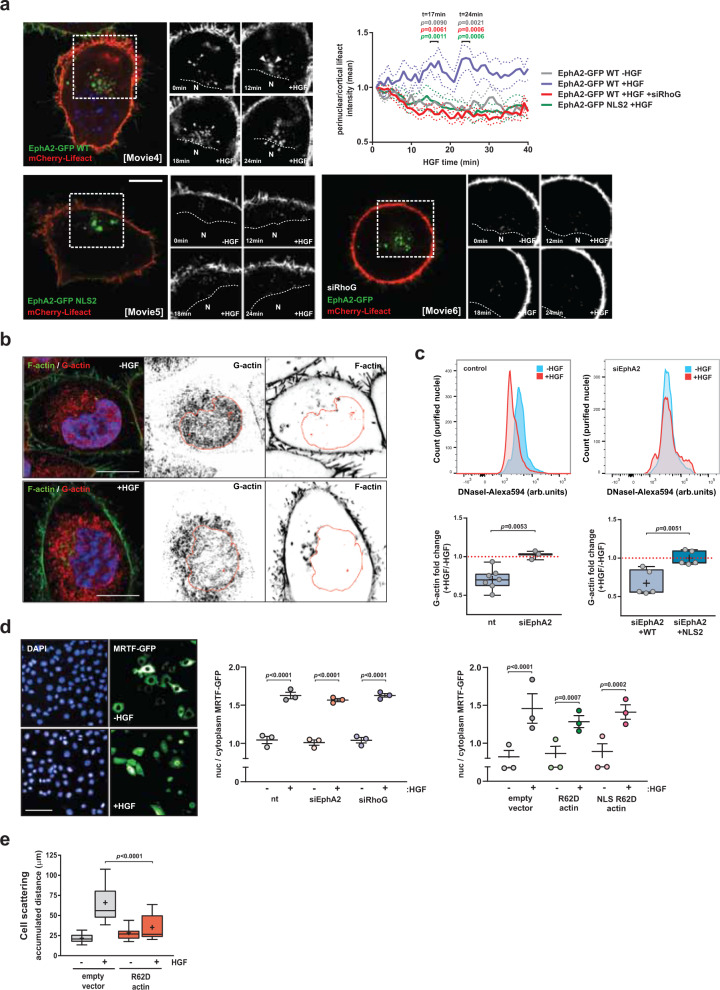
Nuclear-capture is required for perinuclear actin polymerization and nuclear G-actin depletion. **a** H1299 cells were transfected with either EphA2-GFP^WT^ (WT) or EphA2-GFP^NLS2^ (NLS2) (green) in combination with mCherry-Lifeact (red), with or without an siRNA targeting RhoG (siRhoG). Cells were challenged with HGF and monitored using time-lapse imaging (Supplementary Movies 4–6). Scale bar, 10 μm. Stills are presented in the inserts. Lifeact fluorescence intensity in the perinuclear region is expressed as a ratio between the perinuclear and the cortical regions. Solid and dotted lines are mean and SEM, respectively, *n* > 7 independent experiments, statistical test is two-way ANOVA and *p*-values are comparisons (at the indicated time points) between the EphA2-GFP WT + HGF values and other conditions as denoted by the colours. **b** Cells were incubated in the presence or absence of HGF for 20 min, fixed and stained with fluorescent DNaseI to visualize G-actin (G-actin; red) and counterstained with phalloidin (green) and DAPI (blue). The nucleus is denoted in red. Scale bar, 10 μm. **c** Cells were transfected with siRNAs targeting EphA2 (siEphA2) or control (nt), or siEphA2 in combination with wild-type EphA2-GFP (WT) or EphA2 NLS2-GFP (NLS2). Cells were challenged with (+HGF) or without HGF (−HGF) for 20 min. Nuclear G-actin content was quantified by flow cytometry. Box and whisker plots (min. to max. whiskers, + represents mean) are ratio of the geometrical mean value of HGF-treated vs. non-treated cells (+HGF/−HGF), *n* = 7 (control, left panel), *n* = 3 (siEphA2, left panel), and *n* = 5 (right panel) independent experiments, statistical test is unpaired *t*-test two-sided analysis. **d** Cells expressing MRTF-GFP were transfected with siRNAs targeting EphA2, RhoG or R62D, or nuclear-targeted R62D actin mutants or vector control, and challenged with HGF as indicated. Distribution of MRTF-GFP was expressed as the ratio of MRTF-GFP in the nucleus vs. the cytoplasm. Values are expressed as mean ± SEM, *n* = 3 independent experiments, statistical test is two-way ANOVA. **e** Cells were transfected with R62D actin mutant or vector control. Scattering was determined as for Fig. 2c. Box and whiskers: 10–90 percentile whiskers, + represents mean, black line represents median, *n* = 3 independent experiments, statistical test is one-way analysis ANOVA.

Given that MRTF activation is driven by the reduced monomeric actin levels that accompany actin polymerization, we used DNaseI (which, at low concentrations, binds specifically to monomeric actin) to visualize the distribution of G-actin in H1299 cells^28^. This indicated that, following addition of HGF, G-actin levels appeared to be reduced in the nucleus, but not in the surrounding cytoplasm (Fig. 6b). We next developed an approach in which we purified nuclei from cells that had previously been incubated in the presence or absence of HGF and used DNaseI staining followed by flow cytometry to quantify the HGF-driven changes to nuclear G-actin. This confirmed that addition of HGF significantly decreased nuclear G-actin levels (Fig. 6c left panel). Importantly, this was opposed by siRNA of *EPHA2* and rescued by wild type, but not an NLS mutant of, EphA2 (Fig. 6c right panel). Taken together, these data indicate that nuclear-capture of endosomes allows HGF signalling to promote actin polymerization in the juxta-nuclear cytosol and to drive depletion of nuclear (but not cytosolic) G-actin.

G-actin influences both nucleocytoplasmic shuttling^29^ and transcriptional activity^30^ of MRTF/SRF, so we used high-content imaging to measure nuclear shuttling of MRTF and decipher the role that EphA2, RhoG and G-actin might play in this. As expected, MRTF translocated to the nucleus following HGF addition. However, this was not opposed by knockdown of either EphA2 or RhoG (Fig. 6d left and centre panels). Moreover, by deploying non-polymerisable monomeric actins—actin^R62D^ and the nuclear-targeted, NLS-actin^R62D^ actin^31^—we found that nuclear shuttling of MRTF was unaffected by levels of actin monomer in the cytoplasm and nucleus, respectively (Fig. 6d right panel). Despite this, the expression of actin^R62D^ profoundly inhibited MRTF target gene expression (Supplementary Fig. 4e) and HGF-driven cell scattering (Fig. 6e). These data indicate that, although G-actin levels do not regulate nuclear translocation of MRTF, it is depletion of nuclear G-actin downstream of nuclear-capture that triggers MRTF transcriptional activity in response to HGF. Consistently, when we elevated nuclear G-actin levels by knocking down the exportin-6 transporter (*XPO6*) (Supplementary Fig. 4f, g), which mediates efflux of G-actin from the nucleus^32^, HGF-driven transcription of MRTF target genes and cell scattering were inhibited (Supplementary Fig. 4h, i).

### Nuclear-capture promotes depletion of nuclear G-actin via phosphorylation of cofilin

Given that nuclear G-actin levels appear to be the lynchpin event in transducing signals between engagement of MET and activation of MRTF/SRF, we needed to define the role of EphA2 and its capture in depleting nuclear G-actin following HGF addition. To approach this, we considered several reactions that are known to influence nucleocytoplasmic shuttling of actin and these are summarized schematically in Fig. 7a. First, the rate of juxta-nuclear actin polymerization (denoted by E_c_µ1 in Fig. 7a), which we have found to be nuclear-capture and RhoG-dependent, is likely to affect availability of G-actin for nuclear import. Indeed, a recently described pathway linking mechanical force to gene expression in the skin invokes tension-induced F-actin polymerization in the immediate vicinity of the nuclear membrane, which restricts availability of G-actin in the nucleus to oppose transcription in a chromatin-dependent manner^33^, and such a mechanism may also influence SRF/MRTF target gene expression. Another event that might influence nucleocytoplasmic actin dynamics is phosphorylation of cofilin at Ser^3^ (by LIM domain kinase (LIMK)) (denoted by E_c_µ2 in Fig. 7a)^34^, as this opposes formation of the cofilin–actin complex, which is the species transported into the nucleus via importin-9^35^. Indeed, addition of HGF increased cellular levels of phospho-cofilin and this was opposed by siRNA of EphA2 or RhoG and rescued by expression of wild-type (but not NLS mutants of) EphA2 (Fig. 7b). This indicates that cofilin phosphorylation is controlled by nuclear-capture and thus may influence communication with the transcriptional machinery.

**Fig. 7:**
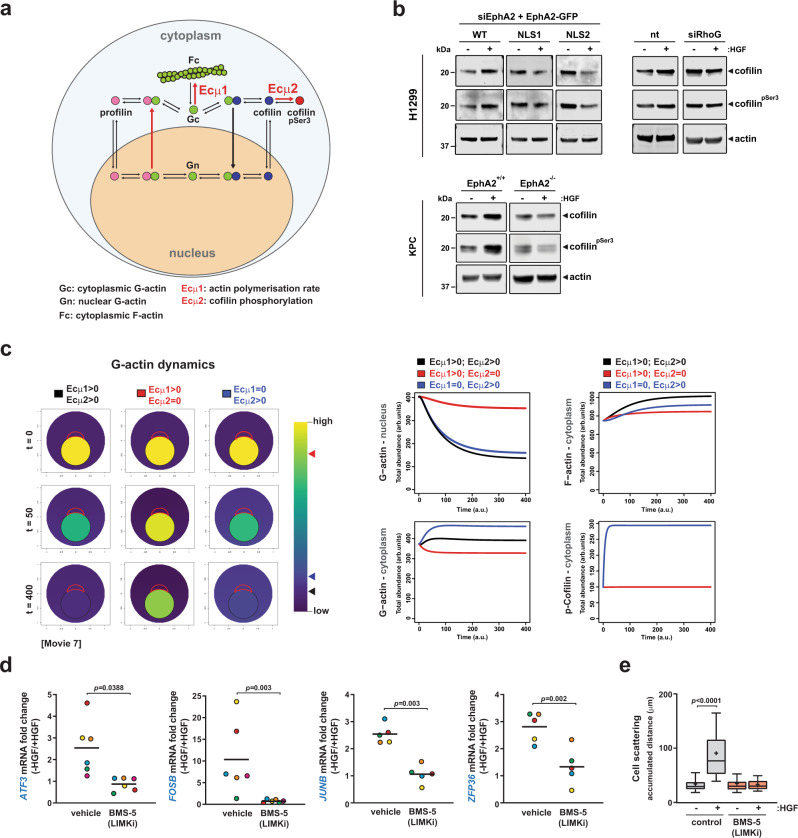
Cofilin phosphorylation controls nucleocytoplasmic actin dynamics and gene expression. **a** Schematic of pathways downstream of EphA2 influencing nucleocytoplasmic actin dynamics. Rates of cytoplasmic actin polymerization and cofilin phosphorylation are denoted by E_c_µ1 and E_c_µ2, respectively. **b** H1299 cells were transfected with siRNAs targeting RhoG (siRhoG) or control (nt), and EphA2 knockdown H1299 cells were transfected with rescue vectors for wild-type EphA2 (WT), EphA2 NLS1 (NLS1) or EphA2 NLS2 (NLS2). PDAC-derived cell lines were from KPC mice (KPC EphA2^+/+^) or EphA2-knockout KPC mice (KPC EphA2^−/−^). Levels of cofilin and phospho-cofilin (cofilin pSer^3^) following HGF treatment were determined by western blotting. **c** Nucleocytoplasmic actin dynamics were modelled according to the schematic in **a**. The cell is modelled as two static circular compartments representing the cytoplasm and nucleus (see Supplementary Fig. 5a). The area of influence of nuclear-captured EphA2 is delimited with a red line and G-actin levels are represented by the Viridis colour palette. EphA2-dependent actin polymerization (E_c_µ1) and cofilin phosphorylation (E_c_µ2) were ‘initiated’ at *t* = 0 and movies made from this (Supplementary Movie 7). Stills (at *t* = 0, 50 and 400) from these movies and graphs denoting the changes in G-actin (nuclear and cytoplasmic), F-actin and phospho-cofilin levels are displayed. This dynamic model indicates that shutdown of cofilin phosphorylation (E_c_µ1 > 0; E_c_µ2 = 0; red), but not actin polymerization (E_c_µ1 = 0; E_c_µ2 > 0; blue), opposes depletion of nuclear G-actin. **d** Cells were treated with or without HGF for 20 min in the absence or presence of LIMK inhibitor (BMS-5) and levels of the indicated SRF target determined as for Fig. 5b. Bar is mean of *n* = 6 for (*ATF3; FOSB*) and *n* = 5 (*JUNB*, *ZFP36*) independent experiments. Paired data are denoted by dots of the same colour. **e** Cell scattering was determined as for Fig. 4f, in the presence and absence of LIMK inhibitor (BMS-5). Box and whiskers: 10–90 percentile whiskers, + represents mean, black line represents median, *n* = 3 independent experiments, statistical test is one-way ANOVA.

We next used the reactions depicted in Fig. 7a to design a computational approach for modelling nucleocytoplasmic actin dynamics, and thus test the contribution of signalling events occurring downstream of EphA2 and RhoG to the depletion of nuclear G-actin. We modelled the cell as two static circular compartments representing the cytoplasm (Γ_c_) and the nucleus (Γ_n_) (Supplementary Fig. 5a). Then, for the species indicated in Fig. 7a (G-actin, F-actin, profilin, profilin–actin, cofilin, cofilin–actin), we assigned values of relative initial concentrations in both the nuclear and cytoplasmic compartments in a way that was consistent with experimental observations. We also generated equations representing the rates of exchange of these species across the nuclear membrane (as informed by published observations) and diffusion rates of these species within the nuclear and cytoplasmic compartments. Finally, we generated equations for the reactions indicated in Fig. 7a, which catalyse the interactions between, and the interconversion of, the various species. All these designations and equations representing diffusion, intercompartmental transport and species interconversion are defined in the ‘Methods’. We then allowed this computational model to run and present the results using the Viridis colour palette, which is used to display the relative concentrations of G-actin (Fig. 7c and Supplementary Movie 7). This model clearly predicted that when juxta-nuclear actin polymerization (E_c_µ1) and cofilin phosphorylation (E_c_µ2) (Fig. 7a) are both active (Ecμ1 and Ecμ2 > 0), this drives rapid depletion of nuclear G-actin and modestly increased cytosolic G-actin (Fig. 7c and Supplementary Movie 7), thus recapitulating the actin dynamics observed experimentally following HGF addition (as in Fig. 6b, c). We then tested the consequences of independently reducing either E_c_µ1 or E_c_µ2 to zero—i.e., mimicking selective inhibition of cytosolic actin polymerization (Ecμ1 = 0) and/or inactivating cofilin phosphorylation (Ecμ2 = 0), respectively. This indicated that cofilin phosphorylation (E_c_µ2) was likely to exert a greater influence over the depletion of nuclear G-actin depletion than actin polymerization (E_c_µ1) (Fig. 7c and Supplementary Fig. 5b). This prediction was then confirmed experimentally, as treatment with the Arp2/3 inhibitor, CK-666^36^, completely opposed juxta-nuclear actin polymerization without opposing the expression of MRTF target genes (Supplementary Fig. 5c, d). Conversely, addition of the LIMK inhibitor, BMS-5^37^, to oppose cofilin phosphorylation, completely opposed the ability of HGF to drive both expression of MRTF target genes and cell scattering (Fig. 7d, e). Taken together, these computational and experimental biology approaches indicate that HGF-driven nuclear-capture of EphA2 facilitates transmission of signals to the transcriptional machinery in the nucleus primarily by enabling phosphorylation of cofilin. This opposes nuclear import of G-actin leading to depletion of nuclear G-actin, which, in turn, activates the MRTF/SRF transcription factor to enable HGF-driven scattering and invasive behaviour of cancer cells (Fig. 8).

**Fig. 8:**
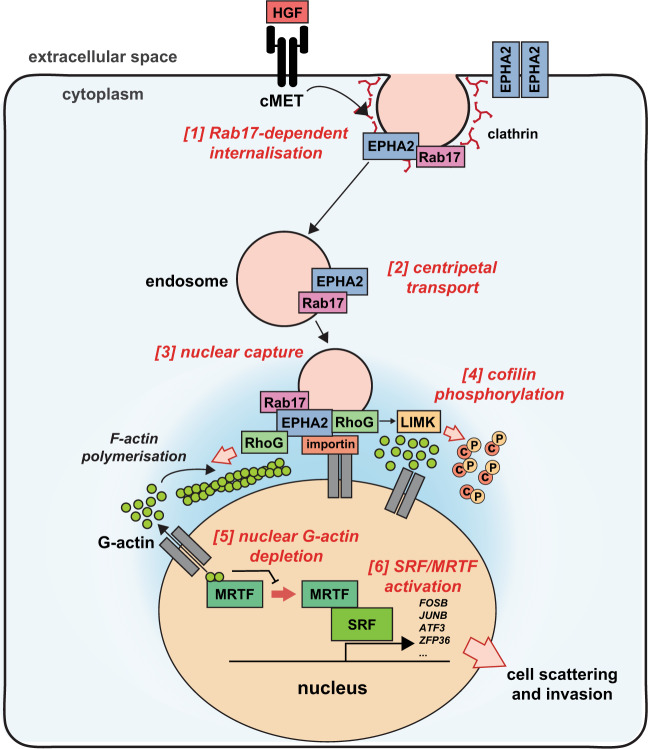
Schematic summary of the role played by nuclear-capture of EphA2 endosomes in controlling nuclear G-actin dynamics. MET drives clathrin and Rab17-dependent endocytosis of EphA2 [1]. EphA2/Rab17-positive endosomes are then transported centripetally [2] and become physically attached to, or ‘captured’ by, the nucleus by an interaction formed between the nuclear import machinery and a nuclear localization sequence located in EphA2’s cytodomain [3]. This nuclear-capture event, in turn, drives actin polymerization, which is restricted to the juxta-nuclear region [4] and LIMK-driven phosphorylation of cofilin [5], and both events are dependent on the RhoG GTPase. Phosphorylation of cofilin opposes nuclear import of cofilin–actin, leading to depletion of G-actin from the nucleus [6], which, in turn, activates transcription of MRTF/SRF target genes [7] to implement cell scattering and invasion.

## Discussion

EphA2 and other ephrin receptors recruit a range of signalling adaptors to activate cascades that drive actin polymerization and other cytoskeletal rearrangements^26,38^. Direct activation of cytoskeletal rearrangements, such as increased subplasmalemmal actin dynamics^39^ and the transmission and sensing of cytoskeletal tension^40^, are certainly integral to the implementation of repulsive responses mediated by ephrin receptors. Nevertheless, here we provide evidence that EphA2-dependent alterations to actin dynamics influence transcriptional events in the nucleus within minutes of HGF addition, and that this is a pre-requisite for cell : cell repulsion to occur. Activation of transcription is known to be a key element in the early stages of certain cell : cell repulsive responses. For example, HGF has been shown to upregulate *SNAI1* and *KLF4*, which enables cell : cell repulsion and scattering by repressing expression of mRNAs for cell adhesion molecules such as E-cadherin and claudin-3^41^. In this situation, upregulation of both *SNAI1* and *KLF4* is enabled by another transcription factor, Egr-1, and this occurs within an hour of HGF addition. 

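The mRNA of Egr-1, an immediate-early zinc-finger transcription factor, was 4.17-fold higher with HGF in nt cells and 1.58-fold in siEphA2 cells. *EGR1* (ENSG00000120738) lies on chromosome 5 of GRCh38 from 138465479 to 138469303. Its level went from 3.95 ± 0.47 to 6.01 ± 1.02 log2 CPM in nt cells and from 4.32 ± 0.68 to 4.98 ± 1.29 in siEphA2 cells (SD, n = 3 each). The HGF change was 3.04, 2.16 and 0.98 on the log2 scale in experiments 1 to 3 in nt cells, and 1.66, 0.74 and −0.41 in siEphA2 cells. In limma the effect in nt cells was 2.06 (standard error 0.62, adjusted p = 0.977), and with the experiment as a block its adjusted p was 0.0073, in a range from 9.32e-07 to 0.99999 over 31 alternatives. In siEphA2 cells it was 0.66 (adjusted p = 0.954 without the block and 0.356 with it). The difference between the arms was −1.40 (standard error 0.87, adjusted p = 0.99998), with a standard error of 0.47 and an adjusted p of 0.99968 from limma with the block. Neither fit allows the HGF effect to vary between experiments, as it did in both arms. Within experiments 1 to 3 the difference was −1.38, −1.42 and −1.40, and in 2 fits chosen after seeing the data that take this variation out it passed, with an adjusted p of 0.0014 for the differences within each experiment and of 4.56e-04 with the block and an HGF term per experiment. Over 33 alternatives, of which these 2 passed, its adjusted p lay between 4.56e-04 and 1.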

Egr-1 is a well-described SRF/MRTF target^42^ and our data shows how its upregulation is rapidly promoted by HGF and in a way that is dependent on EphA2 expression (Fig. 5a). The acquisition of invasive cancer phenotypes cannot occur without initiation of specific transcriptional programmes. The AP-1 family of transcription factors is key to initiating invasion and it achieves this by upregulating pro-invasive genes and shutting down the expression of invasion suppressors^43^. Here we have identified two members of the AP-1 family—*FOSB* and *JUNB*—as primary transcriptional targets of the EphA2-SRF-MRTF axis, which provides mechanistic insight into how the interplay between EphA2 and HGF may contribute to metastasis. Moreover, our observations may illuminate how alterations in the signalling coding downstream of EphA2 dictates whether cell : cell repulsion operates primarily in a tumour-suppressive or a metastasis-promoting mode. Indeed, when a cell in a normal epithelium acquires a Ras mutation, this increases EphA2 expression, which, via interaction with ephrinA ligands in the surrounding cells, activates cell contractility to promote cell : cell repulsion^44,45^. This repulsive event apically extrudes the Ras-mutated cell from the epithelium, thus enacting a tumour-suppressive role for EphA2. It will be interesting to explore how the signalling downstream of EphA2 differs between this tumour-suppressive process and the pro-invasive nuclear-capture-dependent pathway that we describe in this this study. In particular, it will be interesting to determine whether activation of MRTF/SRF-dependent transcription imparts pro-invasive/metastatic characteristics to EphA2-driven cell : cell repulsive events and whether that signalling is dependent on the balance between the levels of EphA2 expressed in the cancer cells and the abundance of ephrin ligands present in the tumour microenvironment.

The mechanisms controlling MRTF/SRF activation are likely to have evolved to coordinate gene expression with cytoskeletal reorganization and cell migration. An established route to MRTF/SRF activation is driven by increased cytosolic actin polymerization, which occurs following activation of cell migration^29,46,47^. Cell migration-associated actin polymerization reduces G-actin levels in the cytosol, which reveals MRTF’s nuclear localization sequences. This then allows MRTF to enter the nucleus. Once in the nucleus, G-actin levels must be kept low within this compartment for MRTF’s RPEL domains to mediate binding to its target promoter regions and enable transcription. Interestingly, selective activation of actin polymerization in the nucleus—presumably favouring reduced nuclear G-actin levels—is sufficient to trigger MRTF transcriptional activity, suggesting that it can be the nuclear (and not cytosolic) G-actin levels that are the key trigger to MRTF activation^30^. Consistent with this, we find that depletion of nuclear (and not cytosolic) G-actin is absolutely required for HGF to trigger transcription of MRTF/SRF targets, whereas nuclear import of MRTF is triggered by HGF in a way that is independent from either nuclear or cytosolic G-actin levels. Thus, a characteristic of HGF-driven, EphA2-dependent cell : cell repulsion and invasiveness is that it operates via a mechanism in which MRTF/SRF is activated by selectively reducing nuclear (but not cytosolic) G-actin (see Figs. 6b and 7c). Our approach, involving a combination of cell biology and computational modelling approaches, has elucidated a pathway through which cells can efficiently and rapidly reduce nuclear G-actin, while maintaining (or even increasing) cytosolic G-actin, and this involves a mechanism in which endosomes are captured at the nuclear surface to drive cofilin phosphorylation at this locale. Certainly, our evidence suggests that the nuclear membrane can act as a scaffolding platform upon which EphA2-positive endosomes and the machinery downstream responsible for cofilin phosphorylation can assemble. Indeed, as EphA2s with mutated NLSs do not support HGF-driven cofilin phosphorylation, it appears that the signalling ensemble linking EphA2 to cofilin phosphorylation seems to be only fully active when EphA2 is captured at the nuclear surface. Importins are known to multitask^48^—likely contributing to processes as diverse as mitotic spindle formation^49^, proteasome^50^, and stress granule^51^ function and microtubular transport^52^. Thus, although we have not yet demonstrated a direct association between EphA2’s cytotail and an importin, we submit that NLS-mediated recruitment of EphA2-positive endosomes to the nuclear membrane, to allow signalosome assembly should be added to the list of tasks performed by elements of the nuclear import machinery. However, why does the signalosome assembled around EphA2 need to be positioned so close to the nucleus and what would be the consequences for actin dynamics if EphA2 were to activate cofilin phosphorylation further away from the nucleus? To address this, we extended our computational model to determine whether the positioning of a signalling ensemble driving cofilin phosphorylation influences nucleocytoplasmic actin dynamics. This indicated that if the region representing the congregation of nuclear-captured EphA2-positive endosomes is moved away from the nuclear surface, thus mimicking cofilin phosphorylation near to the plasma membrane, this reduces the amount of G-actin mobilized from the nucleus to the cytoplasm (Supplementary Fig. 5d). This suggests that one of the main reasons that EphA2-positive endosomes (and their associated signalling ensembles) are captured at the nuclear surface, as opposed to being assembled on endosomes further away from the nucleus, is to ensure that the HGF-driven reduction of nuclear G-actin is as efficient as possible. We propose that this would maximize activation of MRTF−/SRF in the nucleus, while maintaining cytosolic G-actin levels to support the actin polymerization needed in this compartment to fully enable cell : cell repulsion and invasive cell migration to proceed.

To conclude, this study describes a new paradigm for transmission of signals between the plasma membrane and the nucleus in which one RTK (MET) promotes endocytosis of another (EphA2)—whose function is to interact with the nuclear import machinery to capture endosomes at the nuclear surface. Importantly, we have developed mathematical models, which have guided our experimental strategy, and the combination of these approaches have allowed us to conclude that EphA2-mediated nuclear-capture functions to oppose (primarily via increased cofilin phosphorylation) nuclear import of G-actin, thus driving down nuclear (but not cytoplasmic) G-actin levels to trigger SRF/MRTF-dependent gene expression. This means of signal transduction provides opportunities for coordination and integration of inputs from other pathways and we, therefore, anticipate that nuclear-captured endocytic compartments will function as a key signalling nexus for a range of cellular processes in a variety of cell types. Indeed, it has not escaped our notice that several other receptors (within the RTK and other receptor families) contain sequences within their cytodomains, which may constitute functional NLSs. Thus, it will be interesting to determine how widespread a phenomenon is nuclear-capture and the extent to which it may influence the integration of signalling downstream of other receptors controlling processes, such as T-cell development, which are known to rely on activation of MRTF/SRF-dependent transcription^53^.

## Methods

### Cell culture, transfection, constructs, and siRNA

H1299 cells were obtained from American Type Culture Collection. The genetic identity of all these cell lines was confirmed at the CRUK Beatson Institute (Promega GenePrint 10 Kit). Cell lines were cultured at 37 °C and 10% CO_2_ in a humidified incubator. H1299 cells and in-house mouse PDAC cells were cultured in Dulbecco’s modified Eagle medium. All media were supplemented with 10% fetal calf serum (FCS), 2 mM l-glutamine, 100 IU/ml penicillin, 100 μg/ml streptomycin. For expression vectors, cells were transfected using Lipofectamine 2000 (Thermo Fisher) and for siRNAs transfection was performed using the Nucleofector system (kit V; Lonza). All the cell lines used were tested for the presence of mycoplasma contamination.

PDAC cells were obtained from pancreatic adenocarcinoma from EphA2^+/+^ or EphA2^−/−^ KPC mice as previously described^14^. The KPC genotype is Pdx1-Cre, Kras^G12D/+^, p53^R172H/+^. EphA2^−/−^ mice were obtained from Jackson Laboratories.

EphA2-GFP cDNA was subcloned into a pCDNA3.1-Zeo empty vector. Mutagenesis to generate the EphA2 NLS1 and NLS2 mutants was performed using the Quikchange Multi-lightning site-directed mutagenesis kit (Agilent). Importin-α5 (*KPNA1*) and importin-β1 (*KPNB1*) cDNAs were obtained from MRC PPU reagents (MRC, Dundee) and subcloned into an mCherry-N1 empty vector. mCherry-Lifeact was a gift from Dr. Laura Machesky (CRUK Beatson Institute). RhoG-GFP construct was a gift from Dr. Anne Ridley (University of Bristol). EGFP-C1-Rab17 was a gift from Jeremy Simpson (University College, Ireland). The R62D and NLS-R62D actin constructs were gifts from Dr. Robert Grosse (University of Freiburg). siRNA oligos for EphA2, Rab17, SRF, RhoG and XPO6 were purchased as ON-TARGETplus siRNA SMARTpools (Dharmacon). siRNA for clathrin heavy chain is as described in ref. ^54^. LIMK inhibitor BMS-5/LIMKi 3 (Tocris) was used at a 10 µM final concentration. Arp2/3 inhibitor CK-666 (Tocris) was used at a final concentration of 100 µM.

### Antibodies and immunoprecipitation

For WB and immunofluorescence (IF), antibodies were from the following sources: goat anti-LaminA/C (Santa Cruz, sc-6215, dilutions: WB 1 : 1000; IF 1 : 100), mouse anti-EphA2 (Millipore, 05-480, dilution: WB 1 : 1000), mouse anti-EphA2 (Santa Cruz, sc-398832, dilution: WB 1 : 500), rabbit anti-EphA2 phospho-Ser897 (Cell Signaling, #6347, dilution: WB 1 : 1000; IF 1 : 200), rabbit anti-EphA2 phospho-Tyr588 (Cell Signaling, #12677, dilution: WB 1 : 1000), mouse anti-GFP (Immunoprecipitations, Abcam, ab1218, 6.66 μg/ml), mouse anti-GFP (Santa Cruz, sc-9996, dilution: WB 1 : 500), rabbit anti-GFP (Abcam, ab6556, dilution; WB 1 : 1000), rabbit anti-importin-α5 (KPNA1, Proteintech, 18137-1-AP, dilution: WB 1 : 1000), mouse anti-importin-β1 (KPNB1, Cell Signaling, #60769, dilutution: WB 1 : 1000), mouse anti-actin (Sigma, A1978, dilution: WB 1 : 5000), mouse anti-RhoG (Millipore, 04-486, dilution: WB 1 : 1000), mouse anti-Rab17 (Abnova, H00064284-MO1, dilution: WB 1 : 1000), mouse anti-importin-α7 (Proteintech, 12366-2-AP, dilution: WB 1 : 1000), rabbit anti-TNPO3 (Abcam, ab109386, dilution: WB 1 : 1000), mouse anti-CHC (TD1, F. Brodsky, dilution: WB 1 : 1000), rabbit anti-Histone H2a (Abcam, ab16563, dilution: WB 1 : 1000) and rabbit anti-XPO6 (Proteintech, 11408-1-AP, dilution: WB 1 : 1000), mouse anti-cofilin (Proteintech, 66057-1-Ig, dilution: WB 1 : 5000) and rabbit anti-cofilin phospho-Ser3 (Santa Cruz, sc-12912-R, dilution: WB 1 : 1000). For immunoprecipitation, mouse antibodies were coupled to magnetic beads conjugated to anti-mouse IgG (Invitrogen; Dynabeads Sheep anti-mouse IgG; catalogue number 11031). For chromatin immunoprecipitation, antibodies were rabbit anti-SRF (Cell Signaling Technologies, #5147, 5 μg/immunoprecipitation), rabbit anti-MRTF-A (Cell Signaling Technologies, #14760, 5 μg/immunoprecipitation) and mouse anti-ELK-1 (Santa Cruz, sc-365876, 5 μg/immunoprecipitation). For the TurboID experiments, we used mouse anti-RanBP2 (Santa Cruz, sc-74518, dilution: WB 1 : 500), rabbit anti-Nup214 (Bethyl Laboratories, A300-716A-M, dilution: WB 1 : 300), rabbit anti-POM121 (Genetex, GTX102128, dilution: WB 1 : 1000), mouse anti-Nup133 (Santa Cruz, sc-376763, dilution: WB 1 : 500), mouse anti-Nup88 (BD Biosciences, 611896, dilution: WB 1 : 1000), mouse anti-Nup50 (Santa Cruz, sc-398993, dilution: WB 1 : 250), goat anti-laminA/C (Santa Cruz, sc-6215, dilution: WB 1 : 1000) and mouse anti-V5-Tag (Thermo, MA5-15253, dilution: WB 1 : 1000; IF 1 : 100). Cell lysates were prepared in a buffer containing 200 mM NaCl, 75 mM Tris-HCl pH 7, 15 mM NaF, 1.5 mM Na_3_VO_4_, 7.5 mM EDTA, 7.5 mM EGTA, 0.15% (v/v) Tween-20, and protein inhibitors (Thermo Fisher). Lysates were passed three times through a 26-gauge needle and clarified by centrifugation at 10,000 × *g* for 5 min at 4 °C. Lysates were added to the beads and rotated for 2 h at 4 °C. Beads were washed three times in Tween-20-containing buffer and then analysed by WB.

### Quantitative reverse-transcription PCR

Trizol (Ambion) was used to isolate total RNA from the relevant cell lines following the manufacturer’s protocol. The cDNA was obtained by using the Quantitect reverse-transcription kit (Qiagen). Quantitative reverse-transcription PCR (qRT-PCR) reactions were prepared using the SYBR Green kit (QuantaBio). The amplified products were obtained and analysed by a CFX96 qPCR System (BioRad) and BioRad CFX Manager 3.1 software. ΔΔC(*t*) was determined using ribosomal *18S* as a reference. Control transfected transcript levels were assigned the arbitrary value of 1. *FOSB*, *JUNB*, *ATF*3, *ARHGEF16* and *RAB17* human Quantitect primers were purchased from Qiagen and the rest of the primers were manufactured by Invitrogen (Thermo Fisher) (see Supplementary table 1).

### Quantification of EphA2 internalization and nuclear-capture

#### Internalization

Cell surface proteins were labelled with membrane impermeant sulfo-NHS-SS-Biotin (0.13 mg/ml) in phosphate-buffered saline (PBS) for 30 min at 4 °C. To allow internalization, cells were incubated at 37 °C for the appropriate times in the presence and absence of HGF (10 ng/ml, Preprotech). To remove biotin from proteins remaining at the cell surface, cells were incubated with sodium mercaptoethanesulphonate (MesNa; 20 mM) for 60 min at 4 °C, and the cell lysed in a buffer containing 1.5% Triton X-100 and 0.75% NP-40 (pH 7.0). Biotinylated (internalized) EphA2 was then determined by capture-ELISA. Maxisorb 96-well plates (Life Technologies) were coated overnight with 5 μg/ml anti-EphA2 antibodies (Millipore) in 0.05 M Na_2_CO_3_ pH 9.6 at 4 °C and blocked in PBS containing 0.05 % Tween-20 (PBS-T) with 5% bovine serum albumin (BSA) for 1 h at room temperature. EphA2 was captured by overnight incubation of 50 μl of cell lysate at 4 °C. Unbound material was removed by extensive washing with PBS-T and wells were incubated with streptavidin-conjugated horseradish peroxidase (Vector Laboratories) in PBS-T containing 1% BSA for 1 h at 4 °C. Following further washing, biotinylated integrins were detected by chromogenic reaction with ortho-phenylenediamine followed by measurement of absorbance at 490 nm in a multi-well spectrophotometer (Magellan software 7.2 – Tecan)^55^.

#### Nuclear-capture

Cells were collected in PBS, centrifuged for 10 s in a tabletop centrifuge and the supernatant discarded. Cells were resuspended in PBS containing 0.1% NP-40 (PBS-N) and passed through a 26-gauge needle 5 times, centrifuged for 10 s and resuspended in PBS-N. This procedure was then repeated. The pellet was finally resuspended in lysis buffer containing 1% Triton X-100 and 1% NP-40, sonicated for three rounds of 20 s/round. Finally, samples were centrifuged at 6800 × *g* in a tabletop centrifuge for 30 s and protein content was measured by using Optiblot (Thermo Fisher) following the manufacturer’s protocol. The levels of nuclear-captured biotinylated-EphA2 were determined by capture-ELISA as described above using ELISA plates coated with either mouse anti-EphA2 or mouse anti-GFP (Abcam) antibodies. To image purified nuclei by IF, nuclei were seeded onto glass-bottom dishes previously coated with poly-d-lysine, fixed with 4% paraformaldehyde and stained with various antibodies.

To image internalization of biotinylated proteins, the same cell surface biotinylation and MesNa reduction procedure as described above was used followed by fixation in 4% paraformaldehyde. Biotinylated proteins were visualized with Alexa488-conjugated streptavidin (Vector). Images were acquired using a Zeiss LSM 880 Airyscan confocal microscope and processed using Zen Black Zeiss software (version 2.3.sp1). To quantify distances between vesicles and the nucleus in ImageJ software (version 1.53), a mask for the 4′,6-diamidino-2-phenylindole (DAPI) staining was created and a distance map obtained from the boundaries of the nucleus. Internalized particles were selected and the distance to the nucleus was analysed by overlaying them with the distance map. The analysis was performed by obtaining ten fields of view (FoV) for each condition in each independent experiment, in which we measured an average of three cells/FoV and analysed an average of 32 particles per cell.

### Cell scattering and invasion

#### Cell scattering

H1299 cells were seeded onto 6-well plates for 48 h (65,000 cells per well), during which time the cells formed small colonies. Cells were then visualized using a Nikon time-lapse microscope in the presence and absence of HGF (10 ng/ml), with or without CK-666 (100 μM) or BMS-5 (10 μM). Images were collected every 5 min from six different regions per well (Metamorph software—version 7.8.13.0). To track scattering, ImageJ manual tracking and chemotaxis plugins were used.

#### Invasion

Matrigel was allowed to polymerize in Transwell inserts (Corning) for 1 h at 37 °C. Inserts were then inverted and cells seeded directly onto the upper face of the filter. Cells were placed in a chemotactic gradient of medium supplemented with 10% FCS and 10 ng/ml HGF, and, 48 h after seeding, migrating cells were stained with Calcein-AM and visualized by confocal microscopy with serial optical sections being captured at 15 μm intervals^56^.

### High-content image analysis

#### Cell scattering

PDAC cells were seeded onto glass six-well plates. After 24 h, cells were fixed and stained with DAPI (Sigma) and Cell Mask (1 : 10,000, Invitrogen). Cells were imaged at ×10 magnification using the Opera Phenix High-Content Screening System (Harmony High-content Imaging and analysis software version 4.9, PerkinElmer) and cell distribution was quantified using Columbus Image Data Storage and Analysis System (PerkinElmer version 2.8.0). A cell cluster was defined as five or more nuclei <1 μm from each other with an area >600 μm^2^.

#### Nucleocytoplasmic distribution of MRTF-GFP

H1299 cells stably expressing an MRTF-GFP construct (gift from Dr. Robert Grosse) were plated in six-well dishes and treated in the presence or absence of HGF. Cells were processed and imaged as described before. MRTF localization was quantified by using DAPI as a nuclear mask and DAPI-negative Cell Mask staining for the cytoplasmic mask.

### RNA sequencing

RNA was extracted as described in the qRT-PCR methods. Quality of the purified RNA was tested on a 2200 Tapestation using RNA screentape (Agilent). Libraries for cluster generation and DNA sequencing were prepared using the TruSeq Stranded mRNA LT Kit (Illumina). Quality and quantity of the DNA libraries was assessed on the 2200 Tapestation (D1000 screentape) and Qubit (Thermo Fisher Scientific), respectively. The libraries were run on the Next Seq 500 (Illumina) using the High Output 75 cycles kit (2 × 36cycles, paired-end reads, single index). To analyse the RNAseq expression data, quality checks on the raw RNASeq data files were performed using fastqc version 0.11.7 and fastq screen version 0.12.0. RNAseq paired-end reads were aligned to the GRCm38 version of the human genome and annotation using HiSat2 version 2.1.0. Expression levels were determined and statistically analysed using a combination of HTSeq version 0.9.1, the R environment version 3.4.4, utilizing packages from the Bioconductor data analysis suite and differential gene expression analysis was performed using voom pipeline from the limma package in R.

### Chromatin immunoprecipitation

H1299 cells were incubated in the presence or absence of HGF and cross-linked by adding paraformaldehyde (final concentration 1%) for 10 min at room temperature. Glycine (125 mM) was added and incubated for further 5 min. Collected cells were spun and washed twice in PBS and once in PBS/NP-40. Pellets were incubated for 30 min in ice-cold high-salt buffer and hypotonic disruption was then performed by incubating the pellets in low-salt buffer for 30 min. Samples were mechanically disrupted with a 26 G syringe, centrifuged and resuspended in low-salt buffer and 20% sarkosyl. DNA pellets were obtained by centrifuging the samples on a sucrose cushion. Sonication was performed in a 30 s-on 30 s-off manner for 30 min at 4 °C and the resulting DNA was quantified using Qubit ds HS DNA kit (Invitrogen). Ten percent of each sample was kept as inputs and 25 µg of DNA were used for immunoprecipitation using antibodies recognizing either MRTF, SRF or Elk-1 (5 µg per sample) and magnetic beads (MagnaBind Goat anti-rabbit IgG or Dynabeads Sheep anti-mouse, Thermo Scientific). Immunoprecipitation was performed overnight at 4 °C and samples were washed in radioimmunoprecipitation assay (RIPA) buffer containing LiCl buffer and then in a Tris-EDTA buffer. Eluted samples were treated with Proteinase K and cleaned using a PCR clean up kit (Qiagen). The final eluates were quantified by qPCR.

### Proteomics for determination of the plasma membrane to nucleus traffickome

#### SILAC labelling and isolation of cell surface and nuclear proteomes

To obtain the surface proteome, H1299 cells were SILAC-labelled with heavy (Cambridge Isotope Laboratories) and light (Sigma) amino acids. SILAC-labelled cells were plated into 15 cm plastic dishes and, 48 h later, were surface-biotinylated using sulpho-NHS-SS-Biotin (0.15 mg/ml) in PBS at 4 °C for 1 h. Heavy-labelled cells were incubated with MesNa in Tris-buffered saline (pH 8.6) for 50 min at 4 °C to remove biotin from the cell surface, whereas the light-labelled cells remained unreduced. Cells were lysed and lysates from the heavy and light SILAC-labelled cells were mixed, and biotinylated proteins were captured by incubation with streptavidin–agarose beads (Upstate, Millipore) for 1.5 h at 4 °C with constant rotation. Following extensive washing, biotinylated proteins were eluted from the beads by reduction with dithiothreitol (DTT, 0.1 M) in a Tris buffer (pH 7.5). To determine the proteins that translocate from the cell surface to the nucleus, cells were labelled with light or heavy SILAC amino acids and surface biotinylated. Light-labelled cells were warmed to 37 °C for 30 min to allow internalization of labelled protein in the presence of HGF (10 ng/ml), whereas the heavy-labelled cells were warmed to 37 °C in the absence of HGF. Biotin remaining at the cell surface was removed by surface reduction as above. Cells were washed in PBS and nuclei were purified as described above. The supernatants from the heavy and light SILAC-labelled cells were then mixed and biotinylated proteins isolated using streptavidin-conjugated agarose beads as described above.

#### Mass spectrometry

Proteins were separated on 4–12% gradient NuPAGE Novex Bis-Tris gel (Life Technologies) and visualized using Instant blue (Expedeon). Each gel lane was excised into six slices, which were reduced using 10 mM dithiothreitol, alkylated with 55 mM iodoacetamide, and digested with trypsin (Trypsin gold, Promega), overnight at 35 °C. Tryptic peptides were desalted and dried in a centrifugal evaporator. Dried tryptic peptides were resuspended in and loaded with a buffer containing 2% acetonitrile and 0.1% formic acid, and separated using a 20 cm fused silica emitter (New Objective) packed in-house with reverse-phase Reprosil-Pur Basic 1.9 μm (Dr. Maisch GmbH). Tryptic peptides were analysed on an Orbitrap Q-Exactive HF mass spectrometer (Thermo Fisher Scientific) coupled online to an EASY-nLC II (Thermo Fisher Scientific). For the full scan a resolution of 60,000 at 250 Th was used. The top ten most intense ions in the full MS were isolated for fragmentation with a target of 50,000 ions at a resolution of 15,000 at 250 Th. MS data were acquired using the XCalibur software (Thermo Fisher Scientific - Version 4.2.28.12).

#### Analysis of MS data

MS files were processed with MaxQuant software^57^ version 1.5.5.1 and searched with the Andromeda search engine^58^ against the human UniProt database (09/07/2016; 92,939 entries). Common reverse and contaminant hits (as defined in MaxQuant output) were removed. Only protein groups identified with at least one uniquely assigned peptide were used for the analysis. For the SILAC experiments, the SILAC ratios between light-isotope and medium-isotope peptides were calculated using MaxQuant. Protein groups were considered reproducibly quantified if identified and quantified in both the surface proteome and the nuclear-capture proteome

### Proteomics for determination of the EphA2 proximity interactome

#### TurboID construct

Human EphA2 was cloned into a TurboID expression construct to generate the EphA2-V5-TurboID-T2A-blue fluorescent protein (BFP) fusion protein with either wild-type EphA2 or the NLS mutants. This construct allows specific identification using the V5 tag and contains a short flexible linker between EphA2-V5 and the TurboID region. The T2A self-cleaving peptidic sequence ensures the equimolar expression of EphA2-V5-TurboID and BFP, while allowing the release of BFP from the main construct into the cytoplasm. The EphA2-V5-TurboID-T2A-BFP construct was subsequently inserted into a lentiviral expression vector and viruses were generated as detailed before^59^. To generate stable cell lines, H1299 cells were transduced and cells were first selected based on the expression of BFP and then further selected using blasticidin (Invitrogen).

#### Pull-down of biotin-labelled proteins

Cells were incubated for 1 h with 50 µM biotin (Sigma) and 10 ng/ml of HGF (Peprotech). Next, cells were collected and lysed using a RIPA lysis buffer (containing 1% NP-40) supplemented with protease and phosphatase inhibitors (Thermo). To remove the excess of intracellular free-biotin and avoid the subsequent saturation of the streptavidin beads, lysates were filtered by centrifugation using a 3 K Amicon Ultra filter column (0.5 ml, Merck). Filtered lysates were incubated with streptavidin–agarose beads (Merck) for 2 h at 4 °C on a rotating wheel. After the incubation, the beads were washed using 2× RIPA, 1× KCl 1 M, 1× 0.1 M Na_2_CO_3_ and 1× 2 M urea (Tris-HCl pH 8.0). After the last wash, the beads were covered with a layer of storage solution (2 M urea in 100 mM NH_4_HCO_3_) and frozen until processed for MS. For WB analysis, purified biotin-labelled proteins were eluted from the beads with electrophoresis sample buffer containing DTT and separated by gel electrophoresis before membrane transfer.

#### On-beads proteolytic digestion

The purified proteins were digested on the beads^60^ and desalted using StageTip^61^.

#### Mass spectrometry

Desalted tryptic peptides were separated by nanoscale C18 reverse-phase liquid chromatography using an EASY-nLC II 1200 (Thermo Fisher Scientific) coupled to an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific). Samples were loaded into a 50 cm fused silica emitter (New Objective) packed in-house with ReproSil-Pur C18-AQ, 1.9 μm resin (Dr Maisch GmbH). The emitter was kept at 50 °C by means of a column oven (Sonation) integrated into the nanoelectrospray ion source (Thermo Fisher Scientific). Elution was carried out at a flow rate of 300 nl/min using a binary gradient with buffer A (2% acetonitrile) and B (80% acetonitrile), both containing 0.1% formic acid. An Active Background Ion Reduction Device (ESI Source Solutions) was used to decrease air contaminants signal level. Data were acquired using Xcalibur software (Thermo Fisher Scientific), with a mass spectrometer operating in data-dependent acquisition in positive ion mode. A full scan was acquired over mass range of 350–1400 *m*/*z*, with 60,000 resolution at 200 *m*/*z*, for a maximum injection time of 50 ms and with a target value of 5e5 ions with MonoIsotopic Precursor Selection set to “Peptide” mode. Higher energy collisional dissociation fragmentation was performed on the 15 most intense ions, for a maximum injection time of 100 ms, or a target value of 75,000 ions. Peptide fragments were analysed in the Orbitrap at 15,000 resolution.

#### Proteomics data analysis

The MaxQuant software^57^ version 1.6.14.0 was used to process MS Raw files and searched with Andromeda search engine^58^, querying UniProt^62^ *Homo sapiens* database (09/07/2016; 92,939 entries). Specificity for trypsin cleavage and maximum two missed cleavages were requested for the search. Methionine oxidation, di-Gly-lysine and N-terminal acetylation were specified as variable modifications, and Cysteine carbamidomethylation as fixed modification. The peptide and protein false discovery rate (FDR) was set to 1%. MaxQuant outputs were analysed with Perseus software^63^ version 1.6.0.7 and 1.6.2.3. The common reverse and contaminant hits (as defined in MaxQuant output) were removed. Only protein groups identified with at least one uniquely assigned peptide were used for the quantification. For label-free quantification (LFQ), proteins quantified in all five replicates in at least one group, were measured according to the LFQ algorithm available in MaxQuant^64^. Data presented in the volcano plots were expressed by using the ‘Student’s *t*-test difference’ metric, which corresponds for a given protein, to the average of the log2-transformed LFQ intensities measured in each replicate from condition 1 (WT), subtracted from the counterpart average in condition 2 (either NLS1 or NLS2): e.g., [average log2-transformed LFQ intensity in condition A] − [average log2-transformed LFQ intensity in condition B]. All protein intensities measured in each replicate experiment were normalized against the corresponding EphA2 protein (bait) intensity. Missing values were imputed separately for each column (width 0.3, down shift 1.8) and significantly enriched proteins were selected using a *t*-test with a 5% FDR (permutation based).

### Live-imaging microscopy

Cells expressing EphA2-GFPs in combination with either mCherry-Lifeact or Rab17-mCherry were cultured on glass-bottom 35 mm dishes. To obtain time-lapse movies, the cells were imaged in a Zeiss LSM 880 Airyscan confocal microscope at 37 °C with controlled humidity and CO_2_. The first images were obtained in the absence of HGF and then cells were treated with HGF (10 ng/ml) and imaged at time intervals of 1 min for 40 min. Raw images were processed and subjected to deconvolution using Zen Black Zeiss software.

For quantification of actin polymerization, deconvolved images were analysed in ImageJ software by measuring theintensity value for the mCherry-Lifeact signal in each time point in a region of interest that comprised the perinuclear internalised EphA2-GFP-positive vesicles. F-actin in the perinuclear region was then expressed as a ratio of the mean intensity value of the perinuclear region versus the mean intensity value in the cortical actin region.

### GSEA enrichment analysis

Enrichment plots were generated using GSEA 4.1.0 software (Broad Institute). Data files were generated with the data obtained in the proteomics analysis for the EphA2-TurboID interactome. The datasets were processed using GSEA software by running a pre-ranked analysis against the GO:term 0005643, corresponding to the cellular component ‘nuclear pore component’.

### Quantification of nuclear G-actin

Purified nuclei were resuspended in PBS, fixed in 4% paraformaldehyde for 20 min and permeabilized with 0.2% Triton X-100 in PBS for 10 min at 37 °C. Nuclei were stained with Alexa594-conjugated DNAseI (0.3 μM) in combination with DAPI for 1 h 30 min at 37 °C under continuous shaking, followed by resuspension in PBS containing 1 mM EDTA and 1 mM MgCl_2_. Data were acquired in LSRFortessa flow cytometer (BD FACSDIVA software, version 8.0.1) and analysed with the FlowJo software (version 10.1r5). Geometrical mean value corresponding to the DAPI positive population was calculated, and data were expressed as the ratio of the geometrical mean value of HGF-treated cells vs. vehicle-treated cells.

### Computational model to predict nuclear G-actin dynamics

We model the cell as two static circular compartments,$$\,{\Omega }_{c}$$ and $${\Omega }_{n}$$, which represent the cytoplasm and the nucleus, respectively,

1 $${\Omega }_{C}=\{{{{{{\boldsymbol{x}}}}}}\in {{\mathbb{R}}}^{2}:\Vert {{{{{\boldsymbol{x}}}}}}-{{{{{{\boldsymbol{p}}}}}}}_{1}\Vert > {r}_{1}\cap \Vert {{{{{\boldsymbol{x}}}}}}-{{{{{{\boldsymbol{p}}}}}}}_{2}\Vert > {r}_{2}\},$$

2 $${\varOmega }_{n}=\{x\in {{\mathbb{R}}}^{2}:\Vert x-{p}_{1}\Vert < {r}_{1}\},$$

for some points $${{{{{{\boldsymbol{p}}}}}}}_{1}$$ and $${{{{{{\boldsymbol{p}}}}}}}_{2}$$, and some radii $${r}_{1}$$ and $${r}_{2}$$. We also let $${\Gamma }_{c}$$ and $${\Gamma }_{n}$$ denote the external boundary of the cytoplasm and the nucleus : cytoplasm boundary, respectively,

3 $${\Gamma }_{c}=\{{{{{{\boldsymbol{x}}}}}}\in {{\mathbb{R}}}^{2}:\Vert {{{{{\boldsymbol{x}}}}}}-{{{{{{\boldsymbol{p}}}}}}}_{2}\Vert ={r}_{2}\},$$

4 $${\Gamma }_{n}=\{{{{{{\boldsymbol{x}}}}}}\in {{\mathbb{R}}}^{2}:\Vert {{{{{\boldsymbol{x}}}}}}-{{{{{{\boldsymbol{p}}}}}}}_{1}\Vert ={r}_{1}\}.$$

A graphical illustration of the simulation domain is provided in Supplementary Fig. 5a.

It is assumed that the cytoplasm contains a population of G-action, *G*_*c*_(***x***,*t*), which diffuses and polymerizes to form F-action, *F*_*c*_(***x***,*t*), at a rate of *γG*_*c*_. In the presence of a catalytic growth factor, $${E}_{c}({{{{{\boldsymbol{x}}}}}},t)$$, $${G}_{c}({{{{{\boldsymbol{x}}}}}},t)$$ polymerizes to form $${F}_{c}({{{{{\boldsymbol{x}}}}}},t)$$ at a rate of $${\gamma }_{{G}_{c}}(1+{{\mu }_{1}E}_{c})$$. $${F}_{c}({{{{{\boldsymbol{x}}}}}},t)$$ depolymerizes at a rate of $${\gamma }_{{F}_{c}}$$ to form $${G}_{c}({{{{{\boldsymbol{x}}}}}},t)$$. We also assume that the cytoplasm contains a population of cofilin, $${C}_{c}({{{{{\boldsymbol{x}}}}}},t)$$, which associates with $${G}_{c}({{{{{\boldsymbol{x}}}}}},t)$$ at a rate of $${\alpha }_{{\Xi }_{c}}$$ to form cofilin–actin, $${\Xi }_{c}({{{{{\boldsymbol{x}}}}}},t)$$, and dissociates from $${\varXi }_{c}({{{{{\boldsymbol{x}}}}}},t)$$ at a rate of $${\gamma }_{{\Xi }_{c}}$$. In addition, $${C}_{c}({{{{{\boldsymbol{x}}}}}},t)$$ is assumed to phosphorylate at a rate of $${\alpha }_{{\Theta }_{c}}(1+{{\mu }_{2}E}_{c})$$, giving phospho-cofilin, $${\Theta }_{c}({{{{{\boldsymbol{x}}}}}},t)$$, which dephosphorylates at a rate of $${\gamma }_{{\Theta }_{c}}$$. Finally, we assume that the cytoplasm contains a population of profilin, $${P}_{c}({{{{{\boldsymbol{x}}}}}},t)$$, which associates with $${G}_{c}({{{{{\boldsymbol{x}}}}}},t)$$ at a rate of $${\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}$$ to form profilin–actin, $${{{{{{\rm{{\Upsilon }}}}}}}}_{c}({{{{{\boldsymbol{x}}}}}},t)$$, and dissociates from $${{{{{{\rm{{\Upsilon }}}}}}}}_{c}({{{{{\boldsymbol{x}}}}}},t)$$ at a rate of $${\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}$$. The governing equations in the cytoplasm are therefore

5 $$\frac{{\partial G}_{C}}{\partial t}={D}_{{G}_{c}}{\nabla }^{2}{G}_{c}+{\gamma }_{{F}_{c}}{F}_{c}-{\gamma }_{{G}_{c}}(1+{{\mu }_{1}E}_{c}){G}_{c}+{\gamma }_{{\Xi }_{c}}{\Xi }_{c}-{\alpha }_{{\Xi }_{c}}{G}_{c}{C}_{c}+{\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{{{{{{\rm{{\Upsilon }}}}}}}}_{c}-{\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{{{{{{\rm{G}}}}}}}_{c}{P}_{c},$$

6 $$\,\frac{\partial {F}_{c}}{\partial t}={D}_{{F}_{c}}{\nabla }^{2}{F}_{c}-{\gamma }_{{F}_{c}}{F}_{c}+{\gamma }_{{G}_{c}}(1+{{\mu }_{1}E}_{c}){G}_{c},$$

7 $$\frac{\partial {C}_{c}}{\partial t}={D}_{{C}_{c}}{\nabla }^{2}{C}_{c}-{\alpha }_{{\Xi }_{c}}{G}_{c}{C}_{c}+{\gamma }_{{\Xi }_{c}}{\Xi }_{c}-{\alpha }_{{\Theta }_{c}}(1+{{\mu }_{2}E}_{c}){C}_{c}+{\gamma }_{{\Theta }_{c}}{\Theta }_{c},$$

8 $$\frac{\partial {\Xi }_{c}}{\partial t}={D}_{{\Xi }_{c}}{\nabla }^{2}{\Xi }_{c}-{\gamma }_{{\Xi }_{c}}{\Xi }_{c}+{\alpha }_{{\Xi }_{c}}{G}_{c}{C}_{c},$$

9 $$\frac{\partial {{{{{{\rm{P}}}}}}}_{c}}{\partial t}={D}_{{{{{{{\rm{P}}}}}}}_{c}}{\nabla }^{2}{{{{{{\rm{P}}}}}}}_{c}-{\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{G}_{c}{P}_{c}+{\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{{{{{{\rm{{\Upsilon }}}}}}}}_{c},$$

10 $$\frac{\partial {{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{\partial t}={D}_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{\nabla }^{2}{{{{{{\rm{{\Upsilon }}}}}}}}_{c}-{\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{{{{{{\rm{{\Upsilon }}}}}}}}_{c}+{\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{G}_{c}{P}_{c},$$

11 $$\frac{\partial {\Theta }_{c}}{\partial t}={D}_{{\Theta }_{c}}{\nabla }^{2}{\Theta }_{c}-{\gamma }_{{\Theta }_{c}}{\Theta }_{c}+{\alpha }_{{\Theta }_{c}}(1+{{\mu }_{2}E}_{c}){C}_{c},$$

12 $$\frac{\partial {{{{{{\rm{E}}}}}}}_{c}}{\partial t}={D}_{{{{{{{\rm{E}}}}}}}_{c}}{\nabla }^{2}{{{{{{\rm{E}}}}}}}_{c}-{\gamma }_{{{{{{{\rm{E}}}}}}}_{c}},$$

for $${{{{{\boldsymbol{x}}}}}}\in {\varOmega }_{c}$$, where $${D}_{[\cdot ]}$$ denotes the diffusion coefficient of species $$[\cdot ]$$.

In the nucleus, we assume that there exists a population of nuclear G-actin, $${G}_{n}({{{{{\boldsymbol{x}}}}}},t)$$, and a population of cofilin, $${C}_{n}({{{{{\boldsymbol{x}}}}}},t)$$, which associate with each other at a rate of $${\alpha }_{{\Xi }_{n}}$$ to form nuclear cofilin–actin, $${\Xi }_{n}({{{{{\boldsymbol{x}}}}}},t)$$. Nuclear cofilin–actin dissociates at a rate of $${\gamma }_{{\Xi }_{n}}$$ to give $${G}_{n}({{{{{\boldsymbol{x}}}}}},t)$$ and $${C}_{n}({{{{{\boldsymbol{x}}}}}},t)$$. Finally, we assume that the nucleus contains a population of profilin, $${P}_{n}({{{{{\boldsymbol{x}}}}}},t)$$, which associates with $${G}_{n}({{{{{\boldsymbol{x}}}}}},t)$$ at a rate of $${\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}$$ to form nuclear profilin–actin, $${{{{{{\rm{{\Upsilon }}}}}}}}_{n}({{{{{\boldsymbol{x}}}}}},t)$$, and dissociates from $${{{{{{\rm{{\Upsilon }}}}}}}}_{n}\left({{{{{\boldsymbol{x}}}}}},t\right)$$ at a rate of $${\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}$$. The governing equations in the nucleus are therefore

13 $$\frac{{\partial G}_{n}}{\partial t}={D}_{{G}_{n}}{\nabla }^{2}{G}_{n}+{\gamma }_{{\Xi }_{n}}{\Xi }_{n}-{\alpha }_{{\Xi }_{n}}{G}_{n}{C}_{n}+{\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{{{{{{\rm{{\Upsilon }}}}}}}}_{n}-{\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{{{{{{\rm{G}}}}}}}_{n}{P}_{n},$$

14 $$\frac{\partial {C}_{n}}{\partial t}={D}_{{C}_{n}}{\nabla }^{2}{C}_{n}-{\alpha }_{{\Xi }_{n}}{G}_{n}{C}_{n}+{\gamma }_{{\Xi }_{n}}{\Xi }_{n},$$

15 $$\frac{\partial {\Xi }_{n}}{\partial t}={D}_{{\Xi }_{n}}{\nabla }^{2}{\Xi }_{n}-{\gamma }_{{\Xi }_{n}}{\Xi }_{n}+{\alpha }_{{\Xi }_{n}}{G}_{n}{C}_{n},$$

16 $$\frac{\partial {{{{{{\rm{P}}}}}}}_{n}}{\partial t}={D}_{{{{{{{\rm{P}}}}}}}_{n}}{\nabla }^{2}{{{{{{\rm{P}}}}}}}_{n}-{\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{G}_{n}{P}_{n}+{\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{{{{{{\rm{{\Upsilon }}}}}}}}_{n},$$

17 $$\frac{\partial {{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{\partial t}={D}_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{\nabla }^{2}{{{{{{\rm{{\Upsilon }}}}}}}}_{n}-{\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{{{{{{\rm{{\Upsilon }}}}}}}}_{n}+{\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{G}_{n}{P}_{n},$$

for $${{{{{\boldsymbol{x}}}}}}\in {\varOmega }_{n}$$.

At the external boundary of the cytoplasm, each species obeys the no-flux condition

18 $$\frac{\partial {G}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {F}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {C}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {\Xi }_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {P}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {\Upsilon }_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {\Theta }_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {{{{{{\rm{E}}}}}}}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=0,{{{{{\boldsymbol{x}}}}}}\in {\varGamma }_{c},$$

where $${{{{{\boldsymbol{n}}}}}}$$ denotes the outwards-facing unit normal vector. At the internal boundary between the cytoplasm and the nucleus, we impose the boundary conditions

19 $${D}_{{P}_{c}}\frac{{\partial P}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}={\beta }_{{P}_{n}}{P}_{n}-{\beta }_{{P}_{c}}{P}_{c},$$

20 $${-D}_{{P}_{n}}\frac{{\partial P}_{n}}{\partial {{{{{\boldsymbol{n}}}}}}}={\beta }_{{P}_{c}}{P}_{c}-{\beta }_{{P}_{n}}{P}_{n},$$

21 $${D}_{{\Xi }_{c}}\frac{\partial {\Xi }_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=-{\beta }_{{\Xi }_{c}}{\Xi }_{c},$$

22 $${-D}_{{\Xi }_{n}}\frac{\partial {\Xi }_{n}}{\partial {{{{{\boldsymbol{n}}}}}}}={\beta }_{{\Xi }_{c}}{\Xi }_{c},$$

23 $${D}_{{{{{{{\rm{C}}}}}}}_{c}}\frac{\partial {{{{{{\rm{C}}}}}}}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}={\beta }_{{{{{{{\rm{C}}}}}}}_{n}}{{{{{{\rm{C}}}}}}}_{n}-{\beta }_{{{{{{{\rm{C}}}}}}}_{c}}{{{{{{\rm{C}}}}}}}_{c},$$

24 $${-D}_{{{{{{{\rm{C}}}}}}}_{n}}\frac{\partial {{{{{{\rm{C}}}}}}}_{n}}{\partial {{{{{\boldsymbol{n}}}}}}}={\beta }_{{{{{{{\rm{C}}}}}}}_{c}}{{{{{{\rm{C}}}}}}}_{c}-{\beta }_{{{{{{{\rm{C}}}}}}}_{n}}{{{{{{\rm{C}}}}}}}_{n},$$

25 $${D}_{{{{{{{\rm{{\Upsilon }}}}}}}}_{c}}\frac{\partial {{{{{{\rm{{\Upsilon }}}}}}}}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}={\beta }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{{{{{{\rm{{\Upsilon }}}}}}}}_{n},$$

26 $${-D}_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}\frac{\partial {{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{\partial {{{{{\boldsymbol{n}}}}}}}=-{\beta }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}}{{{{{{\rm{{\Upsilon }}}}}}}}_{n},$$

for $$\,{{{{{\boldsymbol{x}}}}}}\in {\varGamma }_{n}$$, where $${\beta }_{[\cdot ]}$$ denotes the transfer rate between the cytoplasm and the nucleus for species $$[\cdot ]$$. The remaining nuclear boundary conditions are taken to be

27 $$\frac{\partial {G}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {G}_{n}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {F}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {\Theta }_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=\frac{\partial {{{{{{\rm{E}}}}}}}_{c}}{\partial {{{{{\boldsymbol{n}}}}}}}=0,{{{{{\boldsymbol{x}}}}}}\in {\varGamma }_{n}.$$

Simulations were performed in the Virtual Cell modelling and simulation software environment^65^, using the built-in Semi-Implicit Finite Volume-Particle Hybrid (regular grid, fixed time step) solver. The domain, defined by Eqs. (1)–(4), was approximated using a rectangular Cartesian mesh comprising 201 × 201 grid points and all simulations used a time-step size of 0.01 time units. Default simulation parameters are as detailed in Supplementary Table 2.

As may be seen from the default simulation parameters (Supplementary Table 2), it was assumed that F-actin and the catalytic growth factor are both non-diffusing, such that $${D}_{{F}_{c}}={D}_{{E}_{c}}=0$$. The remaining diffusion coefficients were chosen such that $${D}_{[\cdot ]_{n}}\gg {D}_{[\cdot]_{c}}$$ to ensure that the concentration profile of each species remains reasonably ‘flat’ within the nucleus (relative to the cytoplasm). We also assumed that, once introduced, the total amount catalytic growth factor is constant over time, such that $${\gamma }_{{E}_{c}}=0$$. In the model, the primary purpose of cofilin is to transport G-actin from the cytoplasm to the nucleus; we therefore set $${\alpha }_{{\Xi }_{c}} > \;{\alpha }_{{\varXi }_{n}}$$ (i.e., cofilin and G-actin associate at a faster rate in the cytoplasm than in the nucleus) and $${\gamma }_{{\Xi }_{c}} < \; {\gamma }_{{\varXi }_{n}}$$ (i.e., cofilin–actin disassociates at a faster rate in the nucleus than in the cytoplasm), so that cofilin–actin quickly dissociates upon entering the nucleus. As the profilin species is used to transport G-actin from the nucleus to the cytoplasm, we set $${\alpha }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}} > \; {\alpha }_{{{\Upsilon }}_{c}}$$ (i.e., profilin and G-actin associate at a faster rate in the nucleus than in the cytoplasm) and $${\gamma }_{{{{{{{\rm{{\Upsilon }}}}}}}}_{n}} < \;{\gamma }_{{{\Upsilon }}_{c}}$$ (i.e., profilin–actin disassociates at a faster rate in the cytoplasm than in the nucleus), so that profilin–actin quickly dissociates upon entering the cytoplasm. To ensure that the equilibrium concentration of cofilin is approximately the same on either side of the nuclear boundary, we set $${\beta }_{{C}_{c}}={\beta }_{{C}_{n}}$$; similarly, we set $${\beta }_{{P}_{c}}={\beta }_{{P}_{n}}$$ so that the equilibrium concentration of profilin is approximately the same on either side of the nuclear boundary. Wet lab experiments have revealed that, in the absence of a catalytic growth factor, the concentration of G-actin in the nucleus is typically higher than the concentration of G-actin in the cytoplasm; given sufficiently large values for $${\gamma }_{{\varXi }_{n}}$$ and $${\gamma }_{{{\Upsilon }}_{c}}$$, this implies that $${\beta }_{{\varXi }_{c}} > \;{\beta }_{{{\Upsilon }}_{n}}$$. Finally, the first catalytic rate parameter, $${\mu }_{1}$$, was chosen to ensure that G-actin is polymerized at a faster rate in the presence of a catalytic growth factor (as observed experimentally), whilst the second catalytic rate parameter, $${\mu }_{2}$$, was chosen to ensure that cofilin is rapidly phosphorylated in the presence of a catalytic growth factor (which should have the effect of reducing the amount of cofilin that is available to transport G-actin from the cytoplasm to the nucleus).

To determine appropriate initial conditions, the model system was simulated using the default parameters outlined above (with $${E}_{c}\left({{{{{\boldsymbol{x}}}}}},t\right)=0$$, $$\forall {{{{{\boldsymbol{x}}}}}}\in {\varOmega }_{c}$$) until it had approached equilibrium, and then the average concentration of each species (across its associated domain) was used as a spatially constant initial value in subsequent simulations. The computed initial value for each species are detailed in Supplementary Table 3. It is noteworthy that the equilibrium concentration profile for each species is not necessarily flat, so our simulations (which use a spatially constant value as the initial condition for each species) do not start at steady state. Finally, the initial condition for the catalytic growth factor was chosen to be

28 $$E({{{{{\boldsymbol{x}}}}}},0)=\left\{\begin{array}{ll}{E}_{{{{{{{\rm{c}}}}}}}_{{{{{{\rm{init}}}}}}}},&\Vert {{{{{\boldsymbol{x}}}}}}-{{{{{{\boldsymbol{p}}}}}}}_{3}\Vert < {r}_{3},x\in {\varOmega }_{c}\\ \hskip-1pc0,&{{{{{\mathrm{otherwise}}}}}}.\hfill\end{array}\right.,$$

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Reporting Summary

## Data Availability

All raw data were generated at the CRUK Beatson Institute. All raw data and data derived from this, which are relevant to this study, are available from the corresponding author [J.C.N.] on request. The SILAC Nuclear Capture Proteome data generated in this study have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository under the accession code PXD027268. The RNA sequencing data generated in this study have been deposited in the GEO – NCBI – NIH repository under the accession number GSE179901. The EphA2-TurboID proteomic data generated in this study have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository under the accession code PXD027217. The remaining data are available within the Article and Supplementary Information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Nuclear-capture of endosomes depletes nuclear G-actin to promote SRF/MRTF activation and cancer cell invasion
**Source:** Nat Commun. 2021 Nov 24;12:6829. doi: 10.1038/s41467-021-26839-y
**Supplement:** Supplementary file 1 — Supplementary Information

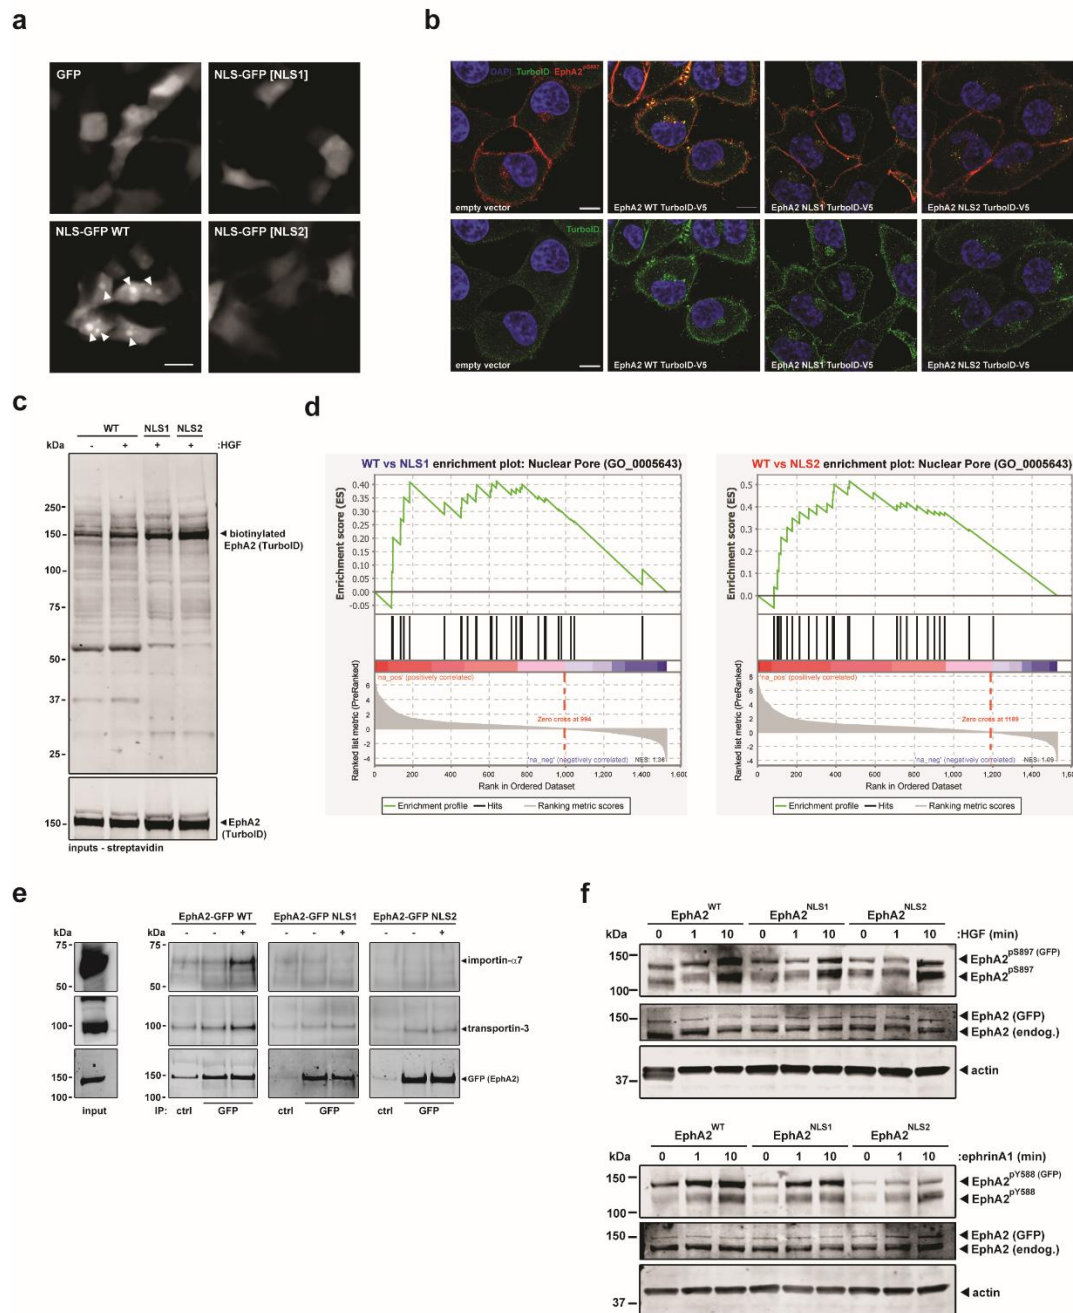

Supplementary figure 1: EphA2's NLS and its role in interaction with the nuclear import machinery

a. H1299 cells were transfected with constructs encoding GFP, GFP fused to a sequence corresponding to the putative nuclear localisation signal from the juxtamembrane region of EphA2 (NLS-GFP WT) or EphA's NLS with the alanine substitutions indicated in figure 3a (NLS-GFP [NLS1] and NLS2-GFP [NLS2]). Cells were imaged using fluorescence confocal microscopy. Bar, 20 μ m. Arrows indicate nuclear localisation of GFP.

b. Cells expressing EphA2-TurboID constructs for wild-type or EphA2 NLS mutants were stained with V5-Tag and EphA2 (p-Ser⁸⁹⁷) antibodies. Cells were imaged using fluorescence confocal microscopy. Bar, 10 μ m.

- c.** Cells stably expressing the indicated EphA2-TurboID constructs were incubated with biotin with or without HGF for 1 hr. The biotin ligation efficiency of the TurboID construct was assessed by Western blotting with fluorophore-conjugated streptavidin.
- d.** The plots show the GSEA enrichment of nuclear pore components based on the data obtained in the proteomics mass spectrometry analysis presented in Fig.3c. Hits to the left of the dotted red line are those which display greater biotinylation with WT than they do with NLS mutated TurboIDs.
- e.** Cells expressing EphA2-GFP, EphA2 NLS1-GFP or EphA2 NLS2-GFP were treated with HGF for 5 min. EphA2-GFPs immunoprecipitated and importin- α 7 and transportin-3 in the immunoprecipitates was determined by Western blotting.
- f.** Cells were transfected with either wild-type EphA2 (EphA2^{WT}) or EphA2s with mutations in its nuclear localisation sequence (EphA2^{NLS1} and EphA2^{NLS2}). Transfected cells were treated with HGF (left panels) or ephrinA1-Fc ligand (right panels). Phosphorylation of EphA2 at Ser⁸⁹⁷ (left panels) and Tyr⁵⁸⁸ (right panels) was determined by Western blotting.

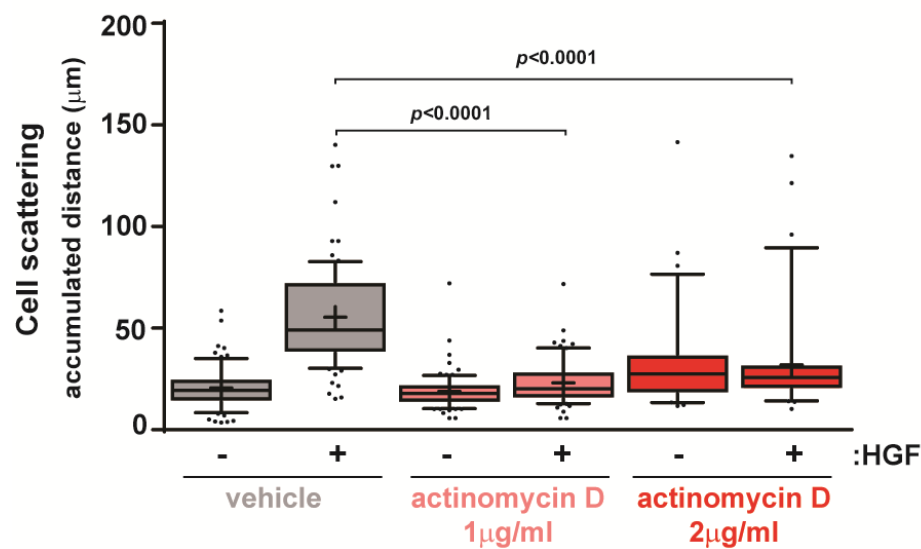

Supplementary figure 2: Transcription is necessary for cell scattering

H1299 cells were plated onto glass surfaces and allowed to form colonies of approx. 4 cells/colony for 48h. Then, cells were treated with vehicle, or actinomycin D (an inhibitor of DNA transcription initiation) with either 1 or 2μg/ml, and 30min later cells were challenged with HGF as indicated. Cell scattering was quantified using ImageJ and is expressed as the accumulated distance travelled over 8 hr. Box and whiskers: 10-90 percentile whiskers, + represents mean, black line represents median, n=3 independent experiments, statistical test is one-way ANOVA.

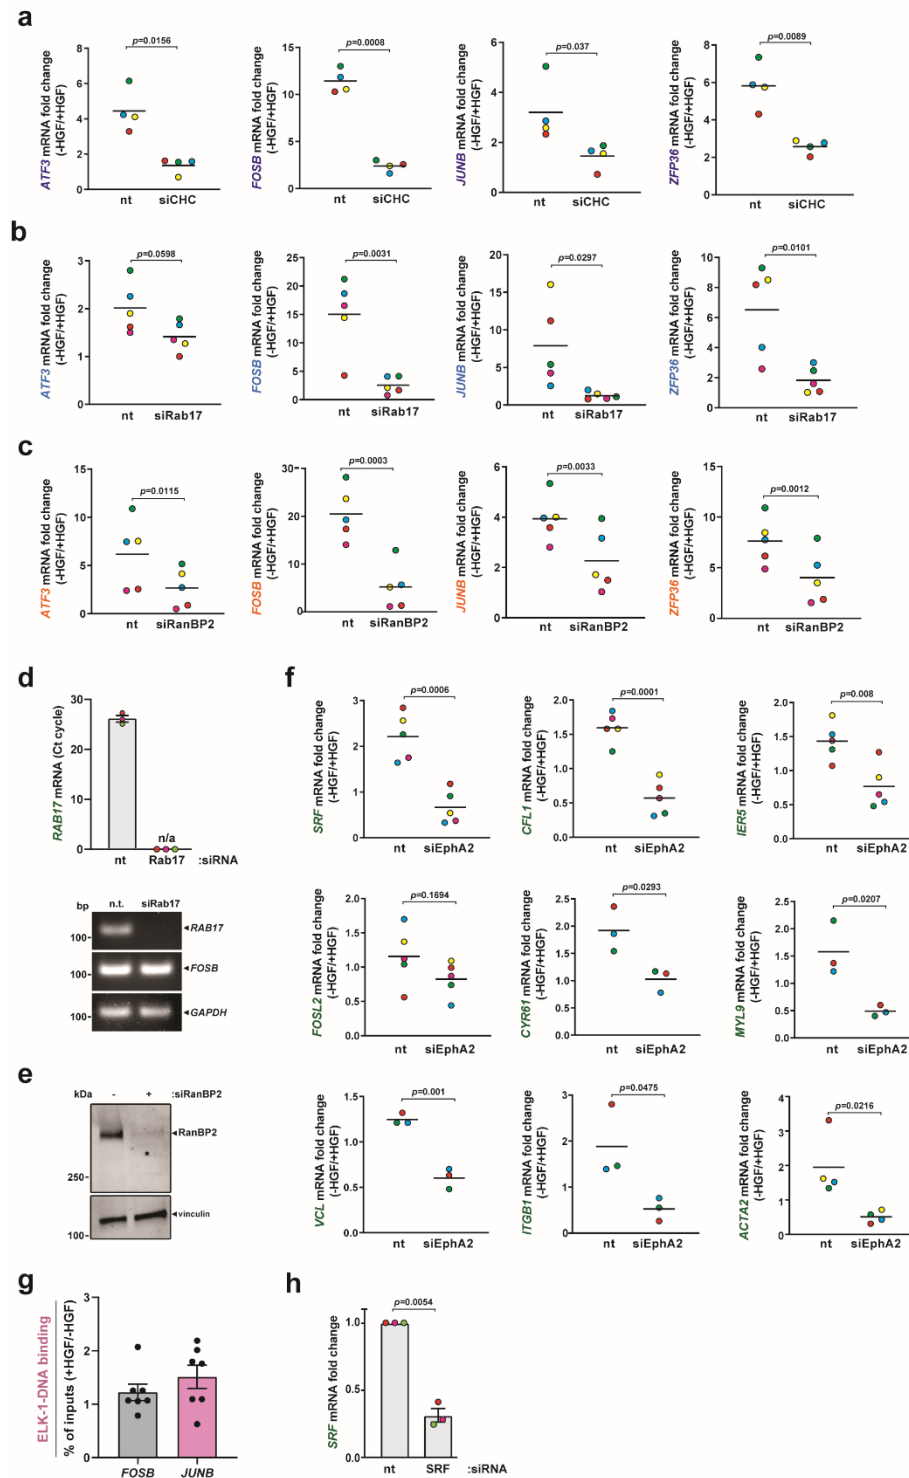

Supplementary figure 3: The role of nuclear-capture expression of MRTF/SRF target genes

a-c. H1299 cells were transfected with siRNAs targeting Clathrin Heavy Chain (siCHC), Rab17 (siRab17), RanBP2 (siRanBP2) or non-targeting control (nt), treated with HGF and the HGF-induced change in the indicated mRNAs (*FOSB*; *JUNB*; *ATF3*; *ZFP36*) determined using

qPCR. Bars are the means of 4 (a) or 5 (b,c) independent experiments, statistical test is paired t-test two-sided. Paired data are denoted by dots of the same colour.

d-e Cells were transfected with siRNAs targeting Rab17 (siRab17), RanBP2 (siRanBP2) or non-targeting control (nt). Knockdown of Rab17 was determined using qPCR and knockdown of RanBP2 was determined by Western blotting using vinculin as loading control (e). The lower panel in (d) corresponds to electrophoretic analysis of the Rab17 PCR products.

f. Cells were transfected with siRNA targeting EphA2 (siEphA2) or non-targeting control (nt). Cells were challenged with HGF and the HGF-induced change in levels of the indicated mRNAs (*FOSB*; *JUNB*; *ATF3*; *ZFP36*; *SRF*; *CFL1*, *IER5*, *FOSL2*; *CYR61*; *MYL9*; *VCL*; *ITGB1*; *ACTA2*) determined as for (a). Bars are means of 5 (*SRF*, *CFL1*, *IER5*, *FOSL2*), 4 (*ACTA2*) or 3 (*CYR61*, *MYL9*, *VCL*, *ITGB1*) independent experiments. Statistical test is t-test two-sided. Paired data are denoted by dots of the same colour.

g. Cells were incubated in the presence or absence of HGF for 20 min and the DNA sheared by sonication. Elk-1 was immunoprecipitated from lysates and the quantity of the indicated genes (*FOSB*; *JUNB*) determined using qPCR. The HGF-induced fold change in immunoprecipitated genes is plotted on the y-axis. Values are mean $\pm$ sem, n=6 independent experiments.

h. Cells were transfected with siRNAs targeting SRF (siSRF) or non-targeting control (nt). Knockdown of SRF was determined using qPCR. Values are mean $\pm$ sem, n=3 independent experiments, statistical test two-sided paired t-test.

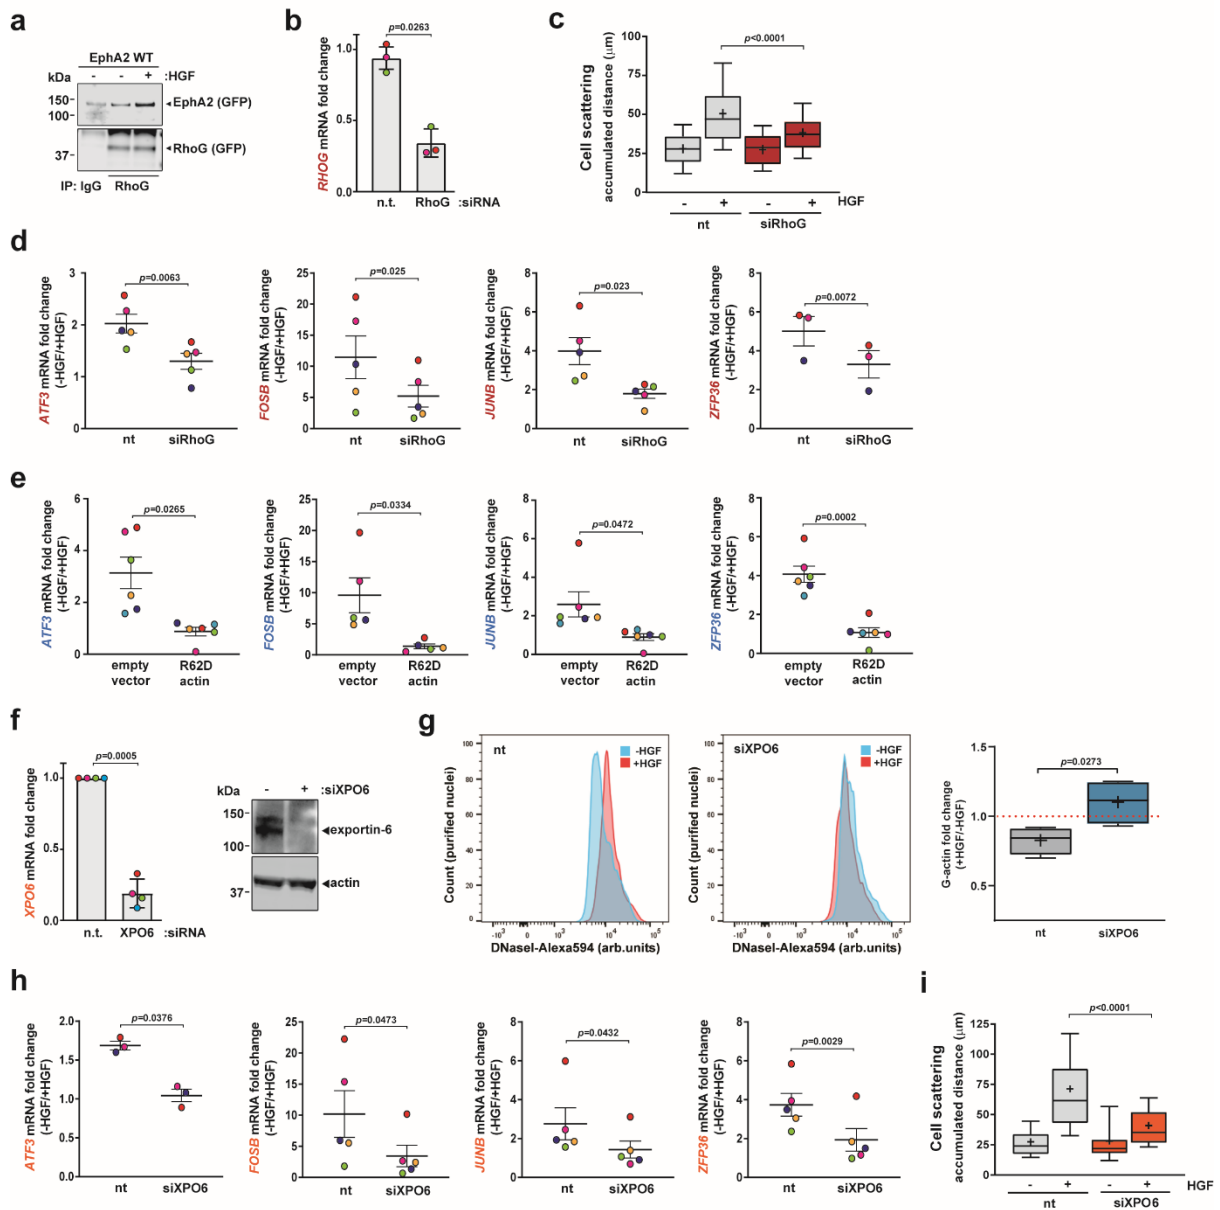

Supplementary figure 4: Nuclear G-actin dynamics and MRTF/SRF target gene expression

a. H1299 cells were transfected with GFP-RhoG in combination with EphA2-GFP and incubated in the presence or absence of HGF for 20 min. Cells were lysed, immunoprecipitated (IP) using magnetic beads coupled to an antibody recognising RhoG or a non-specific control antibody (IgG). The presence of RhoG and EphA2 in the immunoprecipitates was determined by Western blotting.

b-e. H1299 cells were transfected with an siRNA targeting RhoG (siRhoG) or non-targeting control (nt) (b-d) or an expression vector encoding a non-polymerisable mutant of actin (R62D actin) or vector control (empty vector) (e). The efficiency of the knockdown on RhoG was assessed by qPCR (b). In (c), cell scattering in the presence and absence of HGF was determined as for Fig. 4f. n=3 independent experiments, statistical test is one-way ANOVA. In

(d-e) cells were challenged with HGF or were left unchallenged for 20 min and levels of the indicated mRNAs were determined using qPCR. Bars are mean $\pm$ sem ([d] n=5 *ATF3*, *FOSB*, *JUNB*, n=3 *ZFP36*; [e] n=6 *ATF3*, *ZFP36*, *JUNB*, n=5 *FOSB*; independent experiments), statistical test is paired t-test. Paired data are denoted by dots of the same colour.

f-i. Cells were transfected with an siRNA targeting exportin-6 (siXPO6) or non-targeting control (nt). Knockdown of *XPO6* was assessed by qPCR and Western blotting (f). Cells were challenged with HGF for 20 min and levels of G-actin in purified nuclei determined using flow cytometry as for Fig. 6c (g), and expression of the indicated MRTF/SRF target genes determined using qPCR (h). Bars are mean $\pm$ sem of 5 (*FOSB*, *JUNB*, *ZFP36*) or 3 (*ATF3*) independent experiments, statistical test is paired t-test. Paired data are denoted by dots of the same colour. In (i) cell scattering in the presence and absence of HGF was measured as for Fig. 4f. n=3 independent experiments, statistical test is one-way ANOVA.

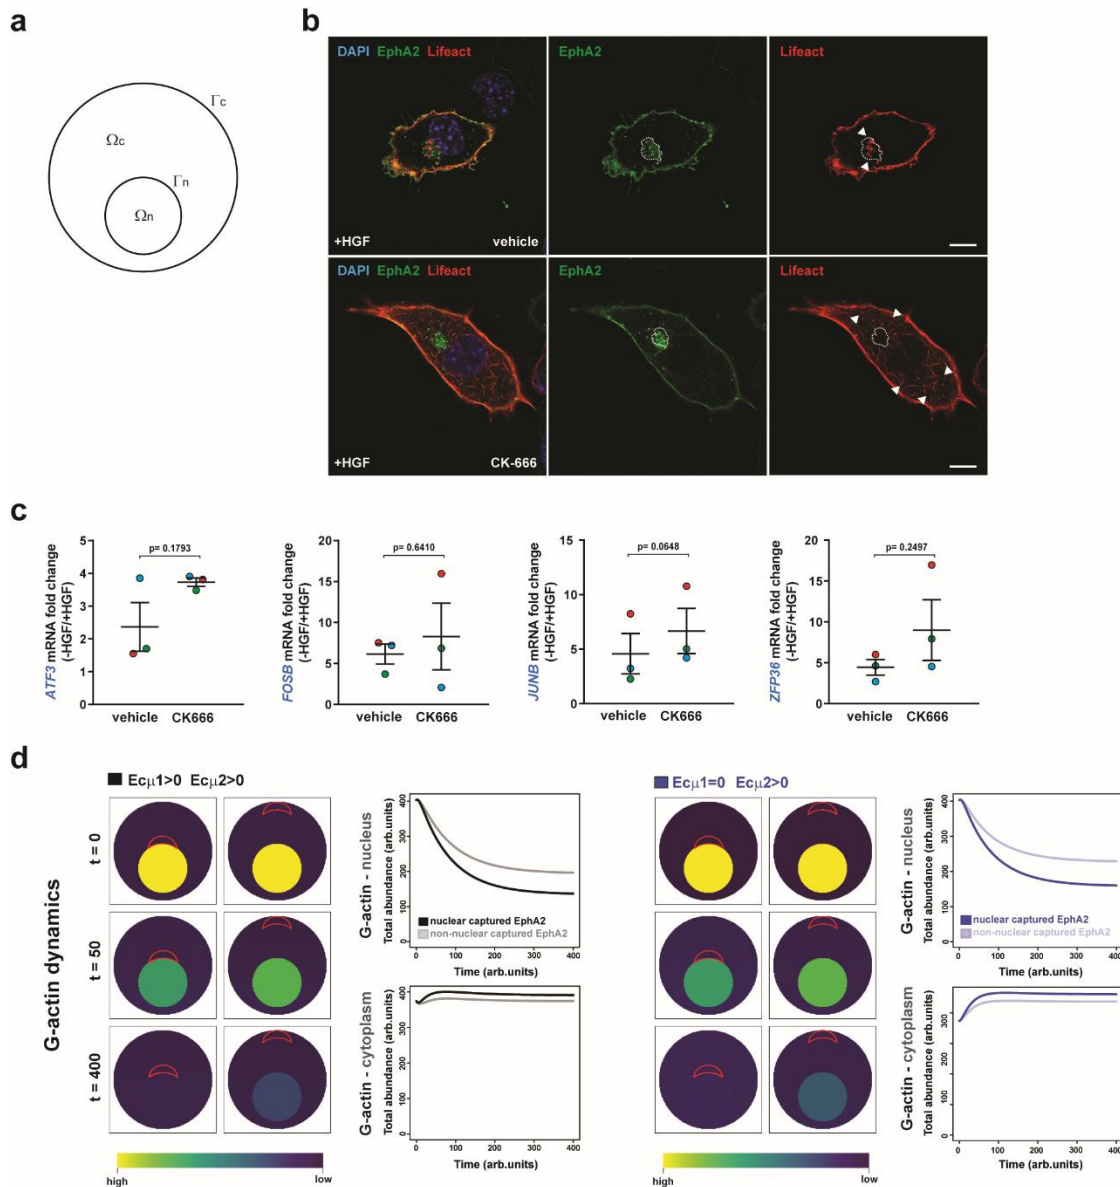

Supplementary figure 5: Inhibition of juxta-nuclear actin polymerisation does not oppose HGF-driven expression of MRTF/SRF target genes

a. Graphical illustration of the simulation domains representing the cytoplasmic and nuclear compartments. The cell is modelled as two static circular compartments Ω_c and Ω_n , which represent the cytoplasm and the nucleus, respectively. Γ_c and Γ_n denote the external boundary of the cytoplasm and the nucleus:cytoplasm boundary respectively

b. H1299 cells were transfected with wild-type EphA2-GFP (EphA2; green) in combination with mCherry-Lifeact (Lifeact; red). Transfected cells were incubated in the presence of the Arp2/3 inhibitor, CK-666 or vehicle control. Cells were monitored using high resolution time-lapse fluorescence imaging following challenge with HGF and movies collected. Stills (captured 20 min following HGF addition) from these movies are presented. Bar, 10 μ m. The juxta-nuclear regions are delineated with dotted lines.

c. H1299 cells were incubated in the presence or absence (vehicle) of the Arp2/3 inhibitor, CK-666 and then challenged with HGF for 20 min. HGF driven expression of the indicated MRTF/SRF target genes was determined using PCR as for figure 5b. Each bar is the mean of 3 independent experiments $\pm$ sem, P values as determined using paired t-test.

d. The same computational model as in Fig. 7c was used. Here, the images depict a modelled cell in which the area of influence of EphA2 is delimited by a red lined crescent, which now is located next to the boundaries of the cell, thus simulating receptor localisation to the plasma membrane. The influence of increasing the rates of actin polymerisation ($E_{c\mu 1}$) and cofilin phosphorylation ($E_{c\mu 2}$) on depletion of nuclear G-actin was evaluated. The left-hand images depict predicted alterations to G-actin distribution following activation of both juxta-nuclear actin polymerisation and cofilin phosphorylation effected by increasing the rates $E_{c\mu 1}$ and $E_{c\mu 2}$ to values greater than zero ($E_{c\mu 1} > 0$ and $E_{c\mu 2} > 0$). The centre image panels depict alterations to G-actin distribution occurring following activation of actin polymerisation ($E_{c\mu 1} > 0$), but not cofilin phosphorylation ($E_{c\mu 2} = 0$). The right-hand image panels depict predicted G-actin dynamics following activation of cofilin phosphorylation ($E_{c\mu 2} > 0$), but not actin polymerisation ($E_{c\mu 1} = 0$). The dynamics of G-actin either in the nucleus (top graph) or in the cytoplasm (bottom graph), and the final values for nuclear G-actin levels (intensity scale) are represented for either nuclear-captured EphA2 activity (grey line and grey arrowhead respectively) or non-nuclear captured EphA2 activity (black line and black arrowhead respectively) conditions.

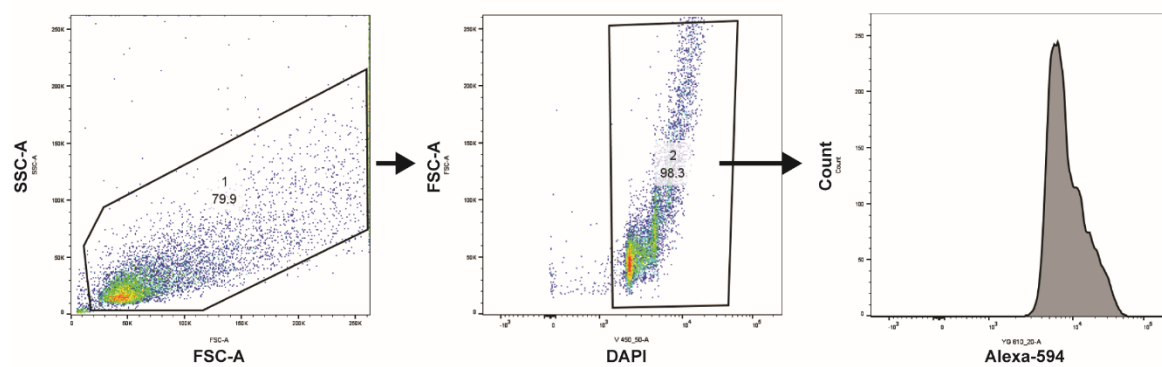

Supplementary figure 6: Gating strategy for G-actin quantification in purified nuclei
This Supplementary figure is related to Fig. 6c and Supplementary figure 4g.

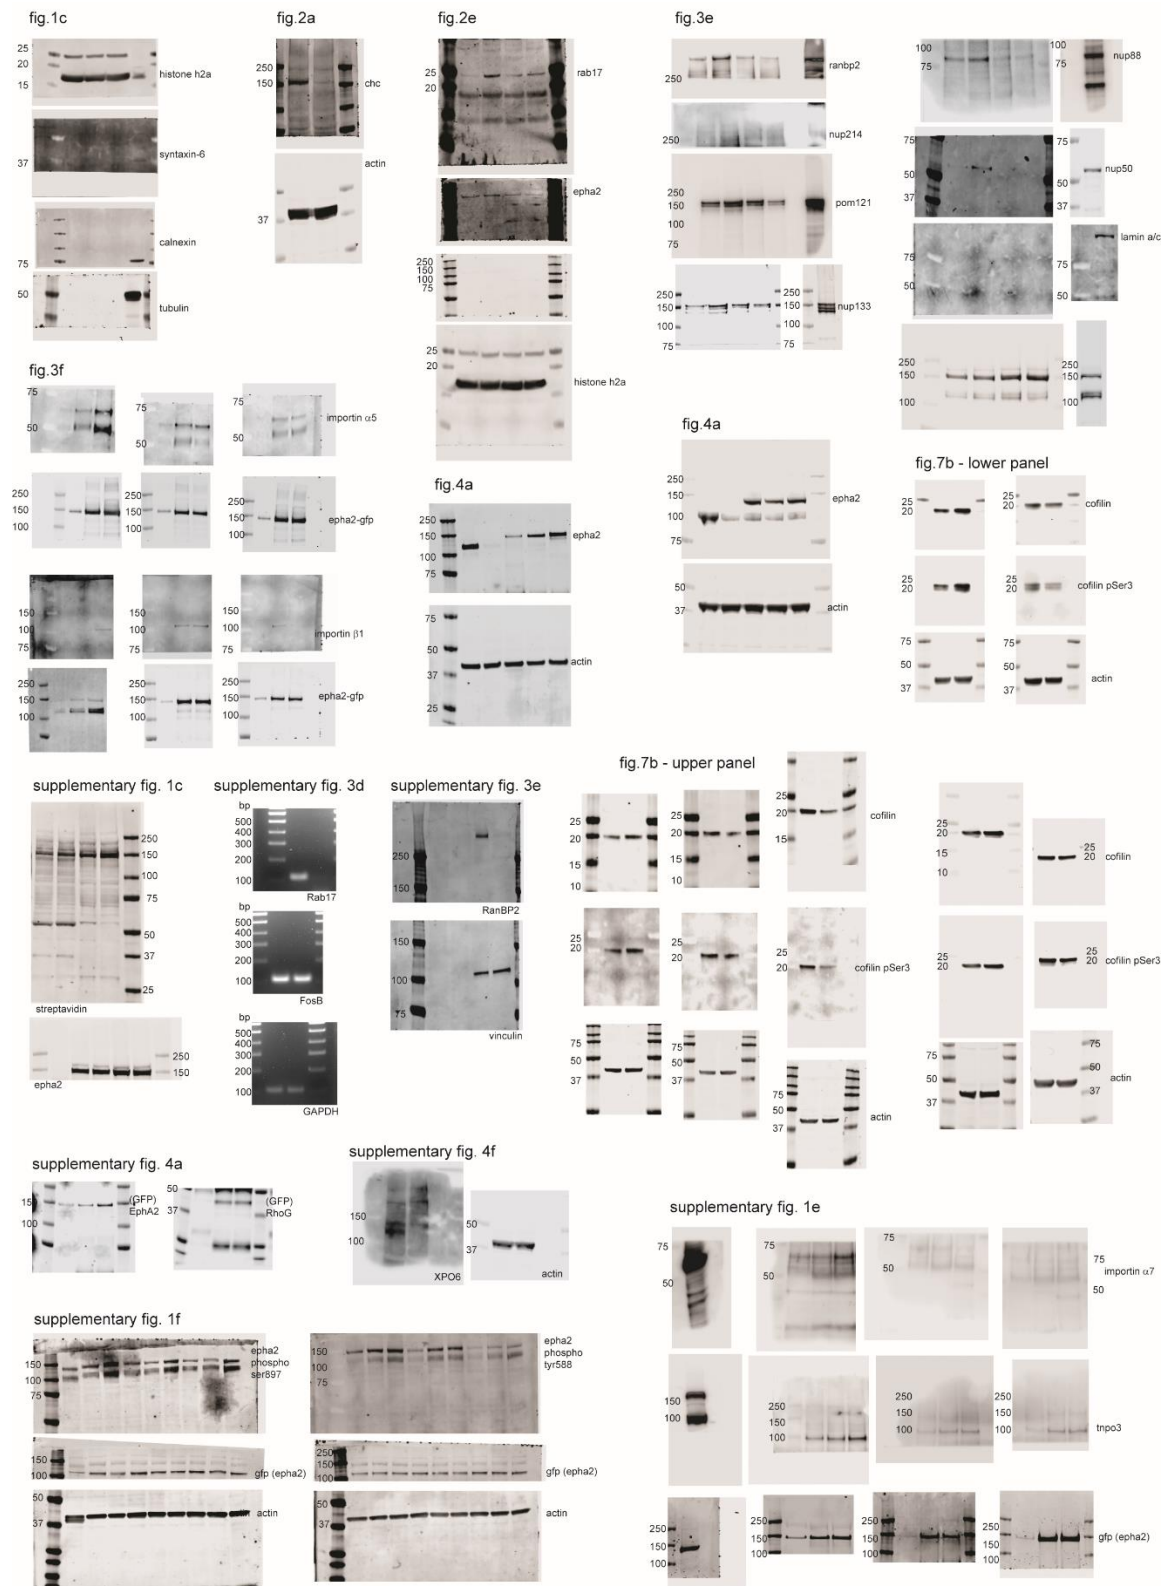

Supplementary figure 7: Uncropped scans of Western blots

Molecular weights are in kDa, except for figure 3d.

JunB mouse	F – 5'- TCA CGA CGA CTC TTA CGC AG -3'<br>R – 5'- CCT TGA GAC CCC GAT AGG GA – 3'
FosB mouse	F – 5'- TTT TCC CGG AGA CTA CGA CTC -3'<br>R – 5'- GTG ATT GCG GTG ACC GTT G – 3'
ATF3 mouse	F – 5'-GAG GAT TTT GCT AAC CTG ACA CC -3'<br>R – 5'- TTG ACG GTA ACT GAC TCC AGC – 3'
Zfp36 mouse	F – 5'- CCA CCT CCT CTC GAT ACA AGA -3'<br>R – 5'- GCT TGG CGA AGT TCA CCC A – 3'
ZFP36 human	F – 5'- GAC TGA GCT ATG TCG GAC CTT -3'<br>R – 5'- GAG TTC CGT CTT GTA TTT GGG G – 3'
SRF human	F - 5'- ACT GCC TTC AGT AGG AAC AA - 3'<br>R – 5'- TTC AAG CAC ACA CAC TCA CT – 3'
ACTA2 human	F- 5' – AAA AGA CAG CTA CGT GGG TGA - 3'<br>R – 5' – GCCATGTTCTATCGGGTACTTC – 3'
CFL1 human	F – 5' – TAC GCC ACC TTT GTC AAG ATG -3'<br>R – 5' - CCT TGG AGC TGG CAT AAA TCA T - 3'
IER5 human	F – 5' – TTT CTC GGG ACT CCT ACG GAA – 3'<br>R – 5' - GCT CCA GGG GTT CAT GTC TC – 3'
FOSL2 human	F – 5' – CAG AAA TTC CGG GTA GAT ATG CC – 3'<br>R – 5' – GGT ATG GGT TGG ACA TGG AGG – 3'
CYR61 human	F – 5' – CTC GCC TTA GTC GTC ACC C – 3'<br>R – 5' - CGC CGA AGT TGC ATT CCA G – 3'
MYL9 human	F – 5' – TCT TCG CAA TGT TTG ACC AGT – 3'<br>R – 5' – GTT GAA AGC CTC CTT AAA CTC CT – 3'
VCL human	F – 5' – CCA AGA TGA TTG ACG AGA GAC AG – 3'<br>R – 5' – AGA GGT GAG TTG TAA CAC ACG A – 3'
ITGB1 human	F- 5' – CCT ACT TCT GCA CGA TGT GAT G– 3'<br>R- 5' – CCT TTG CTA CGG TTG GTT ACA TT – 3'
ARHGEF16 human	F- 5' – ATC TGG ACG CTG TTT TTG GAC – 3'<br>R- 5' – GGC ATC TTC GTA CCT GTT GAG A – 3'
18S ribosomal	F- 5' – GCT TAA TTT GAC TCA ACA CGG GA – 3'<br>R- 5' – AGC TAT CAA TCT GTC AAT CCT GTC – 3'
XPO6 human	F- 5' – ATC TGG ACG CTG TTT TTG GAC – 3'<br>R- 5' – GGC ATC TTC GTA CCT GTT GAG A – 3'
RANBP2 human	F- 5' – AAA CCT CCG ATT GCA GCT CAT – 3'<br>R- 5' – GGC AAA GAT GGC CTT AAT CCT – 3'
FOSB promoter human	F- 5' – CCG CGA GCA GTT CCC GTC AAT CCC TC - 3'<br>R- 5' – GCA GTT CCT GTC TCA GAG GTC TCG TGG GC - 3'
JUNB promoter human	F- 5' – CCT CCC GGG TCC CTG CAT CCC C – 3'<br>R- 5' – ACG CCT CTC GGC CCT CTC TTC CC – 3'
ATF3 human	Qiagen Cat. No. QT00000273
FOSB human	Qiagen Cat. No. QT00013076
JUNB human	Qiagen Cat. No. QT00201341
ARHGEF16 human	Qiagen Cat. No. QT00229453
RAB17 human	Qiagen Cat. No. QT00009590

Supplementary table 1. Sequences of primers used for PCR

Marco et al., Supplementary table 2. Default simulation parameters for prediction of nuclear G-actin dynamics

Quantity	Symbol	Value
Centre of the nucleus	$\mathbf{p}_1$	$(0, -0.35)$
Centre of the cell	$\mathbf{p}_2$	$(0,0)$
Centre of the catalytic growth factor	$\mathbf{p}_3$	$(0,0)$
Radius of the nucleus	r_1	5×10^{-1}
Radius of the cell	r_2	1
Radius of the catalytic growth factor	r_3	3×10^{-1}
Diffusion coefficient of G-actin in the cytoplasm	D_{G_c}	1×10^{-1}
Diffusion coefficient of F-actin in the cytoplasm	D_{F_c}	0
Diffusion coefficient of cofilin in the cytoplasm	D_{C_c}	1×10^{-1}
Diffusion coefficient of cofilin-actin in the cytoplasm	D_{Ξ_c}	1×10^{-1}
Diffusion coefficient of profilin in the cytoplasm	D_{P_c}	1×10^{-1}
Diffusion coefficient of profilin-actin in the cytoplasm	D_{Y_c}	1×10^{-1}
Diffusion coefficient of phospho-cofilin in the cytoplasm	D_{Θ_c}	1×10^{-1}
Diffusion coefficient of catalytic growth factor in the cytoplasm	D_{E_c}	0
Diffusion coefficient of G-actin in the nucleus	D_{G_n}	1×10^1
Diffusion coefficient of cofilin in the nucleus	D_{C_n}	1×10^1
Diffusion coefficient of cofilin-actin in the nucleus	D_{Ξ_n}	1×10^1
Diffusion coefficient of profilin in the nucleus	D_{P_n}	1×10^1
Diffusion coefficient of profilin-actin in the nucleus	D_{Y_n}	1×10^1
Rate of polymerisation for G-actin in the cytoplasm	γ_{G_c}	2×10^{-2}
Rate of depolymerisation for F-actin in the cytoplasm	γ_{F_c}	1×10^{-2}
Catalytic rate parameter for actin polymerisation	μ_1	1
Rate of association between G-actin and cofilin in the cytoplasm	α_{Ξ_c}	1×10^{-1}
Rate of dissociation for cofilin-actin in the cytoplasm	γ_{Ξ_c}	1×10^{-2}
Rate of association between G-actin and profilin in the cytoplasm	α_{Y_c}	1×10^{-2}
Rate of dissociation for profilin-actin in the cytoplasm	γ_{Y_c}	1
Rate of phosphorylation for cofilin in the cytoplasm	α_{Θ_c}	2×10^{-2}
Rate of dephosphorylation for phospho-cofilin in the cytoplasm	γ_{Θ_c}	4×10^{-2}
Catalytic rate parameter for cofilin phosphorylation	μ_2	5×10^1
Decay rate of catalytic growth factor	γ_{E_c}	0
Rate of association between G-actin and cofilin in the nucleus	α_{Ξ_n}	1×10^{-2}

Marco et al., Supplementary table 2. Default simulation parameters for prediction of nuclear G-actin dynamics

Rate of dissociation for cofilin-actin in the nucleus	γ_{Ξ_n}	1
Rate of association between G-actin and profilin in the nucleus	α_{γ_n}	1×10^{-1}
Rate of dissociation for profilin-actin in the nucleus	γ_{γ_n}	1×10^{-2}
Nuclear import rate of profilin	β_{P_c}	1
Nuclear export rate of profilin	β_{P_n}	1
Nuclear export rate of profilin-actin	β_{γ_n}	1
Nuclear import rate of cofilin	β_{C_c}	1
Nuclear export rate of cofilin	β_{C_n}	1
Nuclear import rate of cofilin-actin	β_{Ξ_c}	2

Marco et al., Supplementary table 3. Initial computed values for species used for simulations

Quantity	Symbol	Value
Initial concentration of G-actin in the cytoplasm	$G_{c_{\text{init}}}$	2.64×10^{-1}
Initial concentration of F-actin in the cytoplasm	$F_{c_{\text{init}}}$	5.28×10^{-1}
Initial concentration of catalytic growth factor	$E_{c_{\text{init}}}$	10
Initial concentration of cofilin in the cytoplasm	$C_{c_{\text{init}}}$	1.40×10^{-1}
Initial concentration of cofilin-actin in the cytoplasm	$\mathcal{E}_{c_{\text{init}}}$	9.12×10^{-3}
Initial concentration of profilin in the cytoplasm	$P_{c_{\text{init}}}$	1.34×10^{-1}
Initial concentration of profilin-actin in the cytoplasm	$Y_{c_{\text{init}}}$	3.95×10^{-3}
Initial concentration of phospho-cofilin in the cytoplasm	$\theta_{c_{\text{init}}}$	6.99×10^{-2}
Initial concentration of G-actin in the nucleus	$G_{n_{\text{init}}}$	8.56×10^{-1}
Initial concentration of cofilin in the nucleus	$C_{n_{\text{init}}}$	1.50×10^{-1}
Initial concentration of cofilin-actin in the nucleus	$\mathcal{E}_{n_{\text{init}}}$	1.21×10^{-2}
Initial concentration of profilin in the nucleus	$P_{n_{\text{init}}}$	1.27×10^{-1}
Initial concentration of profilin-actin in the nucleus	$Y_{n_{\text{init}}}$	2.74×10^{-3}

# Supplementary material for: Nuclear-capture of endosomes depletes nuclear G-actin to promote SRF/MRTF activation and cancer cell invasion
**Source:** Nat Commun. 2021 Nov 24;12:6829. doi: 10.1038/s41467-021-26839-y
**Supplement:** Supplementary file 3 — Description of Supplementary Files

**Legends to supplementary movies**

**Supplementary movie 1: Internalisation and centripetal transport of EphA2/Rab17-positive endosomes.** H1299 cells were transfected with EphA2-GFP (green) in combination with Rab17-mCherry (red). Transfected cells were challenged with HGF and monitored using confocal time-lapse fluorescence imaging. Arrows indicate EphA2/Rab17-positive vesicles that move centripetally from the cell’s periphery to the juxta-nuclear region.

**Supplementary movies 2 & 3: Interaction of EphA2-positive vesicles with α5 and β1 importins in the perinuclear region.**  H1299 cells were transfected with EphA2-GFP (green) in combination with mCherry- importin-α5 (red channel; movie 2) or mCherry-importin-β1 (red channel, movie 3), imaged by fluorescence time-lapse microscopy and movies collected. Arrows indicate where EphA2 and importin-positive structures come into contact for an extended period.

**Supplementary movies 4 – 6:** H1299 cells were transfected with wild-type EphA2-GFP (WT; green signal movies 4 & 6) or an NLS mutant of EphA2-GFP (NLS2; green signal movie 5) in combination with mCherry-Lifeact (red signal) in the presence (movie 6) or absence (movies 4 & 5) of an siRNA targeting RhoG (siRhoG). Cells were challenged with HGF at the start of the movie and monitored using high resolution time-lapse fluorescence imaging. Arrows indicate events in which actin polymerisation was observed to increase in the vicinity of an EphA2-positive vesicle.

**Supplementary movie 7:** A computational approach was used to model nucleocytoplasmic actin dynamics according to the schematic in Fig. 4a. The movies depict model cells in which the nuclear envelope is clearly shown and the alterations to G-actin levels are represented by the Viridis colour palette. The influence of altering the rates of actin polymerisation (E_c_µ1) and cofilin phosphorylation (E_c_µ2) on depletion of nuclear G-actin was evaluated. The left-hand movie and graph (black line) depict predicted alterations to G-actin distribution following activation of both juxtanuclear actin polymerisation and cofilin phosphorylation effected by increasing the rates E_c_µ1 and E_c_µ2 to values greater than zero (E_c_µ1>0 and E_c_µ2>0). The centre movie and graph (red line) depict alterations to G-actin distribution occurring following activation of actin polymerisation (E_c_µ1>0), but not cofilin phosphorylation (E_c_µ2=0). The right-hand movie and blue line in the graph depict predicted G-actin dynamics following activation of cofilin phosphorylation (E_c_µ2>0), but not actin polymerisation (E_c_µ1=0).

**Legends to supplementary data**

**Supplementary data 1: Proteomic analysis of protein translocation from the cell surface to the nuclear fraction**

*Sheet 1, the HGF-dependent cell surface to nucleus proteome:* H1299 cells were SILAC-labelled with medium or light amino acids and surface-labelled with NHS-SS-Biotin at 4°C. Cells were warmed to 37°C in the presence (light labelled cells; L) or absence heavy labelled cells; H) of HGF. Following this, nuclei were purified, lysed and biotinylated proteins isolated from these using streptavidin beads. Isolated proteins were analysed using mass spectrometry-based proteomics, analysed using Maxquant to obtain the SILAC ratios and these are presented in sheet 1 (nuc_hgf_nuc_ctrl) . The ratio of HGF-treated (L; Int Nucl HGF) to untreated (L; Int Nuc Ctrl) from two independent experiments (1 and 2) are presented in columns D and E respectively and ranked in descending order. The proteins in red are those which are represented in the surface proteome (see Sheet 2) and, therefore, have been categorized as moving from the plasma membrane to the nucleus fraction. These proteins are the ones denoted by red dots in figure 1b.

*Sheet 2, the surface proteome:* H1299 cells were SILAC labelled with heavy or light amino acids and surface-labelled with NHS-SS-Biotin. Light-labelled cells (L) were treated with MesNa to remove biotin from the cell surface, whilst heavy-labelled cells were left untreated (H). Cells were lysed, biotinylated proteins were isolated and analysed using mass spectrometry-based proteomics as above. The ratio of surface-reduced (L) to not-reduced (H) are presented in column D and ranked in ascending order. Thus, the proteins most enriched at the cell surface at the beginning of the experiment have the most negative values and are listed towards the top of column D in a blue typeface. These proteins are then denoted in red in sheet 1.

**Supplementary data 2: Proteomic analysis of the NLS-dependent proximity interactome of EphA2**

H1299 cells stably expressing TurboID fused to either wild-type (WT) EphA2 or NLS1/NLS2 EphA2 mutants were incubated with biotin and HGF for 1h at 37°C. After incubation, cells were lysed, and biotinylated proteins purified from the lysates using streptavidin beads. Purified proteins were eluted from the beads and subjected to label-free MS-based proteomics followed by analysis using MaxQuant software. LFQ intensity values were determined for proteins biotinylated in the presence of HGF by TurboID-EphA2 wild-type (LFQ intensity WT; columns J-N), TurboID-EphA2-NLS1 (LFQ intensity NLS1; columns O-S) and TurboID-EphA2-NLS2 (LFQ intensity NLS2; columns T-X). LQF values are from 5 independent experiments (denoted n=1, n=2, n=3, n=4 and n=5). Differences between the mean LFQ intensities of proteins biotinylated in the presence of HGF by EphA2 WT-TurboID-expressing cells and those from cells expressing TurboID-EphA2-NLS1 (Student’s t-test Difference WT versus NLS1; column E) or TurboID-EphA2-NLS1 (Student’s t-test Difference WT versus NLS2; column F) were calculated and ranked in descending order. The student’s t-test Difference values corresponding to nuclear pore components and related proteins are represented with coloured dots and annotations in Fig. 3c, whilst the Difference values for other (non-nuclear pore) proteins present in this dataset are represented by grey dots.

**Supplementary data 3: RNAseq analysis of HGF-dependent** **gene expression in the presence and absence of EphA2 knockdown.**

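By their legend, sheets 1 and 2 of Supplementary Data 3 hold the authors' limma comparison of cells with and without HGF, sheet 1 in nt and sheet 2 in siEphA2 cells, 1 line per gene, with a log2 fold change, the mean expression, a p and an adjusted p. The copy used here holds the first 1999 of the 14368 lines of each sheet, so that no overlap or enrichment was computed on them, and the 25 listed mRNAs are among the lines of sheet 2 that were used. Across these lines sheet 1 had a Pearson's r of 0.91 with the HGF effect in nt cells, and sheet 2 one of 0.0011 with the HGF effect in siEphA2 cells and of 0.84 with the log2 fold change of nt +HGF over siEphA2 +HGF (genes are not independent replicates). In the deposited values the mRNA with the largest HGF effect in nt cells among these 25 was *NR4A2*, at 0.84 ± 0.51 log2 CPM without and 4.59 ± 0.77 with HGF in nt cells (SD, n = 3 each), and at 0.82 ± 0.50 and 2.35 ± 0.37 in siEphA2 cells (SD, n = 3 each).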

*Sheets 1 & 2, mRNAs upregulated by HGF in control and EphA2 knockdown cells:* H1299 cells were transfected with siRNAs targeting EphA2 (siEphA2; sheet 2) or a non-targeting control (siNT; sheet 1). 48hr following transfection, cells were challenged with HGF (+HGF) or vehicle control (-HGF) for 20 min. RNA was extracted and analysed by RNAseq using the Illumina Next Seq 500 system, followed by alignment to the GRCm38 version of the human genome and annotation using HiSat2 version 2.1.0. Expression levels were determined and statistically analysed by a combination of HTSeq version 0.9.1, the R environment version 3.4.4, utilizing packages from the Bioconductor data analysis suite and differential gene expression analysis was performed using voom pipeline from the limma package in R. HGF driven changes in mRNA level were calculated as the logarithm (Log2) of the ratio (logFC) of mRNA levels in the presence and absence of HGF (-HGF vs +HGF), and these are presented in for control (siNT; sheet 1) and EphA2 knockdown (siEphA2; sheet 2) cells. Data are ranked according to the logFC in descending order (column C).

*Sheet 3, HGF-driven mRNAs which are sensitive to EphA2 knockdown:* mRNAs which were differentially regulated by HGF following EphA2 knockdown were identified. These are the mRNAs indicated by the red dots and blue text in the upper left quadrant of the graph in figure 2. This sheet displays the values yielded by control (siNT) or EphA2 (siEphA2) knockdown cells incubated in the absence (-HGF) or presence (+HGF) of HGF from 3 individual experiments (1-3). These individual values are the ones represented in the heat map presented in figure 2d.

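Sheet 3 gives log2 values of single libraries, which is the level at which each experiment can be compared with itself. Its 12 columns carry the library names used for the deposited values, and its 25 mRNAs make 300 values. These differed from the deposited log2 CPM of the libraries of the same name by at most 0.10, with a median of 0.0048. *SGK1*, for example, was at 4.09 ± 0.12 without and 6.05 ± 0.20 with HGF in nt cells, and at 4.09 ± 0.07 and 4.69 ± 0.42 in siEphA2 cells, in deposited log2 CPM (SD, n = 3 each).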

# Supplementary material for: Nuclear-capture of endosomes depletes nuclear G-actin to promote SRF/MRTF activation and cancer cell invasion
**Source:** Nat Commun. 2021 Nov 24;12:6829. doi: 10.1038/s41467-021-26839-y
**Supplement:** Supplementary file 14 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

To collect Airyscan confocal microscopy images Zeiss Black software version 2.3.sp1 was used (Zeiss). Mass spectrometry data was acquired using the XCalibur software (Thermo Fisher Scientific - Version 4.2.28.12). To acquire ELISA absorbance data, Magellan software version 7.2 (Tecan) was used. To obtain Western blotting data, image studio software version 5.2 was used (Li-Cor); and for ECL blots, Bio-Rad Chemidoc ImageLab Touch Software (version 2.3.0.07) was used. To obtain images for high-content analysis Harmony High-content Imaging and analysis software was used (version 4.9 - Perkin Elmer), and Columbus Image Data Storage and Analysis System (PerkinElmer - version 2.8.0). To obtain qPCR raw data Bio-Rad CFX Manager 3.1 software was used (BioRad Laboratories). To obtain time-lapse images, Metamorph software (version 7.8.13.0) was used (Molecular Devices). To obtain flow cytometry data, BD FACSDIVA software (version 8.0.1) was used.

Data analysis

For the mathematical model (Fig. 7a,c and supplementary Fig. 5d) simulations were performed in the Virtual Cell modelling and simulation software environment using the built-in Semi-Implicit Finite Volume-Particle Hybrid (regular grid, fixed time step) solver (see methods).

Mass spectrometry data was plotted using Perseus software version 1.6.0.7 and 1.6.2.3. For mass spectrometry SILAC data (Fig. 1b), raw data files were processed with MaxQuant software version 1.5.5.1 (Cox and Mann, 2008), and for BioID data (Fig. 3c) with MaxQuant version 1.6.14.0, and then searched using the Andromeda search engine (Cox et al., 2011) against the human UniProt database (09/07/2016; 92,939 entries). Enrichment plots were generated using GSEA 4.1.0 software (Broad Institute).

To analyse RNAseq expression data (Fig. 5a), quality checks on the raw RNAseq data files were performed using fastqc version 0.11.7 and fastq screen version 0.12.0. RNAseq paired-end reads were aligned to the GRCh38 version of the human genome and annotation using HiSat2 version 2.1.0. Expression levels were determined and statistically analysed using a combination of HTSeq version 0.9.1, the R environment version 3.4.4, utilizing packages from the Bioconductor data analysis suite and differential gene expression analysis was performed using voom pipeline from the limma package in R (see methods).

To analyse qPCR raw data, BioRad CFX Manager 3.1 software was used throughout (BioRad Laboratories).

To analyse microscopy images Fiji/ImageJ software was used throughout (version1.53).

For high-content image analysis (Fig. 4c; 6d) Columbus Image Data Storage and Analysis System software version 2.8.0 was used (Perkin Elmer).

To analyse flow cytometry data (Fig. 6c), FlowJo software version 10.1r5 was used (FlowJo, LLC).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The SILAC Nuclear Capture Proteome data generated in this study have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository under the accession code PXD027268. The RNA sequencing data generated in this study have been deposited in the GEO – NCBI – NIH repository under the accession number GSE179901 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179901>). The EphA2 TurboID proteomic data generated in this study have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository under the accession code PXD027217.

The remaining data are available within the Article, Supplementary Information. All raw data were generated at the CRUK Beatson Institute. All raw data and data derived from this which are relevant to this study are available from the corresponding author [JCN] on request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes consisted at least of three biological repeats per experiment. The sample sizes were not pre-determined as most of the experiments showed a clear reproducibility after three biological repeats. If a technique/experiment displayed a clear and robust trend, but the intrinsic variability of the technique did not demonstrate statistical significance after three repeats, then the number of independent repeats was increased to ensure that variability was correctly controlled for.
Data exclusions	No data exclusions apply for the analysis of the experiments performed.
Replication	Each individual experiment was repeated independently at least three times. All attempts at replication were successful and experiments were only discarded when technical issues precluded interpretation (i.e. an antibody failing to work or qPCR cycles too low, etc.).
Randomization	No randomisation was applied to the experiments performed. The use of cell lines in this study allowed for no randomisation since the homogeneity of the samples allows for a high degree of confidence that possible covariates are controlled.
Blinding	Blinding was not employed. The quantification applied for cell biological experiments was not selective or subjective, therefore, it did not require blinding.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

For Western blotting and immunofluorescence, antibodies were from the following sources: goat anti-LaminA/C (Santa Cruz, sc-6215), mouse anti-EphA2 (Millipore, 05-480), mouse anti-EphA2 (Santa Cruz, sc-398832), rabbit anti-EphA2 phospho-Ser897 (Cell Signaling, #6347), rabbit anti-EphA2 phospho-Tyr588 (Cell Signaling, #12677), mouse anti-GFP (Immunoprecipitations, Abcam, ab1218), mouse anti-GFP (Western Blot, Santa Cruz, sc-9996), rabbit anti-GFP (Abcam, ab6556), rabbit anti-importin- α 5 (KPNA1, Proteintech, 18137-1-AP), mouse anti-importin- β 1 (KPNB1, Cell Signaling, #60769), mouse anti-actin (Sigma, A1978), mouse anti-RhoG (Millipore, 04-486), mouse anti-Rab17 (Abnova, H00064284-MO1), mouse anti-importin- α 7 (Proteintech, 12366-2-AP), rabbit anti-TNPO3 (Abcam, ab109386), mouse anti-CHC (TD1, gift from F. Brodsky), rabbit anti-HistoneH2a (Abcam, ab16563) and rabbit anti-XPO6 (Proteintech, 11408-1-AP), mouse anti-cofilin (Proteintech, 66057-1-Ig) and rabbit anti-cofilin phospho-Ser3 (Santa Cruz, sc-12912-R). For immunoprecipitation, mouse antibodies were coupled to magnetic beads conjugated to anti-mouse IgG (Invitrogen; Dynabeads Sheep anti-mouse IgG; catalogue number 11031). For chromatin immunoprecipitation, antibodies were rabbit anti-SRF (Cell Signaling Technologies, #5147), rabbit anti-MRTF-A (Cell Signaling Technologies, #14760) and mouse anti-ELK-1 (Santa Cruz, sc-365876). For the TurboID experiments, we used mouse anti-RanBP2 (Santa Cruz, sc-74518), rabbit anti-Nup214 (Bethyl Laboratories, A300-716A-M), rabbit anti-POM121 (Genetex, GTX102128), mouse anti-Nup133 (Santa Cruz, sc-376763), mouse anti-Nup88 (BD Biosciences, 611896), mouse anti-Nup50 (Santa Cruz, sc-398993), goat anti-laminA/C (Santa Cruz, sc-6215) and mouse anti-V5-Tag (Thermo, MA5-15253).

Validation

Where possible the antibodies were tested using siRNA silencing approaches together with either Western blotting or immunofluorescence staining, coupled with qPCR to test the efficiency of the silencing. Furthermore, antibodies were checked by determining whether they gave rise to bands in the expected molecular weight on Western blotting.

For calnexin, syntaxin-6, tubulin, histone H2a antibodies were checked by Western blotting for appropriate molecular weight and also for cellular location using cell fractionation (fig.1c); streptavidin-Alexa488 was validated using NHS-SS-Biotin labelled samples from which the biotin tag had been removed by reduction with beta-mercaptoethanol (fig.1a); clathrin antibody was validated by using a combination of siRNA and Western blotting (fig.2a); Rab17 antibody was assessed using siRNA and Western blotting (Fig. 2e); RanBP2 antibody was checked by siRNA and Western blotting (supplementary fig.3e); Nup214, POM121, Nup133, Nup88, Nup50 were assessed by confirming the molecular weight of the bands visible by Western blotting (Fig. 3e); importin alpha-5 and importin beta-1 were assessed by observing their molecular weight on Western blotting (Fig. 3f); EphA2 antibody was validated using mouse cells which were knockout for EphA2, and in human cells using siRNA combined with Western blotting (Fig.4a and d); cofilin, phospho cofilin and actin antibodies were validated by expected molecular weight in Western blotting (Fig.7b); V5tag antibody was validated by immunofluorescence in non-transfected cells (supplementary Fig.1b); importin alpha-7 and transportin-3 were validated by observation of the expected molecular weight by Western blotting (supplementary Fig.1e); EphA2 phosphoSer897 antibody has been previously validated by our laboratory both by immunofluorescence and Western blotting combined with siRNA (Gundry et al. 2017 Nat Commun - <https://doi.org/10.1038/ncomms14646>); the GFP antibody was validated by Western blotting in non-transfected cells (Fig.4a and d), RhoG antibody was validated by Western blotting from cells expressing exogenous RhoG-GFP (supplementary Fig.4a), exportin-6 was validated by siRNA combined with Western blotting (supplementary Fig.4f). Finally, the lamin A/C antibody was validated by immunofluorescence (Fig. 1a).

Eukaryotic cell lines

Policy information about cell lines

Cell line source(s)	H1299 (NCI-H1299, ATCC); KPC (KRas, P53 mutant, Pdx-Cre) (generated in-house from mice tumours).
Authentication	The genetic identity of all these cell lines was confirmed at the CRUK Beatson Institute (Promega GenePrint 10 Kit).
Mycoplasma contamination	All cell lines tested negative for mycoplasma.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used in this study.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Purified nuclei were obtained from H1299 cells. Nuclei were fixed with 4% paraformaldehyde, permeabilised with 0.2% triton x-100/PBS, and stained with DAPI and DNaseI-Alexa594 for 1 hour at room temperature. At least 10.000 events per condition per experiment were measured in the cytometer.

Instrument

BD LSRFortessa

Software

FlowJo (FlowJo, LLC - 10.1r5)

Cell population abundance

Purified nuclei, and not intact cells were analyzed by flow cytometry in this paper, therefore this parameter is not applicable. here.

Gating strategy

Purified nuclei were gated according to FSC and SSC. DAPI positive events were selected. Alexa-594 fluorescence was analysed in this population.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

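RNA from H1299 cells was sequenced in 4 groups of 3 libraries, nt −HGF, nt +HGF, siEphA2 −HGF and siEphA2 +HGF, with 1 library of each group from each of 3 independent experiments. The authors checked the reads with FastQC 0.11.7, aligned them with HISAT2 2.1.0, counted them per gene with HTSeq 0.9.1 and normalized the counts with voom of limma in R 3.4.4. The deposited values are therefore log2 CPM, 1 per gene and library, for 16004 genes, and which genes the authors left out as too low is not given in the sources used here. The strand setting and the treatment of reads that match several genes are not given in the sources used here, so values of paralogs and of overlapping genes carry that uncertainty.

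Libraries were matched to groups by the library name in the sample description, which equals the column name of the deposited values. The sample titles give the same group for 8 libraries and the other HGF state for 4. Gene symbols, coordinates, GC content and transcript lengths were taken from GENCODE annotation of GRCh38 by gene identifier, and 15911 of 16004 identifiers had a symbol. The coordinates depend only on the identifier, not on the build the reads were aligned to.

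Depth was recovered from the values themselves. With 0.5 added to each count by voom, the spacing of low values gives what 1 read is worth in a library, and 100% of values under 1000 reads came out whole within 0.05 of a read, as did 99.888% to 99.913% over all genes of a library. Summed over the 16004 deposited genes, the libraries held 48625859 to 74626747 reads, with a median of 60439390. Reads outside these genes are not in these sums. Values computed by voom from the recovered reads differed from the deposited log2 values by at most 5.09e-06. None of the 66 pairs of libraries differed by less than the sampling noise, so none is a copy of another. This does not show that libraries of one experiment are independent. No column of the deposited table was left unused.

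Changes were tested with limma 3.58.1 in R 4.3.3 on the deposited log2 values, with 1 coefficient per group over all 12 libraries, an intensity trend in the variance and Benjamini-Hochberg adjustment within each comparison at 0.05. The comparisons were the HGF effect in nt and in siEphA2 cells, their difference, the HGF effect averaged over both arms, and the siRNA effect without and with HGF. A gene counted as separate when all 3 libraries of one group lay above the 3 of the other, which chance gives for 10% of genes. *EPHA2* was tested by a two-sided exact permutation test. The legend of sheet 3 in Supplementary Data 3 numbers the experiments 1 to 3, and the libraries of one experiment deviated together from their group means. Over 18 pairs of libraries with the same number the correlation of these deviations ran from 0.41 to 0.90 (median 0.66), over 36 pairs with other numbers from −0.82 to 0.52, and 12 of 12 libraries correlated best with their own number. A fit with the experiment number as a block was therefore set beside each result whose call it changed.

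The rule for named genes took, per comparison and fit, up to 12 genes with the largest rise and 12 with the largest fall among called genes with a mean log2 value of at least 1 and separate groups, together with *EPHA2*, the paper's 25 listed mRNAs, genes the paper names and leading members of the lists. Values in the paper's tables were seen before the rule was set. Of 27 gene lists, 23 had at least 5 measured members and were tested with camera of limma at a preset correlation of 0.01, with an estimated correlation as a check, and with fry, adjusted over the 23 lists of a comparison. The lists were the paper's 25 mRNAs, its qPCR targets, immediate-early factors, ternary complex factor targets, cytoskeletal MRTF targets, ERK feedback, ZFP36-type decay, NF-κB and cytokines, YAP and TEAD targets, scatter and invasion, replication histones, and the 12 lists of other processes. Markers of leukocytes (1 measured), endothelial cells (2), fibroblasts and muscle (2) and epithelia (3) were too few for a test. Older gene symbols were matched to current ones after a first look at the list results, which completed 5 lists, and the values given are those after the match.

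The procedure was tested on simulated data for 16004 genes in the same groups, for the HGF effect in nt cells. Without the block it recovered 80 of 100 genes changed by 1 on the log2 scale and 99 of 100 changed by 2, and called 1 unchanged gene, and with the block it recovered 98 and 100 of 100 and called 12 unchanged genes. A simulated difference between the arms was recovered for 55 and 93 of 100 genes without the block and for 89 and 100 of 100 with it. Changes were put into nt +HGF alone, in genes with a mean log2 value of at least 1. Noise was independent between genes, and an experiment shifted all groups alike. Real losses of the HGF effect were partial, and that effect varied between experiments, so these shares do not carry over to the real difference.

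Alternatives were the block, quantile normalization, median centring, filters on low values, log2 of the linear value plus 1, other variance models, array weights, the 6 libraries of a comparison alone, the 8 libraries whose labels match, the conditions of the titles, each library left out in turn and other thresholds. Voom weights on the recovered reads, fits without experiment 3, a correction of each library for GC content and, for the difference between the arms, 2 fits that let the HGF effect vary between experiments were added after seeing the data. The latter were limma on the 3 differences of the changes within each experiment (gene lists without the variance trend), and the block with an HGF term per experiment.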

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

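Chosen only after the results were seen were the tests of library depth, of a raised level without HGF and of a failed HGF treatment in 1 experiment, and the correction for GC content, the comparison of read shares between experiments, the voom weights, the fits without experiment 3 and those that let the HGF effect vary between experiments.

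Experiment 3 stands apart from experiments 1 and 2, with 3 of its 4 libraries at the top of the first principal component. GC content is a candidate explanation for part of this, as the gene loadings followed it with a Spearman's rho of 0.80939 across genes, and after the correction for GC content the first component held 43.8% of the variance in place of 66.2%. The same 3 libraries still had its highest scores then, siEphA2 −HGF 3 with 29.1, nt −HGF 3 with 13.8 and siEphA2 +HGF 3 with 11.5 against 4.06 for the highest other, and nt +HGF 3, with 1.66, lay above nt +HGF 1 and 2 (−12.2 and −11.3), which argues against the GC content removed here as the whole cause. Total reads had a Pearson's r of −0.40838 with the component over 12 libraries (permutation p = 0.185, rho −0.20 with p = 0.525, and r −0.25 without the 2 libraries farthest from the median depth), so depth cannot be told apart from chance with this number of libraries. The 4 libraries of experiment 3 also held more mitochondrial reads, 4.38% to 5.61% against 3.46% to 4.08% in the other 8, and their 10 highest genes took 5.16% to 6.02% of reads against 4.53% to 5.00%. These shares part experiment 3 from the others in every group but do not tell a difference of the cells from one of the RNA or the libraries, which stays open.

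The HGF effect was smaller in siEphA2 cells. A test of the difference between the arms picked out 5 genes with the experiment as a block, *SGK1* with −1.3562, *NR4A1* with −1.6485, *FOSB* with −2.0363, *ATF3* with −1.5254 and *NUAK2* with −1.5101 on the log2 scale, and 0 without the block (limma, 149 at an unadjusted p under 0.05), with adjusted p over the alternatives from 6.18e-06 (*NR4A1*) to 1. Where the HGF effect could vary between experiments, 10 genes passed by the differences within each experiment and 17 with the block and an HGF term per experiment, and *NUAK2* passed in the second alone (adjusted p = 0.0501 in the first). A level already raised without HGF could make up 0.11232 of the median loss, a failed HGF treatment in 1 experiment is argued against by the highest of the 3 ratios of siEphA2 to nt, 0.49026, and the correction for GC content left 1.0064 of the median difference with the block. The first ratio is one of medians and does not hold for each gene. Over the paper's 25 listed mRNAs the siRNA effect without HGF ran from −0.07 to 0.69, with 19 higher and 6 lower by sign. *IER3*, among the higher, was at 3.48, 3.49 and 3.78 log2 CPM without HGF in nt cells of experiments 1 to 3. In siEphA2 cells it was at 3.91, 3.66 and 4.42. The 6 changes with HGF can be split 3 against 3 in 10 ways, too few for a share under 0.05, and in a fit of these 6 changes the real split called 6 genes and the highest other 0, so that 1 split reached the real count. A hypothesis that the siRNA of *EPHA2* lowers the response to HGF as a whole stays open and was not tested, since 1 siRNA condition was compared and the protein was not measured in these libraries. Other effects of this siRNA stay open too. The paper reports by qPCR in H1299 cells that wild-type EphA2, put back into the cells, restored the response of *ATF3*, *FOSB*, *JUNB* and *ZFP36* to HGF. It reports the same for mouse pancreatic tumour cells that lack EphA2 by knockout and not by siRNA. Both results argue against such effects for these 4, and these libraries hold no such rescue for the other genes.

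The list of cholesterol synthesis genes, which the paper does not discuss, was higher in siEphA2 cells, by a median of 0.28619 on the log2 scale without HGF and of 0.20381 with HGF (camera, adjusted p = 1.32e-12 and 9.45e-08, and adjusted p = 0.026 and 0.045 with an estimated correlation). It passed camera in all 30 settings in both comparisons. After the correction for GC content with the block, 1.1058 of the median without HGF was left, from 0.29 (SD over genes 0.15) to 0.32 (SD 0.17), which argues against GC content as the source of the change. With an estimated correlation the list no longer passed without HGF then (adjusted p = 0.023 with the block before and 0.073 after), where the correlation estimated between its genes went from 0.072 to 0.203, and it passed with HGF (0.030). In addition, the lowest of the 3 experiments' medians was 0.18936, which argues against 1 experiment alone. With the block 7 of 17 genes were higher without HGF, such as *HMGCS1*, an enzyme of the mevalonate pathway, with 0.60 and *FDFT1*, squalene synthase, with 0.48, and without the block 0 in limma (7 at an unadjusted p under 0.05, 6 adjusted over the list alone). A change that follows the loss of *EPHA2* may account for it, as may an off-target effect of this siRNA. These libraries hold no further siRNA against *EPHA2* to part them. Transfection itself was shared by both arms, as nt cells received a non-targeting siRNA.

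Genes that differ between siEphA2 and nt cells without HGF are not reported by the paper. In this state 5 genes were called (710 at an unadjusted p under 0.05), and 214 with the block. The count was 0 without nt −HGF 1, 2 or 3, siEphA2 −HGF 1 or siEphA2 −HGF 2, and 3 without nt +HGF 2, siEphA2 −HGF 3 or any siEphA2 +HGF library. Of the 10 splits of these 6 libraries, too few for a share under 0.05, 2 called as many genes, and the highest other called 4103 by setting nt 1, nt 2 and siEphA2 2 against the rest, which points to a structure of the samples. The real comparison has 214 with the block, and that split was not fitted with it. With HGF 11 genes were called (666 at an unadjusted p under 0.05), and 214 with the block. As *NR4A1*, *NUAK2* and *SGK1* of the paper's list are among the 11, and 20 of its 25 mRNAs among the 214, this count holds part of the lost response to HGF. This count was 0 without siEphA2 +HGF 1 or 2, 2 without nt +HGF 1, 3 without nt +HGF 2, nt +HGF 3 or siEphA2 +HGF 3, 4 without nt −HGF 1 or siEphA2 −HGF 1, and 7 without nt −HGF 2. Of its 10 splits, again too few for such a share, 1 called as many, and the highest other called 0.

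For HGF in nt cells 1 of 10 splits, too few for a share under 0.05, called as many genes as the real 26, with a highest other of 0. For HGF in siEphA2 cells 10 of 10 splits called at least the real 0 (limma, 314 at an unadjusted p under 0.05, and 10 genes with the block), and the highest other called 4237 by setting siEphA2 −HGF 1, siEphA2 −HGF 3 and siEphA2 +HGF 3 against the rest, which again points to a structure of the samples. For HGF averaged over both arms 2 of 100 drawn splits called as many as the real 25, a share under 0.05. These splits do not keep the experiments balanced, and libraries of one experiment deviated together, so they cannot exclude chance. The highest other called 5066 genes against the real 25, which points to the same structure. With the block 1 of 32 sign choices within pairs of the same experiment called as many as the real 75. That share lies under 0.05 and is the smallest that 32 choices can give. The highest other, with experiment 3 of siEphA2 reversed, called 49. These choices reverse the nt and siEphA2 pairs of one experiment separately, although the HGF effect varied between experiments. They therefore cannot exclude chance either, and reversing whole experiments leaves too few choices for a share under 0.05.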

How the results depend on the processing

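The voom weights, the fits without experiment 3, the correction for GC content and the fits that let the HGF effect vary between experiments were chosen after seeing the data, and unless said the cause of a change was not tested. The lower *EPHA2* level in siEphA2 cells passed its permutation test with the block (p = 0.0093), with the 8 libraries whose labels match (−1.04, p = 0.029), on the linear scale and without each 1 library (−1.11 to −1.03). Its limma call within one HGF state was lost with these 8 libraries (adjusted p = 0.481 without HGF and 0.077 with), without any 1 of nt −HGF 1, 2 and 3 and siEphA2 −HGF 1 and 2 (without HGF, up to 0.102), and without siEphA2 +HGF 1 or 2 (with HGF, up to 0.061). The share of HGF-called genes with a smaller effect in siEphA2 cells was 100% in all fits without the block but array weights, and could not be had with the titles, where no gene was called. Depth differed between groups, with a median of 49127530 reads in siEphA2 +HGF and 67809577 in nt +HGF, so the fewest reads stand behind the HGF effect in siEphA2 cells, and no test at equal depth was run. The planned count tests were not run, since the deposited unit is log2, and voom weights on the recovered reads were run in their place, which without the block changed no count by more than 1.5 times. The fit of 6 libraries was not made for the difference and the average, which need all 12.

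Counts of called genes are given in the order HGF in nt, HGF in siEphA2, difference, siRNA without HGF, siRNA with HGF and averaged HGF, and were 26, 0, 0, 5, 11 and 25 (limma, with 314 and 149 at an unadjusted p under 0.05 for the 2 counts of 0). With the replicate block they were 72, 10, 5, 214, 214 and 75, with a share of 92%, and with the block and voom weights 74, 10, 2, 210, 199 and 70, with 92.9%. Other calls that the block changed stand beside their results, and of the 25 listed mRNAs 20 were lower for the siRNA with HGF in place of 3. Of 154 gene results it turned none and ended the call of none. For the difference, 10 genes passed by the differences within each experiment and 17 with the block and an HGF term per experiment, both built to remove variation of the HGF effect between experiments. Reversing 1 experiment's differences in the first left 0 genes in limma, among 4 sign choices, too few for a share under 0.05. Without experiment 3 and with the block they were 70, 28, 11, 322, 194 and 85, with 90.6%. Without experiment 3 but with no block, HGF in siEphA2 had 4, the siRNA without HGF 26 and averaged HGF 39. The GC correction gave 2 for HGF in siEphA2, 32 and 40 for the siRNA and 38 for averaged HGF, and with the replicate block 88, 16, 9, 473, 379 and 88, with a share of 87.5%. Array weights, whose fit did not converge, gave 221, 9848, 1545, 10243, 1148 and 6612, with a share of 19.3%. The conditions of the titles gave 0 for HGF in nt and for averaged HGF (limma, 444 and 1757 at an unadjusted p under 0.05), 10 and 5 for the siRNA, 0 of the 25 listed mRNAs in nt cells and 0 for their difference over the list alone.

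For the siRNA without HGF the count was 0 with the 8 libraries (limma, 421 at an unadjusted p under 0.05), 0 with the 6 libraries of the comparison, 0 at an adjusted p under 0.01 (stricter by construction), 2 with a log2 fold change of at least 1 and 9 over genes with a mean of at least 1 (fewer genes tested). With HGF it was 2 with the 8 libraries, 7 with the 6 libraries, 2 at 0.01, 5 with a log2 fold change of at least 1 and 5 without the variance trend. HGF in siEphA2 had 1 with the 8 libraries, and averaged HGF 15 with a log2 fold change of at least 1. Of the 25 listed mRNAs, 23 passed for the difference over the list alone, 14 at 0.01 and 15 with a log2 fold change of at least 1. Of 23 lists, 11 passed for the difference with camera, 5 with an estimated correlation, 1 with fry and 6 with the titles, and 10 passed in nt cells.

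Without 1 library each, the counts ran from 19 to 30 for HGF in nt (lowest without nt −HGF 1, nt −HGF 2 or nt +HGF 3), 0 to 0 for HGF in siEphA2 and for the difference, 0 to 5 for the siRNA without HGF (0 without any 1 of nt −HGF 1, 2 and 3 and siEphA2 −HGF 1 and 2; limma, 439 to 2035 at an unadjusted p under 0.05), 0 to 13 with HGF (0 without siEphA2 +HGF 1 or 2; 586 and 862) and 20 to 27 for averaged HGF. For the listed mRNAs they ran from 17 to 22 in nt cells and 21 to 24 for the difference over the list alone, and for the lists from 9 to 15 in nt cells (highest without nt −HGF 3) and 10 to 13 for the difference.

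Directions turned only for genes that had not passed without the block, on the log2 scale with HGF in nt cells unless said. *SRF* had 0.088 with the 8 libraries, 0.14 with the titles, 0.0079 without nt +HGF 2, 0.080 without nt −HGF 3 (range without 1 library −0.12 to 0.080), 0.039 without experiment 3 and 0.087 after the GC correction, with and without the block for the last 2. *CFL1* had 0.0014 with array weights, 0.051 with the 8 libraries, 0.16 with the titles and 0.0018 after the GC correction, with or without the block. *IER5* had −0.015 after quantile normalization, −0.011 after median centring, −0.032 without nt −HGF 1, −4.99e-04 without nt −HGF 2 and −0.040 without nt +HGF 2 (range −0.040 to 0.067). *VCL* had 0.016 after quantile normalization, 0.0026 with the 8 libraries, 0.023 with the titles, 0.018 without nt −HGF 3 (range −0.055 to 0.018) and 0.024 without experiment 3, with or without the block. With the titles *MYL9* had 0.13, *ITGB1* −0.13, *ACTA2* 0.042, *ID1* −0.29, *ANKRD1* −0.47 (and −0.0087 with the 8 libraries), *H2BC21* −0.11 and *NEAT1* −0.071 in siEphA2 cells. Of 154 gene results, 135 kept their direction and side of the threshold without experiment 3, and 128 after the GC correction.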

Differences from the paper's values

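For HGF in nt cells, 0 of the 25 listed mRNAs had a log2 fold change that differed from the paper's in Supplementary Data 3 by more than the spread between experiments. Beside the HGF effect in siEphA2 cells, which the legend of sheet 2 names, 12 of 25 did, 9 of them larger in the paper. Beside the log2 fold change of nt +HGF over siEphA2 +HGF, a comparison chosen after seeing the values, 0 of 25 differed by more than its spread between experiments, and its values are given second below. The paper's value for *KLF6* is 0.42, and the deposited values give 0.58 and 0.50. For *EDN1* the paper gives 0.87 against 0.47 and 1.15 here, for *ARRDC3* 0.92 against 0.34 and 1.07, for *SGK1* 1.33 against 0.60 and 1.36 and for *NR4A1* 1.60 against 0.80 and 1.63. For *FOSB* the paper gives 2.00 against 1.16 and 1.81 here, for *LIF* 0.62 against 0.43 and 0.71, for *IER3* 0.22 against 0.68 and 0.28 and for *RCAN1* 1.11 against −0.070 and 0.85. For *ATF3* the paper gives 1.41 against 0.47 and 1.43 here, for *NUAK2* 1.41 against 0.14 and 1.52 and for *ZFP36L1* 0.42 against 0.60 and 0.38.

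Of the alternatives set before the deposited values were examined, the conditions of the titles brought *IER3* and *ZFP36L1* within that spread. The 8 libraries with matching labels did so for *KLF6* and *LIF*, and array weights for *ARRDC3* and *SGK1*. Leaving out siEphA2 −HGF 3 did so for *KLF6*, *ARRDC3* and *LIF*, leaving out siEphA2 +HGF 3 for *EDN1* and *ARRDC3*, and leaving out siEphA2 +HGF 2 for *LIF*. The block, quantile normalization, median centring, log2 of the linear value plus 1 and leaving out any other single library did so for none of the 12. *NR4A1*, *FOSB*, *RCAN1*, *ATF3* and *NUAK2* differed under each of these alternatives.

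The paper states that the induction of *EGR1* by HGF depends on EphA2. Here the difference between siEphA2 and nt cells was −1.40 on the log2 scale, in the same direction in 3 of 3 experiments, and passed neither without the block (adjusted p = 0.99998 from limma) nor with it (0.99968), nor with array weights (0.433). These fits do not let the HGF effect vary between experiments. It passed in the 2 fits chosen after seeing the values that do, by the differences within each experiment (adjusted p = 0.0014) and with the block and an HGF term per experiment (4.56e-04), which leave 15 and 8 of the paper's 25 listed mRNAs uncalled, and in no other alternative run. The paper annotates 25 mRNAs as opposed by the knockdown. Here all 25 had a smaller HGF effect in siEphA2 cells, and the difference passed over all genes for 0 of them without the block (limma, 23 at an unadjusted p under 0.05), for 5 with the block, for 23 with array weights, whose fit did not converge, and for 10 and 17 in the 2 fits just named. The paper's sheets were made with limma, and the settings behind its list are not given in the sources used here.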

Other observations

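Chosen only after the result was seen were the tests of a table made over other libraries and of another comparison in sheet 2, together with the comparison of SRF target lists with other genes.

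Apart from the response to HGF, siEphA2 cells differed from nt cells in genes that the text has not yet described. Without HGF, *PLAAT3*, a phospholipid-modifying enzyme, was higher by 1.21 on the log2 scale and *TMCO1*, a calcium channel of the endoplasmic reticulum, by 0.67, and *MEF2C*, a transcription factor of the MADS box family like SRF, was lower with −0.79 and *CHSY1*, a chondroitin synthase, with −0.54, next to *EPHA2* itself (limma, adjusted p from 0.012 to 0.042 for these 4 genes). With HGF, *CD22*, a sialic acid-binding lectin, was higher by 1.12 and *FYCO1*, an adaptor of vesicle transport, by 0.75, and *SERPINB7*, a protease inhibitor, had −0.96 and *FDX1*, a mitochondrial ferredoxin, −0.84. *MEF2C*, *CHSY1* and *TMCO1* passed in both states. None of these genes passed in every fit that left out 1 library. *PLAAT3* kept its call only without nt +HGF 3 (adjusted p up to 0.317 without another library), *CHSY1* lost its call whichever of the 12 was left out (up to 0.317), and *MEF2C* and *TMCO1* lost it without any 1 of nt −HGF 1, 2 and 3 and siEphA2 −HGF 1 and 2 (up to 0.117 and 0.156). With HGF, *CD22* lost its call without any 1 of 7 libraries (up to 0.236), *FYCO1* and *SERPINB7* without any 1 of 10 (up to 0.292) and *FDX1* without any 1 of 6 (up to 0.179). *MDK*, the growth factor midkine, was higher by 1.18 without HGF and passed with the block but not without it (adjusted p = 7.28e-06 and 0.559). Of the other fits without a block it passed with array weights alone, whose fit did not converge (adjusted p = 4.24e-07).

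Of 16 genes of ER and amino acid stress, 0 passed for the siRNA effect without HGF in limma (2 at an unadjusted p under 0.05, and 8 with the block) and 2 passed with the block, with a median of 0.24 (camera, adjusted p = 1.17e-04, and adjusted p = 0.567 with an estimated correlation). The 13 mitochondrial transcripts had a median of 0.21 with HGF (camera, adjusted p = 9.04e-05, and adjusted p = 0.373 with an estimated correlation), and the 12 snoRNA hosts a median of −0.17 (camera, adjusted p = 0.0023, and adjusted p = 0.428 with an estimated correlation). *KLF4*, a transcription factor that the paper names, had a log2 fold change with HGF of 0.48 in nt cells (adjusted p = 0.977 from limma, 0.025 with the block), and *SNAI1*, a repressor in epithelial-mesenchymal transition, of 0.11 (adjusted p = 0.977, and 0.754 with the block). Of the genes the paper follows by qPCR, *SRF* had −0.02, *CFL1*, the actin-severing cofilin, −0.10, *IER5* 0.01, *FOSL2* 0.12 and *ITGB1*, an integrin chain, 0.17 with HGF in nt cells, and none of these 5 passed with or without the block. For such MRTF targets the paper reports by qPCR an HGF-driven expression that *EPHA2* siRNA opposed. The cause of this difference from the paper was not tested.

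The loss of the HGF effect in siEphA2 cells was compared between 15 members of the ternary complex factor and qPCR lists and 60 other genes called for averaged HGF with the block. Of the cytoskeletal MRTF targets 0 were among the called genes (limma with the block, 9 at an unadjusted p under 0.05), so the comparison does not cover them. The median ratio of siEphA2 to nt for the 15 less that of the others was −0.04, 0.0063097 and −0.06 in experiments 1 to 3, where a larger loss had been taken to need a value below −0.2 in every experiment, and all 3 lay within 0.2.

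The HGF fold changes of sheet 2 in Supplementary Data 3 were set beside those of the deposited values in siEphA2 cells. Across the genes of the copy used here, 1999 of 14368 lines per sheet, the correlation was 0.0011 for sheet 2 with siEphA2 and 0.91 for sheet 1 with nt cells, where genes are not independent replicates and the lines are the top of a ranked table. The conditions of the sample titles brought 7 of the 25 listed mRNAs closer to the paper's values, which argues against the titles as the source of the difference. The paper's mean expression lay outside the range of the 12 libraries for 4.9451% of 3094 genes (5.14% after moving by the median offset of −0.06), which cannot tell whether the table was made over other libraries. The t and p values of both sheets imply 26.7 degrees of freedom (median of the first 50 lines), against 12.0 in the fit of these 12 libraries and 14.4 with the block, so the sheets do not come from either of these fits, and whether other libraries or other settings lie behind that was not tested. A candidate explanation is that sheet 2 compares nt with siEphA2 cells, both with HGF. Its r with that log2 fold change in the deposited values was 0.84181, 23 of the 25 listed mRNAs lay closer to it than to the HGF effect in siEphA2 cells, and for *EPHA2* itself the paper's sheet 2 has 1.19, where nt +HGF over siEphA2 +HGF is 1.10 and HGF in siEphA2 cells 0.015. This stays a hypothesis, as it was found on the same table and the legend of the sheet names another comparison. For *EPHA2* the paper's mean expression is 12.85, and the 12 libraries lie between 7.74 and 9.10.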
